# Differential regulation of the immune system in a *brain-liver-fats* organ network during short-term fasting

**DOI:** 10.1016/j.molmet.2020.101038

**Published:** 2020-06-08

**Authors:** Susie S.Y. Huang, Melanie Makhlouf, Eman H. AbouMoussa, Mayra L. Ruiz Tejada Segura, Lisa S. Mathew, Kun Wang, Man C. Leung, Damien Chaussabel, Darren W. Logan, Antonio Scialdone, Mathieu Garand, Luis R. Saraiva

**Keywords:** Fasting, Multiorgan, RNA-seq, Immune system, Systems biology

## Abstract

**Objective:**

Fasting regimens can promote health, mitigate chronic immunological disorders, and improve age-related pathophysiological parameters in animals and humans. Several ongoing clinical trials are using fasting as a potential therapy for various conditions. Fasting alters metabolism by acting as a reset for energy homeostasis, but the molecular mechanisms underlying the beneficial effects of short-term fasting (STF) are not well understood, particularly at the systems or multiorgan level.

**Methods:**

We performed RNA-sequencing in nine organs from mice fed *ad libitum* (0 h) or subjected to fasting five times (2–22 h). We applied a combination of multivariate analysis, differential expression analysis, gene ontology, and network analysis for an in-depth understanding of the multiorgan transcriptome. We used literature mining solutions, LitLab™ and Gene Retriever™, to identify the biological and biochemical terms significantly associated with our experimental gene set, which provided additional support and meaning to the experimentally derived gene and inferred protein data.

**Results:**

We cataloged the transcriptional dynamics within and between organs during STF and discovered differential temporal effects of STF among organs. Using gene ontology enrichment analysis, we identified an organ network sharing 37 common biological pathways perturbed by STF. This network incorporates the brain, liver, interscapular brown adipose tissue, and posterior-subcutaneous white adipose tissue; hence, we named it the *brain-liver-fats* organ network. Using Reactome pathways analysis, we identified the immune system, dominated by T cell regulation processes, as a central and prominent target of systemic modulations during STF in this organ network. The changes we identified in specific immune components point to the priming of adaptive immunity and parallel the fine-tuning of innate immune signaling.

**Conclusions:**

Our study provides a comprehensive multiorgan transcriptomic profiling of mice subjected to multiple periods of STF and provides new insights into the molecular modulators involved in the systemic immunotranscriptomic changes that occur during short-term energy loss.

## Highlights

• A multi-organ transcriptomic atlas of short-term fasting (STF) in mice.
• Data-driven grouping and gene functional clustering enhanced analytical depth.
• The shared biological processes in mice forms a brain-liver-fats network.
• STF orchestrates major changes in immune-related processes across many organs.

## Abbreviations

STF: Short-term fasting
OB: olfactory bulb
BRN: brain
CBL: cerebellum
BST: brainstem
STM: stomach
LIV: liver
iBAT: interscapular brown adipose tissue
pgWAT: perigonadal white adipose tissue
psWAT: posterior-subcutaneous white adipose tissue
HVG: highly variable genes
log2(x+1) NC: normalized log2 expression values
HCA: hierarchical clustering analysis
FDR: false discovery rate
DEGs: differentially expressed genes
FC: fold change
log2FC: log2 fold change
GO: Gene Ontology
subcDEGs: subclustered DEGs
LitLab™: Acumenta Literature Lab
MeSH: medical subject headings
GH: growth hormone
IGF: insulin-like growth factors
BDNF: brain-derived neurotropic factor
NE: norepinephrine
MGI: Mouse Genome Informatics
CR: caloric restriction

## 1 Introduction

Dietary restriction refers to an intervention that ranges from a chronic but minor reduction in calorie intake to periods of repeated cycles of short-term fasting (STF) and, in humans, fasts lasting more than 48 h [1]. These various forms of reduction in food consumption have many beneficial effects on health, including weight reduction, amelioration of autoimmune diseases, and increased lifespan [2,3]. In line with this, a triad of recent studies demonstrated the ability of different forms of fasting to alter the levels and functions of the various immune cell types [[4], [5], [6]]. The interest and applicability of utilizing fasting to treat various conditions are as such that they have recently generated momentum for clinical trials [[7], [8], [9]].

The advent of high-throughput omics facilitated the elucidation of some of the cellular and molecular mechanisms underlying the beneficial effects of fasting. Nonetheless, the majority of these studies have focused on single organ response (i.e., the liver) and have less often involved two or three organs [[10], [11], [12], [13], [14], [15], [16]]. The adaptation to energy deprivation, however, requires a multiorgan integration of metabolic modulations to protect the organism from an irreversible loss of resources [17]. In mice, disturbance of normal eating patterns alters metabolism systemically [18]. A recent study described the interorgan coordination of adaptive responses to various periods of fasting (0–72 h) in mice; however, the transcriptomic changes characterized in the four tissues applied mainly to states of starvation and are limited by the depth offered by microarrays [19]. Another recent multiomics approach also presented similar limitations [20]. Thus, despite this progress, a multiorgan or systemic study of the transcriptional dynamics underlying fasting has not been performed.

In this study, we profiled transcriptomic responses to periods of STF (2–22 h) in nine mouse organs. Using a combination of data-driven and semantic similarity clustering approaches, we discovered the presence of a *brain-liver-fats* organ network, conserved in their enriched biological processes perturbed by STF. The organ network recapitulated numerous reported physiological/molecular changes associated with various forms of fasting. In summary, we provide a multiorgan atlas of the known and novel molecular mediators of the systemic effects of short-term energy loss in mice.

## 2 Material and methods

### 2.1 Mice and STF experiments

All animals used in this study were adult (8–9 weeks of age) C57Bl/6J males, group-housed since birth at the animal facility of the Wellcome Sanger Institute. Mice were kept on a 12:12 h light:dark schedule, with lights on at 07:30 (zeitgeber time 0, or ZT0). For the STF experiment, mice (n = 3 per time point) fasted for 2 (ZT11.5), 8 (ZT5.5), 12 (ZT1.5), 18 (ZT19.5), or 22 h (ZT15.5), and the control group (i.e., 0 h or ZT13.5) was fed *ad libitum* (Figure 1A). All mice had access to water throughout the assay. All animals were sacrificed by cervical dislocation after the start of the dark cycle (between 21:00 and 21:30, or ZT13.5–14). The following nine organs were collected and processed for mRNA-seq: olfactory bulb (OB), brain (BRN, which includes the telencephalon and diencephalon), cerebellum (CBL), brainstem (BST, which comprises the mesencephalon, pons, and myelencephalon), stomach (STM), liver (LIV), interscapular brown adipose tissue (iBAT), perigonadal white adipose tissue (pgWAT), and posterior-subcutaneous white adipose tissue (psWAT). The organs were immediately frozen and kept at −80 °C until further processing.

**Figure 1:**
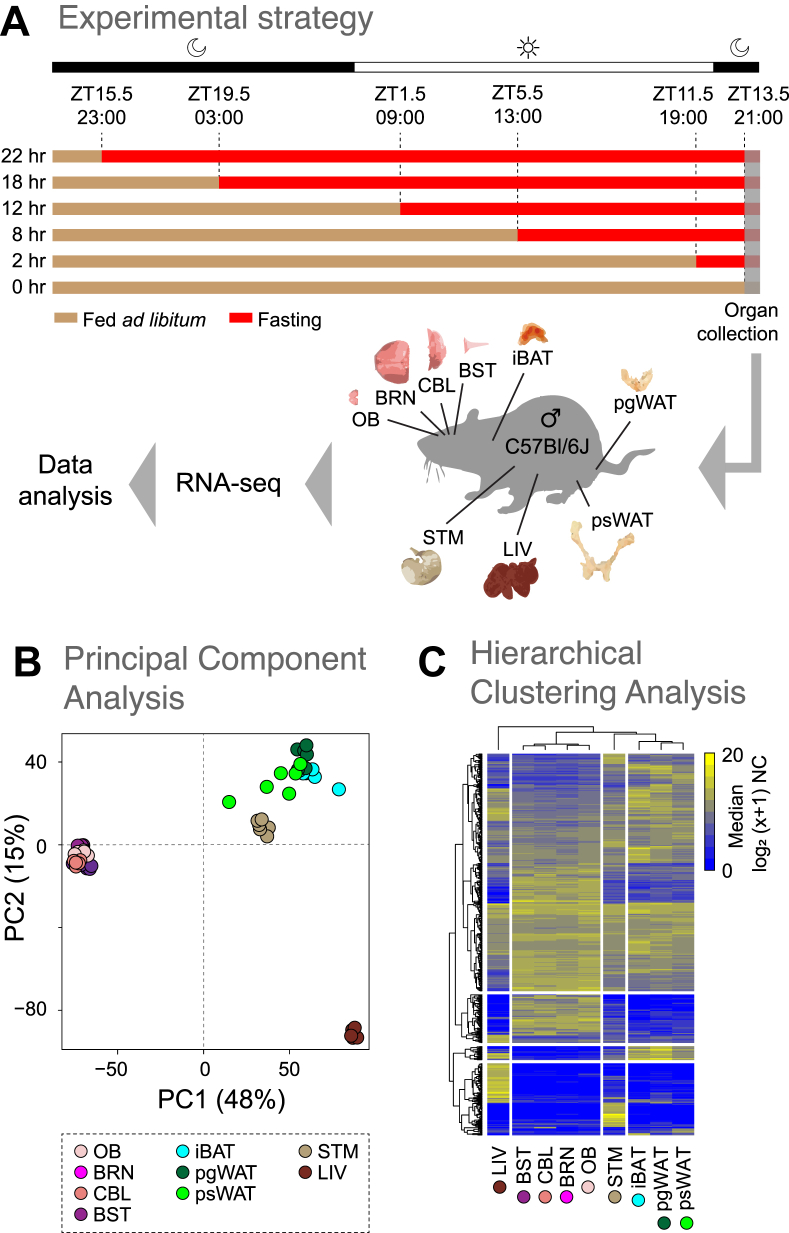
**Transcriptomic profiling of multiple organs in the fasted mice.A)** Schematic view of the experimental design for the five different short-term fasting (STF) durations. The fasting starting times are indicated by the red bars (0, 2, 8, 12, 18, and 22 h), along with the corresponding Zeitgeber times (ZT). The fed *ad libitum* condition is shown by the beige bars. The time of organ collection from male C57Bl/6J mice (n = 3 per time point) is represented by the grey-shaded area. Periods of light-on and light-off are represented by the white and black bars, respectively. **B)** Principal component (PC) analysis of the 9420 expressed genes in all samples. Each dot represents the gene expression profile of an organ (indicated by the color) at a specific time point. Percentages of the variance explained by the PCs are indicated in parentheses. **C)** Hierarchical clustering analysis on the union of the top 100 highly expressed genes (rows) among all organs (columns). Median mRNA expression levels are represented on a log_2_ (x+1) scale of normalized counts (NC) (0 - not expressed; 20 - highly expressed). Organ abbreviations: OB - olfactory bulb, BRN - brain, CBL - cerebellum, BST - brainstem, STM - stomach, LIV - liver, iBAT - interscapular brown adipose tissue, pgWAT - perigonadal white adipose tissue, and psWAT - posterior-subcutaneous white adipose tissue.

### 2.2 RNA extraction and RNA-sequencing

Organs (OB, BRN, CBL, BST, STM, LIV, and iBAT) were homogenized in Lysis RLT Buffer (Qiagen) supplemented with 1% β-mercaptoethanol (Sigma–Aldrich) by using the OMNI tissue homogenizer (OMNI International). Homogenized organ lysates were then loaded onto the QIAshredder homogenizer spin columns (Qiagen) for further homogenization and elimination of insoluble debris. Total RNA was extracted by using the RNeasy Mini Kit (Qiagen), according to the manufacturer's protocol. White adipose tissues (pgWAT and psWAT) were homogenized in Qiazol (Qiagen) and RNA extracted with the Lipid RNeasy Lipid Tissue Mini Kit (Qiagen). mRNA was prepared for sequencing by using the TruSeq stranded mRNA sample preparation kit (Illumina), with a selected insert size of 120–210 bp. All samples were sequenced on an Illumina HiSeq 4000, generating paired-end 150 bp sequencing reads, and had an average depth of 39.98 ± 1.05 (SEM) million reads (Additional file 2: Table S1).

### 2.3 Short reads alignment to reference genome and transcriptome

The quality of the reads was assessed by using FastQC (KBase). Sample Fastq files were aligned to the mouse reference genome mm10/GRCm38.p5 by using TopHat2 [21] with two mismatches allowed. Reads were retained only if uniquely mapped to the genome. We used HTSeq-count (0.9.1, -t exon and –m union) to obtain the number of reads mapped to each gene in Gencode M16. Bigwig files were generated from bam files for visualization by using RSeQC [22].

### 2.4 Pre-processing

The schematic of the bioinformatic workflow is presented in Additional file 1: Fig. S1. Before the analysis, the mapped read counts were filtered for annotated genes by using org.Mm.eg.db [23]. A count of a per million threshold equivalent to ∼10 raw expression value was applied to remove all lowly expressed genes, and only genes having ≥ 3 samples above the threshold were kept. Samples with total reads lower than two standard deviations from the organ means were removed.

### 2.5 Clustering group calls and bootstrap validations for the fasting phases

Highly variable genes (HVGs) were queried from normalized log_2_ expression values (log_2_ (x+1) NC) of the preprocessed datasets as informative genes and were used for the data-driven clustering calls. Briefly, we calculated the gene-specific variance and regressed against its mean log-expression value and applied a false discovery rate (FDR) < 0.05 to denote significance, which resulted in between 824 and 1190 HVGs per organ. Spearman's rho was then used to calculate the correlation distance matrix among these genes in each organ:

$$dist=sqrt\left(0.5*\left(1-Spearman^{'}s\;Rho\right)\right)$$

To determine the optimal number of clusters, hierarchical clustering (method = complete) was performed on the correlation distance matrixes of the HVGs and bootstrapped to 5000 iterations. A bootstrap mean cutoff (≥0.65) was used to determine the significance of the cluster fit, and any clusters not fulfilling the criteria were grouped with the previous node. A cluster size of three was found to be optimal for most organs, which we designated as fasting Phases I, II, and III (Additional file 3: Table S2).

### 2.6 Determining the differentially expressed genes (DEGs)

The DEseq2 package was used to determine DEGs for all possible pairwise comparisons within each organ. We used two methods to determine DEGs: a pairwise manner between each time point against zero (data not shown), and a pairwise manner between the aforementioned Phases. The samples populating each Phase in each organ are summarized in Figure 2A. Genes were considered differentially expressed if they had a log_2_FC > 1.0 and FDR <0.05. All DEGs for the Phase comparison are provided in Additional file 4: Table S3—the columns contain the following data: *baseMean* corresponds to the mean normalized expression value for the gene across all samples; *log2FoldChange* is the fold change (FC) between the two groups tested, log2 transformed; *lfcSE* corresponds to the standard error associated with the FC estimation; *stat* is the Wald statistic; *p value* is the p value of the test; and *padj* is the p value after adjusting for multiple testing (Benjamini-Hochberg). For organs yielding >500 DEGs across all possible pairwise Phase comparisons, we kept only the top and bottom 12.5% ranked DEGs (filtered DEGs) to focus our downstream analyses on the genes displaying the highest variation (Fig. S4b).

**Figure 2:**
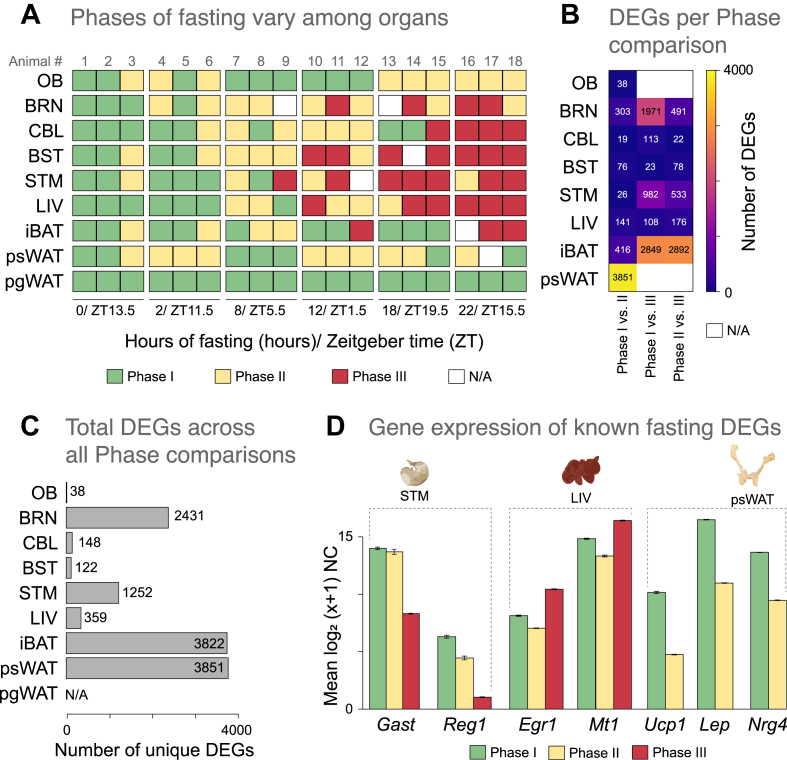
**Gene expression-driven sample clustering shows differential temporal effects of STF among organs.A)** Fasting Phase-call results from the data-driven clustering approach for each animal (columns) and organs (rows): Phase I (green), Phase II (yellow), Phase III (red). N/A (white) represents excluded samples that did not meet the QA/QC criteria (see Additional file 3: Table S2). Experimental durations of fasting are as indicated. **B)** Number of the differentially expressed genes (DEGs) from the all pairwise fasting Phase comparisons in all organs (see Methods). Because samples from pgWAT did not split into fasting Phases, no DEGs for the organ were available (N/A). **C)** Number of unique differentially expressed genes (DEGs) from the all pairwise fasting Phase comparisons in all organs (see Methods). Because samples from pgWAT did not split into fasting Phases, no DEGs for the organ were available (N/A). **D)** Expression values across the three Phases of select DEGs that have been previously reported to be modulated by fasting in select organs. Mean mRNA expression levels are represented on a log_2_ (x+1) scale of normalized counts (NC) ± SEM (for replicate number, see Additional file 3: Table S2). Organ acronyms are as in Figure 1.

### 2.7 Gene ontology (GO) enrichment analysis

Several strategies were used to perform the gene functional enrichment analysis to maximize annotation coverage and to provide meaningful interpretations for the DEGs. Briefly, the filtered DEGs (see above) from each organ were submitted, as a single gene set, to query for *Mus musculus* GO terms associated with biological processes by using the following algorithms and databases: the gene over-representation test (enrichGO) and gene set enrichment analysis, both of which are provided by ClusterProfiler [24], and the Database for Annotation, Visualization, and Integrated Discovery (DAVID, [25]). The minimal gene set size was set at three, and an FDR<0.05 cutoff was set for significance. When applicable, the number of permutations was set at 1000. To manage the output size, a cutoff of 150 GO terms, ranked by FDR, was implemented. All GO enrichment results were semantically reduced by using REVIGO, with a dispensability threshold set at <0.4 [26].

### 2.8 Functional re-clustering of DEGs - subcDEGs

From the filtered DEGs obtained from all pairwise Phase comparisons, semantic similarity measures were calculated to determine the gene function-based clusters in each organ [27]. The optimal numbers of clusters were determined by using dynamicTreeCut with deepSplit = 0 [91]. The gene function-based clusters of DEGs are referred to as the subclustered DEGs (subcDEGs). The subcDEGS were then re-submitted for GO enrichment analysis and reduced for term redundancy as described. subcDEGS that did not yield GO enrichment were excluded from downstream analysis (Additional file 6: Table S5).

To evaluate the changes in gene expression pattern through the different STF Phases, we calculated the log_2_FCs (against 0 h, or fed *ad libitum* control) of the genes included in the aforementioned subcDEGs. A two-sided Wilcoxon Rank test was used to determine the statistical significance between means at p≤ 0.05. The mean variances of the log_2_FCs were regressed against the fasting Phases (Spearman's correlation was used).

### 2.9 Gene expression pattern mining

Unique patterns across the STF Phases were determined from log_2_ (x+1) NC of the genes that composed all the subcDEGs of each organ and that yielded GO enrichment. Pattern mining was performed by using topology overlap matrix-based dissimilarity algorithms (WGCNA); next, the optimal cluster numbers were determined by using dynamicTreeCut with deepSplit = 0.

### 2.10 Network enrichment analysis

A list of 349 unique genes was extracted from the 37 GO terms shared among the top four overlapping organs—BRN, LIV, iBAT, and psWAT—to further investigate the enriched biological processes in the *brain-liver-fats* organ network observed in the fasted mice (Additional file 7: Table S6). The Reactome database [28] and ClueGO [29] were used to determine and visualize the enrichment networks and the conserved protein pathways. The following parameters were used to construct the enrichment network—min/max GO level = 3–20, Number of Genes = 3, Min Percentage = 3, Kappa Score Threshold = 0.4, Sharing Group Percentage = 50—and the statistical significance was set at FDR<0.05.

To evaluate the immune components of the organs in the *brain-liver-fats* organ network (BRN, LIV, iBAT, and psWAT), we retrieved a comprehensive list of immune-related genes in mice from innateDB [30] and Mouse Genome Informatics (MGI; http://www.informatics.jax.org/vocab/gene_ontology/GO:0002376) [31]. A list of 3022 genes was used to identify the immune-related genes in this study.

### 2.11 Literature mining - acumenta Literature Lab (LitLab™)

LitLab™ (Acumenta Biotech, USA) allows the identification of biological and biochemical terms significantly associated with the literature from a gene set. The analysis provides additional meaning to experimentally derived gene and protein data [32]. The LitLab™ database contains current gene, biological, and biochemical references in every indexed PubMed abstract and is updated quarterly (currently at 30 million). LitLab™ calculates the frequencies of the input genes for each of 86,000 terms in the Literature Lab™ database (as of January 20, 2020) and compares the values with those of 1000 random gene sets, containing the same number of genes and literature volume profile as the experimental set, to determine statistical significance (cutoff at p value < 0.0228). LitLab™ comprises four main applications: Term Viewer, PLUS, Editor, and Gene Retriever.

### 2.12 PubMed-based literature searches

A literature search of the PubMed database on “fasting” and “immunity” in mice was conducted by using the following search strategy: (“intermittent fasting” [All Fields] OR “Caloric Restriction (CR)” [MeSH Terms] OR “Food Deprivation” [All Fields] OR “food restriction” [All Fields] OR “fasting" [MeSH Terms] OR “fasting” [All Fields]) AND (“gene expression” [All Fields] OR “Gene Expression” [ MeSH Terms] OR “transcriptome” [All Fields] OR “transcriptome” [MeSH Terms]) AND (“mice” [MeSH Terms] OR “mice” [All Fields]) AND (“2010/01/20” [PDAT]: “2020/01/20” [PDAT]) AND (“Immune System Phenomena” [MeSH Terms] OR “Immunity” [MeSH Terms] OR “Immune System” [MeSH Terms] OR immune [All Fields] OR “immune response” [All Fields] OR “inflammation” [MeSH Terms] OR “inflammation” [All Fields] OR “infection” [All Fields]).

To further evaluate our findings with the current literature, we extracted the gene referenced from the relevant resultant articles by using Gene Retriever™ (Acumenta Biotech). Gene Retriever™ is a data mining solution to retrieve all genes associated with a list of PubMed articles. Gene Retriever processes an input list of PubMed IDs and produces an analysis of the genes mentioned in the title, text, and MeSH tags of each record. Results are then statistically ranked and presented in a spreadsheet to enable quick and comprehensive analyses. Hyperlinks are added within the spreadsheet to enable instant review of the genes or PubMed IDs of interest (Additional file 9: Table S8).

### 2.13 Software

All analyses and graphics were performed and generated in R unless otherwise stated. ClueGO was performed in Cytoscape [33]. Adobe Illustrator (Adobe Inc.) was used to prepare the final figures.

## 3 Results

### 3.1 Multiorgan transcriptomic profiling during STF

To investigate the global gene expression dynamics associated with STF, we used mRNA-seq to profile the transcriptome of nine organs obtained from mice fed *ad* libitum (i.e., 0 h time point), or subjected to five STF durations (2, 8, 12, 18, and 22 h of fasting; n = 3 per time point; Fig. 1A). To minimize the impact of circadian influence on gene expression, food was removed from the fasted groups for 2, 8, 12, 18, and 22 h before tissue collection. The nine organs profiled were as follows: OB, brain (BRN, which includes the telencephalon and diencephalon), cerebellum (CBL), brainstem (BST, which comprises the mesencephalon, pons, and myelencephalon), stomach (STM), liver (LIV), interscapular brown adipose tissue (iBAT), perigonadal white adipose tissue (pgWAT), and posterior-subcutaneous white adipose tissue (psWAT). 

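Each library came from 1 organ of 1 of 18 male C57Bl/6J mice, with 3 mice at each of the 6 time points, and each mouse gave all 9 organs. The authors aligned paired reads with TopHat2, kept reads that mapped to 1 place, counted them over Gencode exons with HTSeq-count and deposited the counts unnormalized and unfiltered for all 162 libraries. The deposited table holds 53686 rows, of which 15167 had no count in any library. Total counts per library ranged from 130701 to 27801717, with a median of 8696326 and a mean of 9.40 M (SEM 0.306 M). Total counts were unequal between time points in some organs: the 3 CBL libraries at 0 h held 20396385 to 22071004 counts, and those of the other times 6487419 to 9487976. A gene's level is given as its CPM with the total scaled by the library's TMM factor, and called normalized CPM. Genes were tested with edgeR's quasi-likelihood test, fitted on the samples of the 2 Phases compared, and p was adjusted over the genes of 1 comparison by the Benjamini-Hochberg procedure. A DEG had an adjusted p under 0.05 and an absolute log2FC over 1, and each log2FC is that of the later Phase over the earlier. Phases are those of Table S2, with OB animal 13 and psWAT animal 12 in Phase II as Fig. 2A draws them. The Phases were called from the same expression values that are then compared between them, so that these p-values measure how far apart the called groups lie and do not test an independent grouping. Gene coordinates are those of GRCm38 in a later Gencode release than the authors counted on.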

After quality control (see Methods), we retained 157 of 162 samples (97%) for downstream analyses. 

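The 5 libraries left out were BRN 8 h replicate 3 (130701 counts), BRN 18 h replicate 1 (279848), iBAT 22 h replicate 1 (2700482), psWAT 22 h replicate 2 (2944552) and STM 12 h replicate 3 (4590060). On a log scale all 5 totals lay more than 2 SD below the mean of their organ. On the raw scale 1 of them did, the psWAT library at -2.04 SD. The 157 retained libraries are 96.9% of the total, and the smallest held 3045845 counts. In that library 3 counts, the level taken here as the floor, equal 0.985 CPM. Each time point that lost a library kept 2 mice, and all others kept 3.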

After applying a cutoff of >10 normalized counts in at least three samples, we found that 13,129–15,012 genes were expressed per organ (Additional file 1: Fig. S1; Additional file 2: Table S1). 

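The threshold on expression was a CPM equal to 10 counts in a library of the organ's median size, reached in at least 3 retained samples. That CPM lay between 0.860 in OB and 1.45 in psWAT. Under it 14023 genes were kept in LIV, 14508 in iBAT, 15976 in CBL, 16267 in STM, 16412 in pgWAT, 16721 in psWAT, 16742 in OB, 16749 in BRN and 16784 in BST. The authors also limited genes to an annotation package. Limited to genes in the RefSeq table of the reference, the kept genes numbered from 13197 in LIV to 15648 in BST. The 10 most abundant genes took up 4.45 to 43.0% of the counts of a retained library, with the largest share in STM.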

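Principal components were computed on log2 (normalized count + 1), with DESeq2's size factors, of the 11676 genes kept in every organ, of which 11208 were in the RefSeq table. PC1 held 42.6% of the variance across the 157 samples, PC2 14.6% and PC3 10.6%. Organ accounted for 83.6% of the sum of squares of all genes. The share moved most, to 67.5%, when all 162 libraries were used, and was 91.4% on the 1000 most variable genes. Average-linkage clustering of samples on the first 3 components into 4 groups put every OB, BRN, CBL and BST sample in 1 group and all 18 LIV samples in another. The other groups held the 17 STM samples with 16 psWAT and 2 pgWAT samples, and the 17 iBAT samples with 16 pgWAT and 1 psWAT sample. Among the 157 samples, 150 lay nearest to the mean of their own organ, each sample being left out of that mean. The 7 others were BRN 2 h replicate 3 and BRN 18 h replicate 2 (nearest to CBL), 3 psWAT samples nearest to pgWAT, and psWAT 12 h replicate 3 and pgWAT 22 h replicate 2, both nearest to STM. In psWAT 12 h replicate 3, genes specific to CBL reached 63.7% of their level in CBL.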

Next, we performed principal component analysis on the genes expressed across all samples (9420) and found segregation primarily according to organ type and in four clusters across the first three Principal Components: one cluster comprised all the nervous system samples (OB, BRN, CBL, BST), one cluster comprised all the adipose tissues (iBAT, pgWAT, psWAT), and the two remaining clusters comprised STM and LIV, respectively (Figure 1B, Additional file 1: Fig. S2a). Principal component analyses made on all samples from each organ also yielded no clear separation by fasting time (Additional file 1: Fig. S2b). 

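For each organ the share of the variance lying between the 6 time points was set against shares from 10000 permutations of the time labels among its samples, a one-sided test adjusted over the 9 organs. Permuted labels gave median shares of 28.8 to 32.8%. The observed share was 51.2% in iBAT (adjusted p 0.0045), 43.8% in LIV (9.0e-04), 43.2% in STM (0.0063), 42.6% in OB (9.0e-04), 42.1% in BRN (0.0379), 38.0% in CBL (0.003) and 34.1% in BST (0.0303). In psWAT it was 37.6% (0.184) and in pgWAT 30.5% (0.372). On PC1 alone, time points accounted for 79.6% of the variance in STM, 78.5% in iBAT and 78.3% in LIV against 31.9% in psWAT and 23.0% in pgWAT. Using all 162 samples moved this result most, in BRN, where the share was 31.8% (adjusted p 0.155). On the 1000 most variable genes it was 45.0% in iBAT (adjusted p 0.0535), 41.9% in BRN (0.0884) and 34.3% in BST (0.136). In iBAT, samples with the same replicate number deviated alike (mean correlation 0.226), and with labels permuted only within replicate numbers the adjusted p was 9.0e-04.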

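The 100 most abundant genes of each organ together made 484 genes. Complete-linkage clustering of the 157 samples on them gave, at 4 clusters, an adjusted Rand index (ARI, which is 1 for identical groupings and near 0 for unrelated ones) of 0.965 with the division into nervous system, adipose tissue, STM and LIV. Of the 157 samples 2 fell elsewhere, 1 pgWAT sample with LIV and 1 psWAT sample with the nervous system. At 9 clusters the ARI with the organs was 0.475.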

Hierarchical clustering analysis (HCA) of the union of the top 100 most abundant genes expressed across all samples also resulted in similar sample clustering (Fig. 1C). Together, these results indicate that organ clustering is primarily driven by anatomical similarity, and this result is consistent with the findings in the literature [[34], [35], [36]].

### 3.2 Data-driven clustering shows differential temporal effects of STF among organs

To examine the temporal impact of STF in each organ, we employed a data-driven approach to identify gene expression-dependent fasting clusters across all samples. To achieve this objective, we defined the HVGs within each organ. We then calculated, for each organ separately, the optimal number of clusters into which all samples were segregated, based on the expression of organ-specific HVGs (see Methods and Additional file 1: Fig. S1). 

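HVGs were called in each organ with scran (FDR under 0.05) and numbered from 1128 in BST to 2773 in psWAT. Samples were clustered on them by complete linkage of the distance that the methods give, and the tree was divided into 3. The ARI of these clusters with the groups of Table S2 was 1.00 in iBAT, 0.669 in BST, 0.578 in STM, 0.442 in CBL, 0.166 in BRN and 0.105 in LIV. The SD of the ARI over fits that each left out 1 sample was 0 in iBAT and 0.0722 to 0.139 in the other 5 organs. Bootstrap means of the Jaccard index ran from 0.930 to 0.980 for the iBAT clusters, whose sizes were 10, 4 and 3. In LIV they were 0.653, 0.644 and 0.643 for clusters of 11, 3 and 4 samples, in CBL the lowest was 0.612, and in STM the lowest was 0.581, for a cluster of 3. In BRN and BST 1 of the clusters held a single sample. In these 6 organs, dividing the tree into 2 moved the ARI most, to 0.455 in iBAT, followed by the use of 500 or 2000 HVGs in STM, which gave 0.173.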

We observed that for most organs (BRN, CBL, BST, STM, LIV, and iBAT), samples were grouped in three clusters, which we designated Phase I, II, and III (Figure 2A; Additional file 3: Table S2). 

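In OB and psWAT the further cluster of 1 sample in Table S2 was merged into Phase II, as Fig. 2A draws it. In OB the same procedure gave clusters of 11, 6 and 1 samples (ARI 0.501 with the 2 merged groups, 9 samples each), and cutting the tree into 2 gave 17 and 1 samples. In psWAT it gave 9, 7 and 1 samples (ARI 0.867 with the merged groups of 7 and 10) and, cut into 2, 9 and 8 (ARI 0.764). The single psWAT sample had a bootstrap Jaccard mean of 1.00 and the other clusters 0.938 and 0.953. With 500 HVGs the ARI was 0.0233 in OB and 0.161 in psWAT.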

Samples from OB and psWAT were grouped in two clusters (Phases I and II), which seemingly cycled throughout the 22 h. 

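The 3 Phases of BRN held 4, 8 and 4 samples, those of CBL 8, 6 and 4, of BST 4, 7 and 7, of STM 6, 4 and 7, of LIV 7, 5 and 6 and of iBAT 10, 4 and 3. All samples of a time point fell in 1 Phase at 2 of the 6 time points in BRN, BST, STM and iBAT, at 3 in CBL, LIV and psWAT and at 4 in OB. Phase rank was compared with hours of fasting by Spearman's rho with 100000 permutations, two-sided and adjusted over 8 organs. The coefficient was 0.903 in LIV (adjusted p 2.4e-04; Pearson r 0.909, and 0.887 without the 2 samples farthest from the median hours), 0.835 in BST (3.6e-04; r 0.833, then 0.802) and 0.807 in BRN (9.6e-04; r 0.778, then 0.684). It was 0.745 in STM (0.00312; r 0.774, then 0.826) and 0.680 in CBL (0.00456; r 0.688, then 0.564). OB gave 0.423 (0.144; r 0.433, then 0.312), iBAT 0.246 (0.385; r 0.334, then -0.0996) and psWAT 0.111 (0.717; r 0.0552, then 0.124). In LIV the mean fasting time was 2.00 h in Phase I (SD 2.83), 11.6 h in Phase II (SD 4.10) and 19.0 h in Phase III (SD 3.95). In iBAT it was 9.00 h (SD 7.62), 4.50 h (SD 4.12) and 18.7 h (SD 5.77), so that Phase II held earlier samples than Phase I. A chi-square permutation test over the 6 time points, without order, gave an adjusted p of 0.0225 in CBL and in LIV and 0.0672 to 0.113 in the other 6 organs.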

Notably, the Phases are populated by combinations of samples from multiple fasting times, and samples from the same fasting time are not always integrated into the same fasting Phase, which could occur because of interindividual differences. Moreover, the cyclical transcriptomic pattern observed in OB and psWAT is reminiscent and consistent with other cyclical physiological or metabolic responses occurring in these organs during fasting [[37], [38], [39]]. In contrast with these results, we did not identify robust clusters when using the samples from pgWAT (thus excluding it from our downstream analyses). 

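In pgWAT 1839 HVGs divided the 18 samples into clusters of 16, 1 and 1. Their bootstrap Jaccard means were 0.858, 1.00 and 1.00. The ARI of these clusters with the time points was -0.00214. Average linkage and a distance from Pearson's correlation gave the same sizes, while 500 HVGs gave clusters of 10, 7 and 1 and 2000 HVGs gave 9, 7 and 2.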

Although intriguing, that pgWAT and psWAT show differential gene expression dynamics to STF is consistent with other studies, because different adipose depots are functionally distinct and can display differential transcriptomic responses to fasting [40,41]. Additional correlation analysis for all possible pairwise comparisons between the samples within a given organ further supports these results (Additional file 1: Fig. S3). 

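Spearman's rho between pairs of samples of an organ, on its HVGs, lay between 0.896 and 0.994 in OB, 0.944 and 0.994 in CBL, 0.936 and 0.990 in BST, 0.807 and 0.992 in LIV, 0.651 and 0.977 in BRN, 0.613 and 0.989 in iBAT and 0.527 and 0.982 in STM. It reached down to 0.0498 in pgWAT and 0.150 in psWAT. Pairs from the same time point were compared with pairs from different ones by permuting the time labels 10000 times, one-sided and adjusted over 9 organs. The mean rho was higher within time points by 0.0579 in STM (adjusted p 0.018), 0.0385 in iBAT (0.0354; 0.00612 within replicate numbers, same-numbered deviations 0.226), 0.0338 in LIV (9.0e-04), 0.0313 in BRN (0.0354), 0.00924 in OB (0.00135), 0.00848 in CBL (0.0072) and 0.00537 in BST (0.0354). The differences of 0.0339 in psWAT (0.223) and 0.00744 in pgWAT (0.263) lay within the permuted range. Within a Phase the mean rho was 0.937 in iBAT and 0.781 in psWAT, against 0.807 and 0.617 between Phases.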

Together, these results show that the temporal effect of STF varies primarily in the function of the organ type, and to a lesser extent in the function of the interindividual variability.

To gain further insights into the transcriptomic changes associated with STF, we next performed differential expression analysis. We used two methods to determine the DEGs: in a pairwise manner between each time point against zero (data not shown), and in a pairwise manner between the aforementioned Phases. A comparative analysis between both sets of DEGs revealed that both methods yield similar numbers of DEGs (Additional file 1: Fig. S4). 

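Time points were compared with 0 h in 1 edgeR fit per organ, with 2 or 3 samples per time point. DEGs of any time point against 0 h numbered 4334 in iBAT, 1424 in STM, 994 in BRN, 583 in LIV, 108 in CBL, 91 in OB, 1 in pgWAT and 0 in BST and psWAT. At an unadjusted p under 0.05 the comparisons of BST held 958 to 1579 genes each and those of psWAT 535 to 1971. In iBAT 4309 of these DEGs came from 22 h and in STM 1419 from 18 h. With replicate number as a block the union in iBAT stayed within 1.5-fold. DESeq2 called 2124 DEGs in BRN, 862 in pgWAT and 491 in psWAT. Across the 8 organs with Phases, the number of DEGs between Phases and the number against 0 h had a rho of 0.515 (exact two-sided permutation p 0.198) and an r of 0.7102 (exact p 0.0409), which was 0.309 without the 2 farthest organs. The gene sets overlapped in part: 2947 DEGs were shared in iBAT, 842 in BRN, 374 in STM, 156 in LIV, 66 in CBL, 14 in OB and 0 in BST and psWAT. A joint test of the 6 time points at an adjusted p under 0.05, with no fold threshold, called 4212 genes in iBAT, 2570 in OB, 2241 in LIV, 1066 in STM, 477 in CBL, 18 in BST, 1 in BRN and 0 in pgWAT and psWAT. In the last 2 organs 1693 and 3195 genes had an unadjusted p under 0.05, where 821 and 836 would by chance.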

As in the aforementioned PCA analysis, (Figure 1B and Figs. S2a and b) it was revealed that the samples do not segregate according to fasting time, and we used only the DEGs determined from all possible pairwise comparisons between the fasting Phases identified for each organ in our downstream analyses (Additional file 4: Table S3). We observed that the number of DEGs identified for the different pairwise Phase comparisons varies greatly between organs (Fig. 2B). Among the six organs displaying three Phases, the highest number of DEGs identified in BRN, CBL, and STM were for the Phase I versus III comparison, and for the remaining three organs (BST, LIV and iBAT), the highest numbers were for the Phase II versus III comparison. Similarly, the total number of non-overlapping DEGs identified for each organ also varied greatly (Fig. 2C), with OB displaying the lowest quantity of DEGs (38), and the adipose tissues iBAT and psWAT showed the highest number of DEGs (3822 and 3851, respectively). This analysis yielded multiple sets of known and newly identified genes affected by STF. 

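Between Phases I and III edgeR called 2189 DEGs in BRN (1258 up, 931 down), 956 in STM (649 up, 307 down), 178 in CBL (9.55% up), 4 in BST (0 up, 4 down) and 3396 in iBAT (1714 up, 1682 down), and in LIV 65 up and 52 down. Between Phases II and III it called 378 DEGs in BRN, 101 in STM, 21 in CBL, 85 in BST (84 up, 1 down) and 2913 in iBAT, and in LIV 54 up, 29.5% of the total. Between Phases I and II the numbers were 476 in BRN, 0 in STM (2192 genes at an unadjusted p under 0.05), 30 in CBL, 54 in BST (0 up, 54 down), 291 in LIV (49.1% up) and 403 in iBAT (399 up, 4 down). The largest number thus fell on I versus III in BRN, CBL, STM and iBAT, on II versus III in BST and on I versus II in LIV. Leaving out the fold threshold added the most genes, with 3590 called for I versus II in BRN. In STM DESeq2 called 39 DEGs for I versus II and 543 for II versus III. It also moved the largest number in iBAT to II versus III (3533 against 3522). With replicate number as a block, the iBAT comparison of Phases I and II called 179 DEGs, and those of Phase III stayed within 1.5-fold, while II versus III called 1 in BRN and 934 in STM. With library series as a covariate, chosen after seeing the data, 467 were called for I versus III in BRN, where 1 Phase I sample was of the series of Phase III, and 176 for II versus III. In STM and iBAT no lane held samples of both Phases I and III. Replicate numbers of the labels do carry information in iBAT (mean correlation of same-numbered deviations 0.226). In BRN and iBAT the fold changes followed transcript length, and with that trend taken out by offsets, the comparison of Phases I and III called 1207 and 1795 DEGs.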

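The union of DEGs over the Phase comparisons was 75 in OB, 101 in BST, 216 in CBL, 510 in LIV, 992 in STM, 2355 in BRN, 3016 in psWAT and 4156 in iBAT. In OB 73 of the 75 were down in Phase II, and in psWAT 1190 were up and 1826 down. With DESeq2 the unions were 64, 120, 217, 575, 1403, 2766, 3530 and 4511 in the same order. Sequencing lane lowered the psWAT number most, and 5 of 7 Phase I samples were in lane 7 and 9 of 10 Phase II samples in lane 5: with lane as a covariate 1306 DEGs were called. The iBAT union was 2222 with transcript length offsets. In the comparison with the most DEGs of each organ, genes with small adjusted p included Gm38020 in OB (log2FC -1.46, 5.47e-04), Gm11478 in BRN (3.11, 1.95e-07), Pnisr in CBL (-1.17, 6.86e-13), Abca4 in BST (1.71, 2.63e-11) and Alg10b in iBAT (-3.20, 1.08e-06). For Gm38020, 8 of 9 Phase II samples lay below every Phase I sample, and for the other 4 genes all later samples lay beyond all earlier ones. In psWAT Taok3 rose (log2FC 1.29) and Grhpr fell (-1.75), both at an adjusted p of 1.89e-05 and in all 10 Phase II samples.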

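Normalized CPM is given as mean ± SD. The SE of a log2FC was derived from the test, as the absolute log2FC over the square root of its F statistic. In psWAT, where the 2 Phases were compared, Lep averaged 606 ± 418 in 7 Phase I samples and 52.6 ± 44.0 in 10 Phase II samples (log2FC -3.53, SE 0.610, adjusted p 3.53e-04, all 10 below every Phase I sample). Adipocyte marker genes differed by -3.09 in mean log2 level between these Phases. Nrg4 averaged 135.9 ± 57.8 and 21.8 ± 20.3 (log2FC -2.63, SE 0.481, adjusted p 5.37e-04, 9 of 10 samples). Ucp1 averaged 216 ± 319 and 2.08 ± 2.24 (log2FC -6.64, SE 1.17, adjusted p 4.05e-04), with brown adipocyte marker genes 2.98 lower in mean log2 level and Phase I samples so uneven that 1 of 10 Phase II samples lay below them all. In STM Reg1 averaged 12.4 ± 24.2 in 6 Phase I samples and 0.146 ± 0.228 in 7 Phase III samples, where no library held more than 4 counts (log2FC -6.33, SE 1.58, adjusted p 0.018, 5 of 7 samples). Gast, also shown for STM, averaged 160 ± 87.7 and 8.30 ± 8.84 (log2FC -4.21, SE 0.841, adjusted p 0.00764, 1 of 7 samples below all of Phase I). In LIV, 7 Phase I samples were compared with 6 of Phase III and none of the 4 genes passed the threshold. Egr1 averaged 9.37 and 20.9 and had 5 to 615 counts per library (log2FC 1.12, SE 0.716, adjusted p 0.350, 1 of 6 samples above all of Phase I). Map3k6 averaged 4.14 ± 2.36 and 7.36 ± 1.45 (log2FC 0.81, SE 0.271, adjusted p 0.0654, 1 of 6). Fam107a averaged 2.03 ± 2.37 and 3.64 ± 1.84 (log2FC 0.80, SE 0.685, adjusted p 0.499, 0 of 6). Mt1 averaged 382 ± 582 and 323 ± 157 (log2FC -0.25, SE 0.952, adjusted p 0.896), and its sign depended on single samples, from -0.45 to 0.75 when each was left out. Between Phases II and III of LIV edgeR gave a log2FC of 2.64 for Egr1 (SE 0.571, adjusted p 0.0227), 2.37 for Fam107a (SE 0.508, adjusted p 0.0100), 1.06 for Map3k6 (SE 0.210, adjusted p 0.00474) and 1.76 for Mt1 (SE 0.654, adjusted p 0.133), of which the first 3 were DEGs.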

For instance, between Phases I and III, we found decreasing expression levels of *Nrg4*, *Lep*, and *Ucp1* in psWAT; decreasing expression levels of *Reg1* in STM; and increased expression of *Egr1, Fam107a, Map3k6,* and *Mt1* in the LIV (Figure 2C; Additional file 5: Table S4); and these results are consistent with other STF studies in rodents [11,20,[42], [43], [44], [45]]. In summary, by allowing the samples to cluster in an organ-specific manner based on the HVGs expression, we detected the differential temporal effects of STF on the transcriptional profiles of multiple organs.

### 3.3 Organ-specific modulations by STF

To obtain insights into the functional roles of the hundreds of DEGs we have identified, we combined multiple strategies to perform GO enrichment analyses (see Methods). To focus our analysis on the genes most impacted by STF, for organs yielding >500 DEGs (i.e., BRN, STM, iBAT, and psWAT), we focused our downstream analyses on the top and bottom 12.5% of the log_2_FC ranked genes. 

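Keeping the top and bottom 12.5% of the ranked log2FC in each comparison of more than 500 DEGs left unions of 955 genes in BRN, 325 in STM, 1301 in iBAT and 754 in psWAT. In BRN this applied to the comparison of Phases I and III, which kept 548 genes, while the other 2 comparisons lay under 500 and were kept whole. In LIV no single comparison exceeded 500 and all 510 genes stayed. The paper sets the limit of 500 on an organ's DEGs over all its comparisons. By that rule 588 genes would stay in BRN, 248 in STM, 128 in LIV, 1040 in iBAT and 754 in psWAT.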

Hereafter, DEGs refer to these filtered DEGs (Additional file 1: Fig. S4b). The biological pathway analysis returned significant results for psWAT, iBAT, LIV, BST, STM, and BRN but not for CBL and OB (Figure 3A). STF appeared to induce changes in unique biological processes among the organs, with only two overlapping GO terms between LIV-psWAT and iBAT-psWAT, respectively (Figure 3A, left panel). Notably, the relatively small number of GO terms shown reflects the stringent thresholds and semantic reduction applied (see Methods); thus, only the most relevant and non-redundant terms were kept.

**Figure 3:**
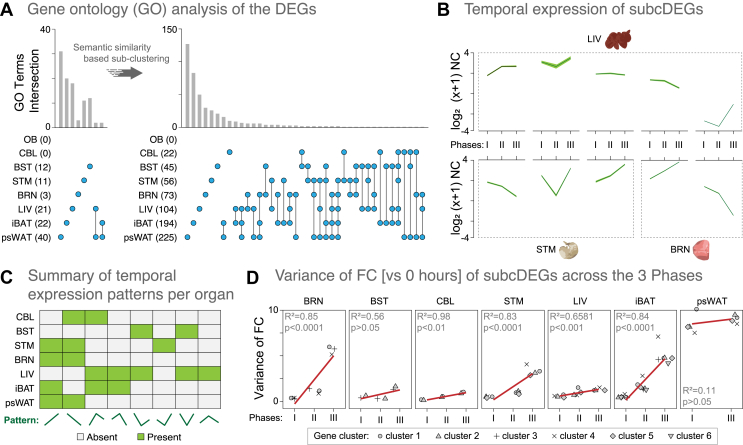
**Functional re-clustering of DEGs increased the identification of the biological perturbations and the unique gene expression patterns in organs of the fasted mice.A)** The number of gene ontology (GO) terms and those shared among organs increased after applying a semantic similarity based sub-clustering algorithm to the filtered DEGs. GO analysis for the original filtered DEGs and for the subcDEGs are represented in the left and right panels, respectively. The number and nature of the GO intersections are denoted by the vertical bar graph and the line-dots, respectively. Number of GOs enriched from the filtered DEGs and subcDEGs are noted in parenthesis in front of the organ acronym. **B)** The unique temporal expression patterns of the genes comprised in the subcDEGs from three select organs (LIV, STM, BRN) across the fasting Phases (from Figure 2A). mRNA expression levels are represented on a log_2_ (x+1) scale of mean normalized counts (NC) (dark green line) ± SD (light green shadow). **C)** Summary of the unique temporal expression patterns of the genes comprised in the subcDEGs in the seven organs. A total of eight different temporal expression patterns are present (green). **D)** Mean variance of the log_2_ fold change (FC) vs. timepoint 0 h of the genes in all the subcDEGs across the three fasting Phases. Linear regression analysis (red line) was performed for each organ, and the R^2^ and p-values are depicted in each panel. Up to six gene clusters, i.e. subcDEGs, have been identified among the seven organs; the cluster number is indicated at the bottom of the panel. Organ acronyms are as in Figure 1.

GO semantic similarity provides the basis for a functional comparison of gene products and is widely used in bioinformatics applications (e.g., cluster analysis of genes) [46,47]. To improve the sensitivity and coverage of our GO enrichment analyses, we subclustered the organ-specific DEGs on the basis of the semantic similarity of their associated GO terms (see Methods); hereafter, referred to as the subclustered DEGs (subcDEGs). We then performed GO enrichment for each of the multiple subcDEGs groups created for each organ; subcDEGs that did not yield enrichment of GO were excluded from downstream analysis. This new approach yielded a 5- to 24-fold increase in the enriched GO terms for all organs except OB, for which we still did not identify enriched pathways, excluding it from further analysis (Figure 3A, right panel; Additional file 6: Table S5). Notably, 22 GO terms were returned for CBL, which previously had no significant enrichments, and for BRN, the annotation coverage increased 24-fold, from 3 to 73 GO terms.

To validate this new approach, we used a semantic network to visualize the GO terms enriched in LIV, which is the most well-studied organ in the context of fasting (Additional file 1: Fig. S5). Among those, we found several GO terms consistent with previous fasting studies, including carboxylic acid biosynthetic process, lipid storage, lipid homeostasis, xenobiotic metabolism, regulation of protein stability, and regulation of protein localization to a membrane [13,16,48]. We also identified other novel pathways enriched by STF, such as wound healing, sensory perception of pain, and positive regulation of vasculature development, highlighting the discovery potential of this approach. In summary, by functionally re-clustering the DEGs, we substantially increased both the organ-specific GO annotation coverage and the probability of discovering novel pathways associated with STF.

We then asked how the genes in each of the subcDEGs that provided GO enrichment varied over STF duration. To achieve this objective, we extracted and summarized the unique expression patterns of the genes from the collective subcDEGs across Phases in each organ (Figure 3B,C). In general, the non-brain organs exhibited a relatively higher number of distinct cluster expression patterns, suggesting comparatively higher dynamics in their gene expression responses to STF. As expected, only two patterns were found in psWAT (explained by two Phases).

To further analyze these gene expression patterns, we calculated the variance of the mean FC versus the timepoint 0 h (i.e., fed *ad libitum*) of the genes in all the subcDEGs across the three Phases and performed regression analysis (Fig. 3D). We found positive correlations of FC variance with STF in most organs, except for BST and psWAT, where the relationships were non-significant. 

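For each sample the log2FC of every gene of the enriched clusters in Table S5 was taken against the organ's mean at 0 h. These were 39 to 347 genes per organ found in the counts, of which 36 to 346 passed the threshold on expression. The variance over genes was compared with Phase rank by Spearman's rho (100000 permutations, two-sided, adjusted over 7 organs). The variance rose from 0.328 ± 0.106 (mean ± SD over samples) in Phase I to 1.66 ± 0.480 in Phase II and 6.54 ± 3.07 in Phase III in BRN (rho 0.920, adjusted p 3.5e-05). In STM it rose from 0.809 ± 0.324 to 1.47 ± 0.374 and 4.06 ± 1.28 (rho 0.910, 3.5e-05), and in iBAT from 1.02 ± 0.559 to 1.89 ± 0.140 and 6.32 ± 2.45 (rho 0.806, 4.38e-04). The rise was smaller in LIV, 0.778 ± 0.432 to 1.47 ± 0.251 and 1.89 ± 0.425 (rho 0.854, 9.33e-05), and in CBL, 0.503 ± 0.401 to 0.991 ± 0.268 and 1.27 ± 0.422 (rho 0.612, 0.012). BST gave a rho of 0.454 (0.0706) and psWAT one of 0.0244 (0.962). Against hours instead of Phase, rho was 0.862 in LIV (adjusted p 1.05e-04; r 0.795, and 0.831 without the 2 farthest samples), 0.838 in STM (1.05e-04; r 0.770, then 0.947), 0.680 in BRN (0.0106; r 0.498, then 0.475) and 0.567 in CBL (0.0282; r 0.592, then 0.447). It was 0.377 in iBAT (0.161; r 0.477, then 0.137), 0.367 in BST (0.161; r 0.448, then 0.334) and 0.353 in psWAT (0.164; r 0.239, then 0.189). The genes had been picked for differing between Phases, and the 0 h samples that define the reference were themselves part of Phase I in part. The variance was not corrected for depth. In Phase III of BRN it was 8.26 and 9.84 in the shallow libraries (3152641 and 3045845 counts). In the deeper ones (8685356 and 9254029 counts) it was 3.09 and 4.96, above the highest of Phase II (2.43). In Phase III of iBAT it was 8.74 in the shallowest library (3156101 counts) and 3.83 and 6.38 in the others. The median absolute log2FC in place of the variance moved rho with Phase most, to 0.139 in BST (adjusted p 0.579). Without the 0 h samples, a choice made after seeing the data, it was 0.742 in BST (0.00357) and 0.462 in CBL (0.0981).

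**Figure D1:**
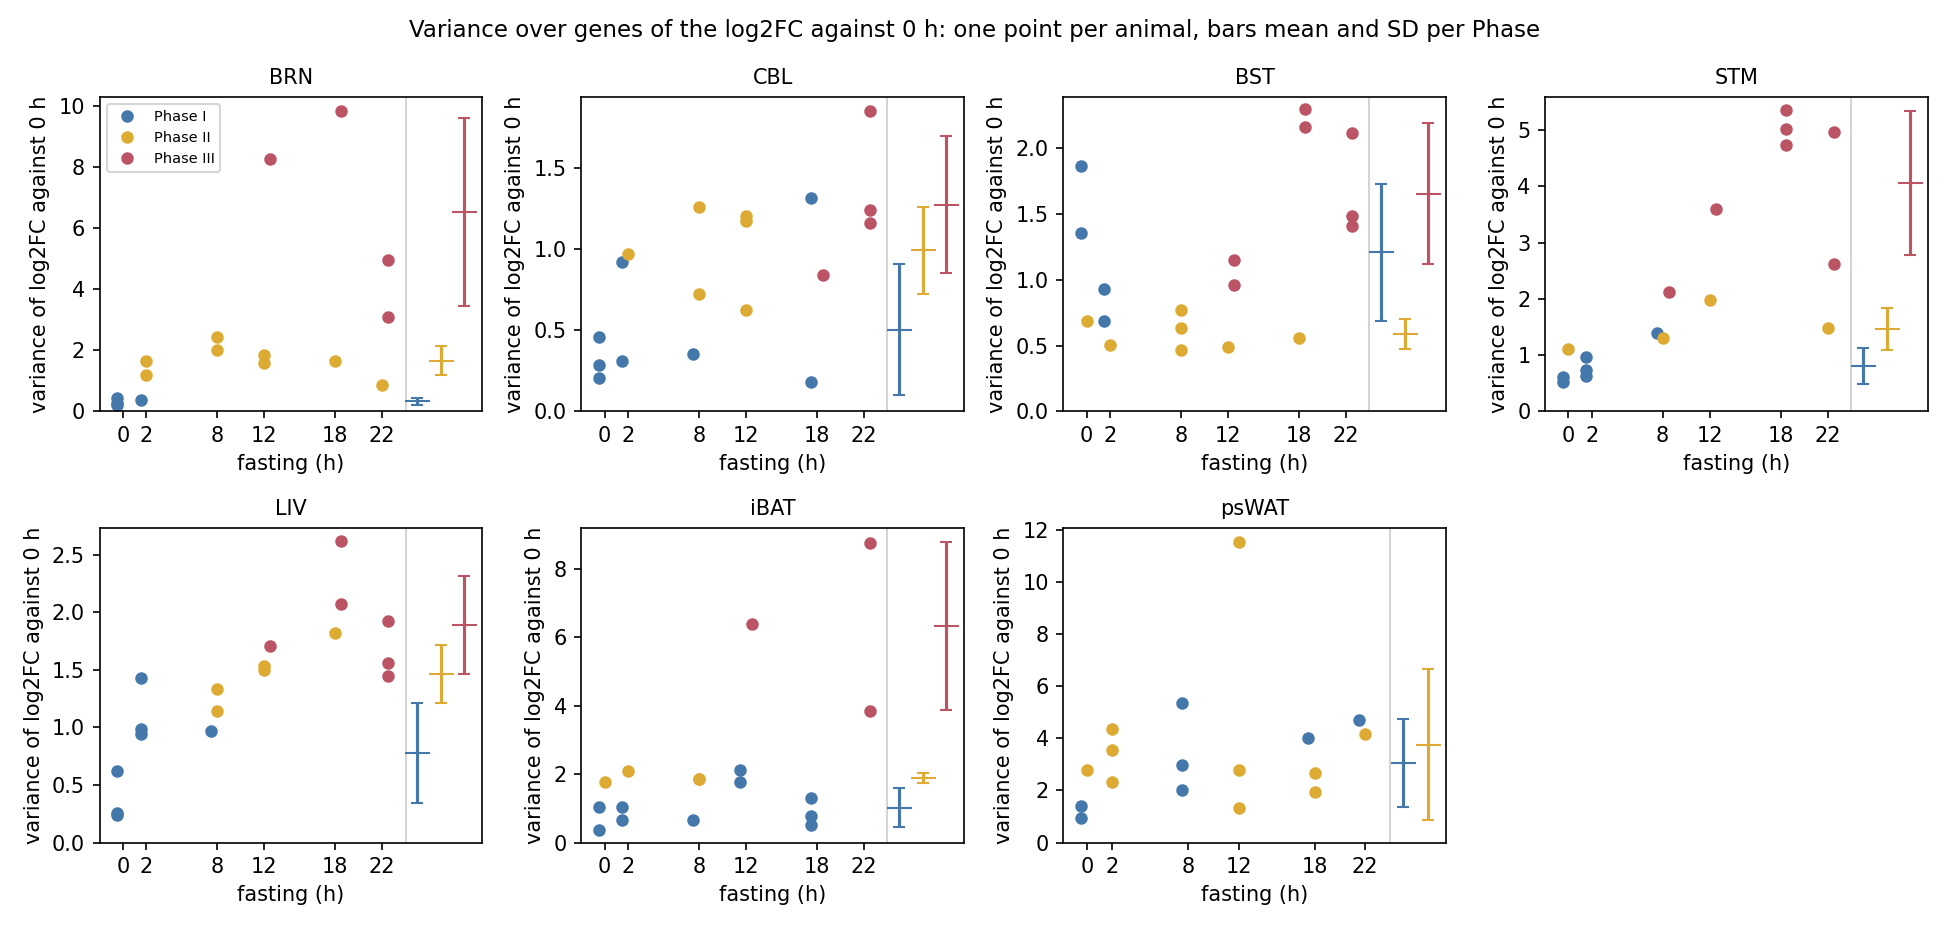
Variance over genes of the log2FC against 0 h (y) by hours of fasting (x), 1 point per animal coloured by Phase in 7 organs; mean ± SD per Phase stands at the right of the grey line. In BRN the Phase III mean was 6.54.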

STM, BRN, and iBAT exhibited a noticeably higher degree of FC variances with STF (i.e., the slope of the regression) than those of psWAT, CBL, and LIV did, suggesting greater differential regulation of their transcriptional profiles as STF progressed. Together, these results provide a second line of evidence that different organs show different dynamics in their transcriptional programs to STF. Indeed, intermittent fasting and dietary restriction induce different metabolic trade-offs and organ-specific changes in bioenergetics and the redox state in mice [49,50].

### 3.4 Enrichment network reveals key biological processes conserved among the *brain-liver-fats* organ network in the fasted mice

By functionally re-clustering the DEGs, we also improved the extent of GO terms shared among organs (Fig. 3A). We identified four highly overlapping organs (LIV, BRN, iBAT, and psWAT) based on their enriched biological pathways (Additional file 7: Table S6). Hereafter, we refer to this organ group as the *brain-liver-fats organ network.* To further our understanding of the biological implications of STF among this organ network, we performed network enrichment analysis against the Reactome database with the 349 genes integrating the 37 shared GO terms. 

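Of the 349 genes in the summary of shared GO terms in Table S6, 284 were kept in BRN, 211 in LIV, 257 in iBAT and 316 in psWAT. DEGs in any Phase comparison made up 80 of them in BRN (28.2%, against 14.1% of all genes kept), 57 in LIV (27.0% against 3.64%), 157 in iBAT (61.1% against 28.6%) and 120 in psWAT (38.0% against 18.0%). The list was drawn from the authors' own DEGs, so a share above the background follows from how it was made. A DEG in 1 organ only were 195 of the 349 genes, 81 were DEGs in 2 organs, 19 in 3, 0 in all 4, and 54 in none. With DESeq2 the numbers of DEGs were 92, 62, 170 and 151. Table S7 names 179 genes.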

The network enrichment of 63 reaction pathways (nodes), with 70 connections (edges), resulting from 188 of the 349 genes that passed the significance selection criteria (see Methods) shows that immune-related pathways are 48% of the total enriched categories, followed by muscle contraction (12.94%) and the neuronal system (9.41%; Figure 4A,B; Additional file 8: Table S7).

**Figure 4:**
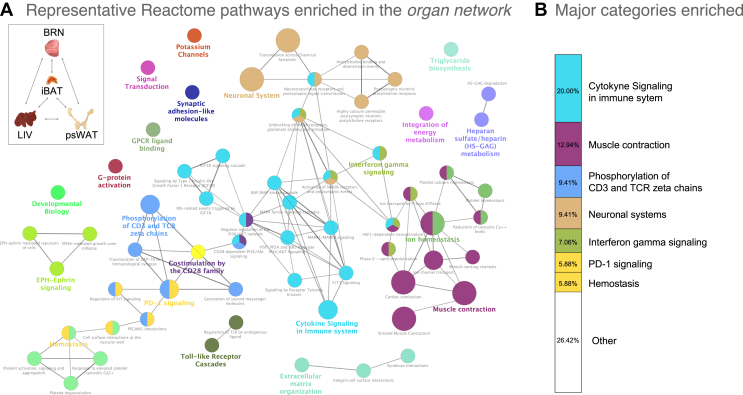
**Enrichment network reveals key biological processes conserved among the *brain-liver-fat* network in the fasted mice**. **A)** Reactome enrichment network of 63 reaction pathways (nodes) and 70 connections (edges), resulting from 188 of 349 genes that were extracted from the 37 overlapping GO terms among BRN, LIV, iBAT and psWAT and passed the significance selection criteria (FDR<0.05). The node color indicates biologically similar reactions, and the size reflects the number of genes contributing to the pathway. If the reaction pathway shares 50% or more of the contributing genes, then they are connected by an edge. The representative nodes (based on FDR) are indicated by the colored texts. On the top left, a schematic representation of the four organs composing the *brain-liver-fats* organ network, and all of their possible interactions (bidirectional arrows). **B)** The representative categories and percentages of the Reactome pathways enriched from the 188 genes obtained from the *brain-liver-fats* organ network. The categories and color are the same as in panel a. Organ acronyms are as in Figure 1.

To better understand the individual organ responses in the collective network, we represented the gene numbers and proportion of the upregulated genes associated with each of the summarized Reactome terms across the four organs (Additional file 1: Fig. S6a). Additionally, we performed HCA on the gene expression matrix of these 188 genes to highlight the unique and shared STF-induced expression patterns among the four organs (Additional file 1: Fig. S6b). 

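Phase medians of log2 expression were compared over the genes of Table S7 kept in each organ, as the root mean square difference. In BRN the distance was 0.532 between Phases I and II, 1.38 between I and III and 1.06 between II and III, and I and II were nearest in 16 of 16 fits that each left out 1 sample. In LIV the distances were 0.818, 1.05 and 1.04, with I and II nearest in 16 of 18 fits. In iBAT they were 1.86, 1.86 and 1.90, with I and II nearest in 10 of 17 fits. The psWAT samples have 2 Phases and give no such order.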

Although we observed organ-specific transcriptional profiles, the temporal effect of STF is consistent within each organ, as demonstrated by the sequential clustering of their respective STF Phases (i.e., Phases I and II cluster closer than Phase III does). 

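Among the DEGs of the 349-gene list, the share that was up was 31.2% of 80 in BRN, 35.1% of 57 in LIV, 53.5% of 157 in iBAT and 58.3% of 120 in psWAT. In LIV 5 of the 57 were up in 1 comparison and down in another. For the 179 genes of Table S7 the shares were 23.5% of 34 DEGs, 40.0% of 30, 59.7% of 72 and 58.1% of 62. The tool moved the psWAT share most, to 47.0% of 151 DEGs with DESeq2. In BRN the direction of all DEGs depended on transcript length as well: 57.5% of those between Phases I and III were up, and 68.4% with the length trend taken out.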

Importantly, the differential regulation of the organ DEGs (i.e., percent showing increased expression) indicates that the molecular mechanisms leading to perturbations of the shared biological processes are different.

To assess the known biological effects of STF-induced changes among the *brain-liver-fats* organ network, we used Literature Lab (LitLab™) to perform an association analysis of the 188 aforementioned DEGs mentioned with the scientific literature. In summary, LitLab™ queried the PubMed database (30 million abstracts, January 20 of 2020) for articles associated with the gene list of interest and returned the tagged medical subject headings (MeSHs) with statistical significance. This analysis yielded four MeSH term clusters that mirrored the four major network-derived pathway categories identified in our previous analysis (Figure 5A). We then summarized the significant physiology and pathway-specific MeSH terms returned and identified associations with the *brain-liver-fats* organ network with the immune and nervous systems, pain tolerance, and other pathways and physiological parameters (Additional file 1: Fig. S7a). In summary, the corroborative literature findings support the robustness of our network results, indicating relevant conserved changes in pathway connectivity among the *brain-liver-fats* organ network in response to STF.

**Figure 5:**
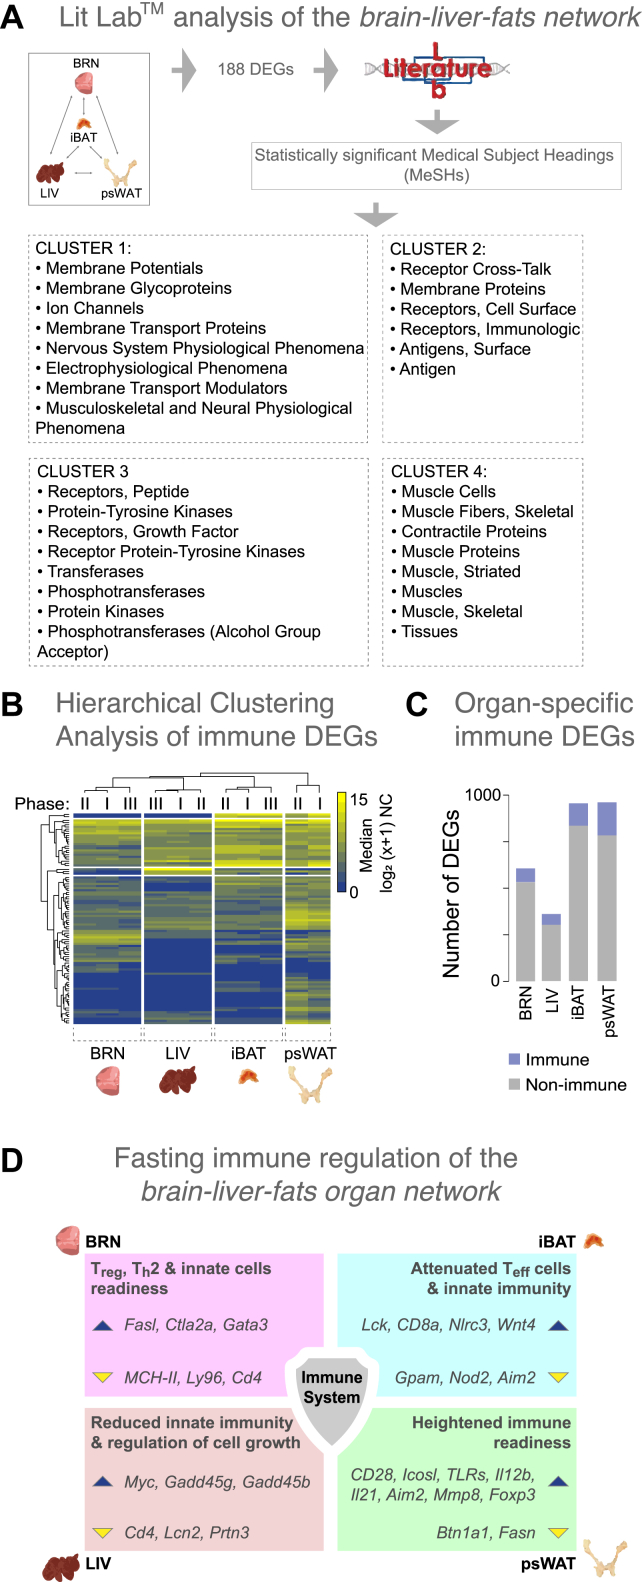
**Current understanding of the biological implications of the *brain-liver-fats* organ network in the fasted mice points to immune related processes.A)** Summary of the significant (cutoff at p-value<0.0228) Medical Subject Heading (MeSH) term clusters associated with the 188 genes among the *brain-liver-fats* organ network were obtained using Literature Lab (LitLab™). **B)** Gene expression hierarchical clustering analysis of the 96 significant genes (FDR<0.05) from an immune-specific GO enrichment analysis (data not shown) of the 349 genes extracted from the 37 overlapping GO terms from BRN, LIV, iBAT and psWAT. Median mRNA expression levels are represented on a log_2_ (x+1) scale of normalized counts (NC) (0 - not expressed; 15 - highly expressed) for the fasting Phases identified in each organ (see Figure 2). **C)** Proportion of immune-specific genes (blue) queried using the innateDB and Mouse Genome Database, among all DEGs of BRN, LIV, iBAT and psWAT. **D)** The immune system in the context of short-term fasting – a summary schematic highlighting the key changes in the immune regulation of the *brain-liver-fats* organ network during fasting. A brief statement, and example of genes, describing the type of immune change are shown for each organ. The blue and yellow triangles indicate increased and decreased gene expression, respectively. Organ acronyms are as in Figure 1.

### 3.5 STF modulates immune-specific transcriptional programs in the *brain-liver-fats* organ network

We found that among the 349 DEGs extracted from the overlapping GO terms of the *brain-liver-fats* organ network, 42% (119) are annotated as immune-specific (see Methods). To investigate what aspect of the immune system is centrally involved in the organ network, we reconstructed the enrichment network by using an immune-specific GO database (ClueGO). After threshold corrections, 96 genes were retained (Fig. 5B), which resulted in an enrichment of 61 immune-related GO pathways, with 156 connections (data not shown). The general categories and the proportions of the immune enrichment showed that T cell regulation processes account for more than 52% of the overall processes, followed by leukocyte differentiation (12.5%) and microglial cell activation (9.75%; Additional file 1: Fig. S7b). To explore the individual organ responses in the collective network, we represented the gene numbers and the proportion of the upregulated genes associated with each of the summarized immune-specific GO terms across the four organs (Additional file 1: Fig. S7c). These results provide a strong indication that T cell regulation, among other immune processes, is a critical mediator of STF in the *brain-liver-fats* organ network. The differential gene expression changes again highlight that the immune processes are modulated differently among the four organs of this organ network.

To better understand the immune-regulated changes in the individual organs of the *brain-liver-fats* organ network, we asked this question: What is the proportion of immune-related genes among the DEGs for each organ (i.e., the filtered DEGs from the all pairwise Phase comparisons; Additional file 5: Table S4)? Using innateDB and Mouse Genome Database as references, we found that the percentages of immune-specific genes among the DEGs ranged from 11.8% in BRN to 18.8% in psWAT (Fig. 5C). 

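For each gene the Phases compared are those under which Table S3 lists its value in BRN, and elsewhere the pair with the smallest adjusted p. In psWAT Retnlg held at most 2 counts in Phase I libraries and averaged 3.43 ± 4.37 normalized CPM in Phase II (at least 3.98-fold higher, adjusted p 0.0021, 8 of 10 samples above all of Phase I), and Otop1 fell (log2FC -3.98, adjusted p 2.32e-04). Neither Bpifa1 (log2FC -2.63, SE 1.22, adjusted p 0.0936, 0 of 10 samples below all of Phase I) nor Krt75 (-1.74, SE 1.14, 0.229, 0 of 10) passed the threshold. Both were highest of Phase II in psWAT 12 h replicate 3, the library that held cerebellar genes. Without that library both were DEGs (log2FC -4.19 for Bpifa1 and -3.99 for Krt75). In iBAT Mb rose between Phases I and III (log2FC 4.03, SE 0.714, adjusted p 7.02e-04, 3 of 3 samples; 0.0161 with replicate block), as did 10 marker genes of skeletal muscle (by 3.70 in mean log2 level), and Thbs4 between Phases I and II (4.09, SE 0.491, 5.16e-05, 4 of 4; block 0.0607). Alpk1 and Ide held at most 2 counts in Phase III libraries and were at least 3.42-fold and 1.94-fold lower than in Phase I, in 3 of 3 samples. Chst3 and H60b had 0 counts in Phase III and at most 20 and 15 in Phase I, too few for a fold. Same-numbered iBAT samples deviated alike (0.226). In BRN Gng13 rose from 24.0 ± 4.27 to 170 ± 27.4 normalized CPM between Phases I and III (log2FC 2.84, adjusted p 2.37e-07, 4 of 4 samples), and Fgf18 held at most 2 counts in Phase III (at least 1.23-fold lower, 0.039). Dmbt1 and Reg1 were at least 1.92-fold and 1.98-fold higher in Phase II of BRN than in Phase I, where no library held more than 3 counts (adjusted p 0.0359 and 0.0647). In LIV Lpin1 rose between Phases II and III (log2FC 1.69, adjusted p 0.0351, 6 of 6 samples), Chrna4 fell (-2.66, 0.00838, 5 of 6) and Prtn3 missed the threshold (-2.19, 0.0523, 3 of 6). Dmbt1 was at least 4.01-fold lower in Phase II of LIV than in Phase I (adjusted p 0.0421), and Orm2 in Phase III had a log2FC of -2.42 (SE 0.884, 0.112, 3 of 6). Between Phases I and III of LIV the log2FC was 0.86 for Lpin1 (adjusted p 0.307) and -0.15 for Dmbt1 (0.952). It was -2.27 for Chrna4 (0.0961) and -2.10 for Prtn3 (0.118).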

We then identified the top five upregulated and downregulated immune-related genes among the DEGs from the four organs and evaluated their literature-supported functions (Additional file 1: Fig. S8, Fig. S9). We found that nearly one third (11) of those top 40 DEGs were part of the enriched Reactome pathways network (Fig. 4A).

Next, we examined the immune-specific genes among the DEGs to infer the immunological status of the four organs. In the psWAT, higher expression of *CD28*, *Icosl*, *TLRs*, *Il12b*, *Il21, Aim2*, and *Mmp8* (1.5–5.4 Log_2_FC) and lower expression of *Btn1a1* (−4.3 Log_2_FC) in psWAT (Additional file 1: Fig. S10) suggest a proinflammatory activation/environment albeit the absence of infection. 

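Levels in psWAT are mean ± SD of normalized CPM in 7 Phase I and 10 Phase II samples. Cd28 (chromosome 1, 60716800 to 60773359 in GRCm38) went from 0.523 ± 0.518 to 4.41 ± 2.82 (log2FC 2.98, SE 0.683, adjusted p 0.00275), with 8 of 10 samples above all of Phase I. Icosl went from 106.9 ± 58.3 to 256 ± 85.1 (log2FC 1.26, SE 0.375, adjusted p 0.0136, 9 of 10 samples). Among the Toll-like receptors, Tlr1 rose in 9 of 10 samples (log2FC 1.29, SE 0.326, adjusted p 0.00511) and Tlr9 in 8 of 10 (3.02, SE 0.846, 0.0099), while Tlr11 lay past the threshold (1.33, SE 0.549, 0.0611, 7 of 10). Il12b rose (log2FC 1.81, SE 0.656, adjusted p 0.0357, 6 of 10 samples) and so did Aim2 (1.22, SE 0.403, 0.0239, 9 of 10). Il21 held at most 3 counts in Phase I libraries and Mmp8 at most 2, and they were at least 1.70-fold and 2.59-fold higher in Phase II (adjusted p 0.0142 and 0.0119, 7 and 6 of 10 samples). Btn1a1 averaged 4.18 ± 8.45 and 1.66 ± 5.07 (log2FC -1.30, SE 1.48, adjusted p 0.500), with 0 of 10 samples below all of Phase I, and the log2FC ran from -5.80 to 0.58 as each sample was left out. Phase and sequencing lane overlapped in psWAT. With lane in the fit the adjusted p was 0.0321 for Cd28, 0.0525 for Tlr1, 0.0726 for Il21, 0.111 for Tlr9, 0.114 for Icosl, 0.163 for Aim2, 0.186 for Il12b and 0.269 for Mmp8, and the log2FC of Btn1a1 was 2.28.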

Concomitantly, *Foxp3* (1.6 Log_2_FC), which promotes T cell differentiation to Treg, was expressed at higher levels, possibly to prevent overt immune activation. 

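Foxp3 (chromosome X, 7573644 to 7595245 in GRCm38) was counted in all 17 psWAT libraries, at 17 to 312 reads. It averaged 9.42 ± 4.90 normalized CPM in Phase I and 24.3 ± 8.11 in Phase II (log2FC 1.37, SE 0.350, adjusted p 0.00557), and 9 of 10 Phase II samples lay above all of Phase I. Leaving out each sample gave log2FCs from 1.22 to 1.54. Marker genes of lymph node B and T cells were higher by 1.38 (mean log2 level) in the same comparison. With lane in the fit the log2FC was 1.06 and the adjusted p 0.0625.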

*Fasn* is essential for TLR4 activation in macrophages [51], and its lower expression has been linked to *Nlrp3* inflammasome inhibition and decreased production of the proinflammatory cytokine precursor pro-Il1b [52]. Together with *Foxp3* expression, lower expression of *Fasn* (−2.8 Log_2_FC) suggests a regulated heightened state of immune readiness in psWAT during short-term energy loss. 

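Fasn (chromosome 11, 120805846 to 120824547 in GRCm38) averaged 2785 ± 1934 normalized CPM in Phase I of psWAT and 360 ± 202 in Phase II. The log2FC was -2.95 (SE 0.453, adjusted p 1.39e-04), and all 10 Phase II samples lay below every Phase I sample. With lane in the fit the adjusted p was 0.00695. Adipocyte marker genes differed by -3.09 in mean log2 level in the same comparison, with 10 of 10 samples below all of Phase I. A smaller share of adipocyte RNA in Phase II thus cannot be told apart from lower Fasn expression. Phase rank in psWAT had a Spearman rho of 0.111 with hours of fasting (permutation test, adjusted p 0.717).

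**Figure D2:**
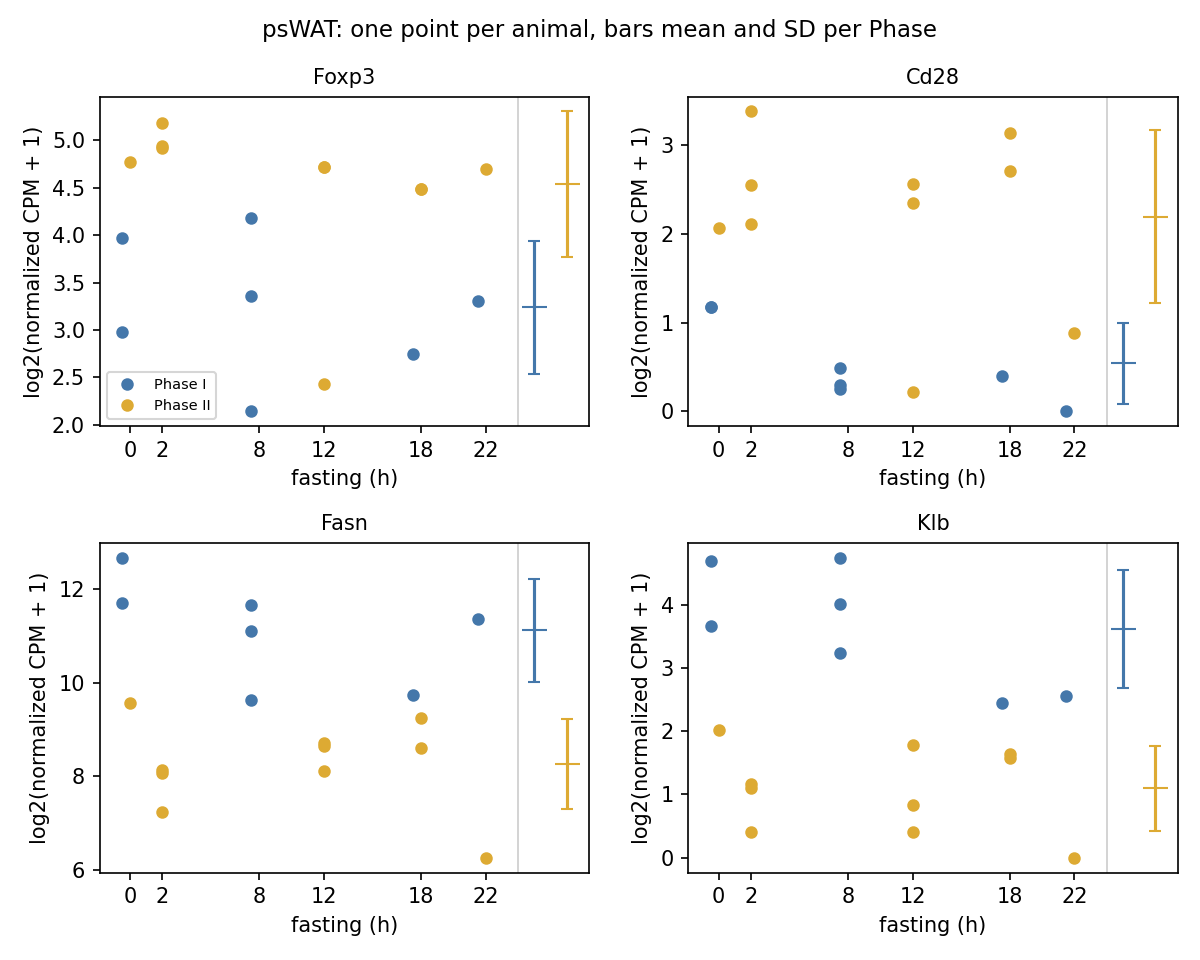
log2 (normalized CPM + 1) of Foxp3, Cd28, Fasn and Klb in psWAT (y) by hours of fasting (x), 1 point per animal coloured by Phase (7 of Phase I, 10 of Phase II); mean ± SD per Phase stands at the right of the grey line. Fasn had a log2FC of -2.95.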

We also observed an increased expression of *Cxcr2*10 (2.36 Log_2_FC), which may be related to reducing adipogenesis [53,54], as a part of the emerging non-conventional functions of chemokine receptors.

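Cxcr2 in psWAT averaged 3.29 ± 3.42 normalized CPM in Phase I and 13.8 ± 8.71 in Phase II (log2FC 2.05, SE 0.743, adjusted p 0.0357), with 7 of 10 samples above all of Phase I. It was a DEG in 9 of 17 fits that each left out 1 sample. With lane in the fit the log2FC was 1.26 and the adjusted p 0.265.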

In iBAT, the expression of *Lck* (promotes CD8 memory T cells) and CD8a (T cell coreceptor for recognition of antigen) increased by 2.8 and 3.7 log_2_FC, respectively. By contrast, *Gpam*, essential for Cd4 T cell metabolic activation [55], was expressed at 2.6 Log_2_FC lower levels. 

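In iBAT, 10 Phase I samples were compared with 3 of Phase III. Lck averaged 0.620 ± 0.378 and 4.35 ± 4.82 normalized CPM (log2FC 2.65, SE 0.575, adjusted p 0.00169), and 2 of 3 Phase III samples lay above all of Phase I. Its counts ran from 2 to 31, and the log2FC from 1.32 to 3.16 as each sample was left out. Cd8a held at most 8 counts in Phase I libraries and 16 in Phase III, under the threshold on expression, and averaged 0.174 ± 0.244 and 2.15 ± 2.64. Tested without that threshold it gave a log2FC of 3.26 (SE 0.950, adjusted p 0.0145, 2 of 3 samples). Samples with the same replicate number deviated alike in iBAT (mean correlation 0.226), and with replicate number as a block the adjusted p of Lck was 0.00365.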

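Gpam in iBAT (chromosome 19, 55067268 to 55127238 in GRCm38) averaged 290 ± 43.1 normalized CPM in Phase I and 43.3 ± 6.80 in Phase III. The log2FC was -2.74 (SE 0.186, adjusted p 8.54e-07; 4.52e-05 with replicate block, same-numbered deviations correlating at 0.226), and all 3 Phase III samples lay below every Phase I sample. With transcript length offsets the log2FC was -1.99.

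**Figure D3:**
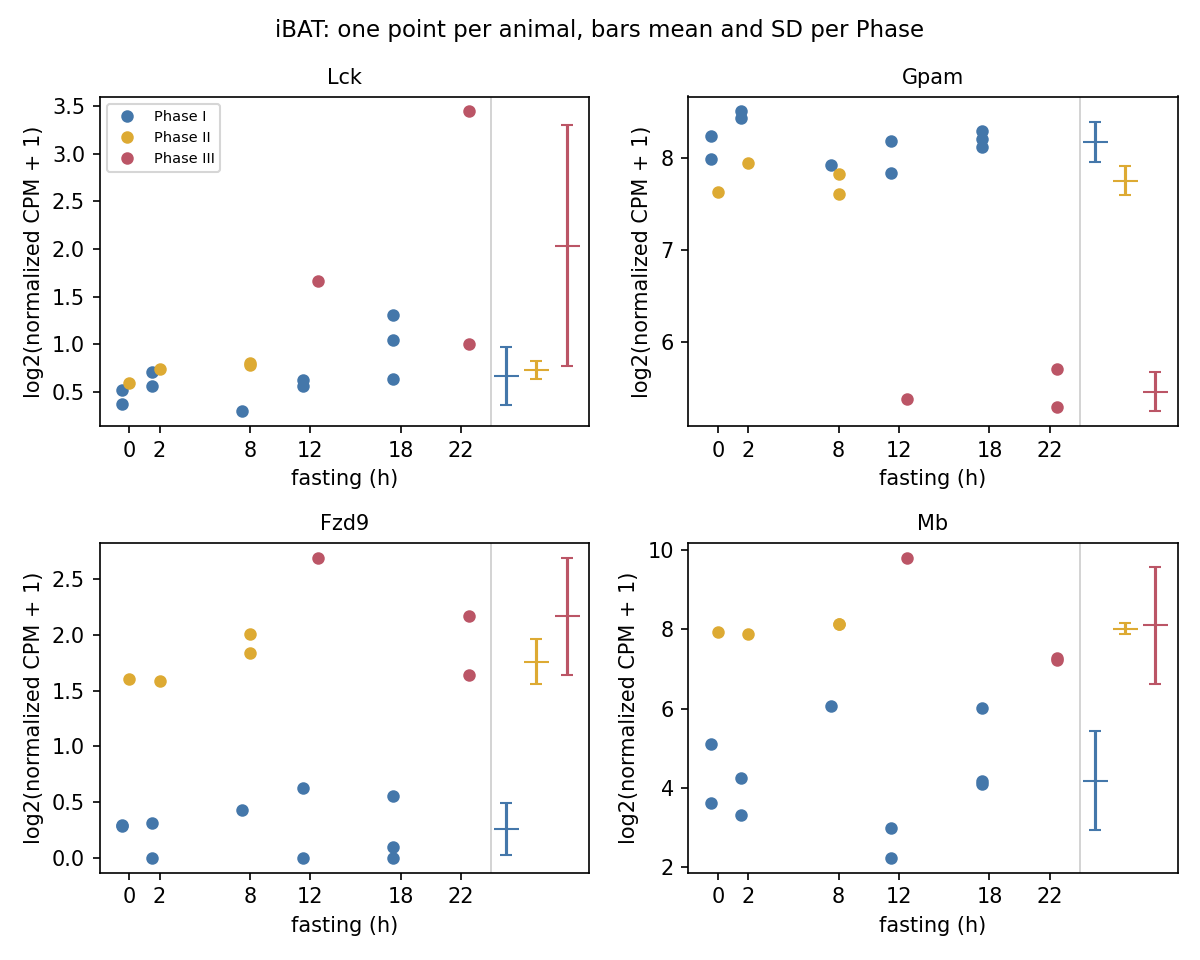
log2 (normalized CPM + 1) of Lck, Gpam, Fzd9 and Mb in iBAT (y) by hours of fasting (x), 1 point per animal coloured by Phase (10, 4 and 3 of Phases I to III); mean ± SD per Phase stands at the right of the grey line. Gpam had a log2FC of -2.74.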

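Nod2 in iBAT averaged 1.65 ± 0.581 normalized CPM in Phase I and 0.418 ± 0.543 in Phase III, with 0 to 33 counts per library (log2FC -1.68, SE 0.584, adjusted p 0.0281, 2 of 3 samples below all of Phase I). With replicate block the adjusted p was 0.0913 (same-numbered deviations 0.226), and with transcript length offsets 0.0851. Aim2 had 0 counts in all 3 Phase III libraries and 0 to 26 in the 10 of Phase I, where it averaged 0.628 ± 0.384 normalized CPM. It lay under the threshold on expression, and 3 counts in the shallowest Phase III library would be a higher level than that, so no fold is given (adjusted p without that threshold 0.00891, 0 of 3 samples below all of Phase I).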

The components of the Nod-like receptor pathway, *Nod2,* and *Aim2* were also expressed at lower levels (−1.6 and −4.4 Log_2_FC, respectively). 

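Nlrc3 in iBAT rose between Phases I and II, from 0.243 ± 0.211 normalized CPM in 10 samples (at most 6 counts) to 1.17 ± 0.260 in 4 samples (at most 28 counts). The log2FC was 2.27 (SE 0.487, adjusted p 0.00816), and 4 of 4 samples lay above all of Phase I. With replicate block the adjusted p was 0.340 (same-numbered deviations 0.226).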

*Nlrc3*, an NLR decoy/attenuator shown to attenuate inflammation in myeloid cells, showed increased expression (2.3 log_2_FC). *Wnt4* has been shown to suppress dendritic cell responsiveness [56] and displayed increased expression levels by 3.3 Log_2_FC. 

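Wnt4 in iBAT held at most 6 counts in Phase I libraries and 15 in Phase III, and averaged 0.194 ± 0.263 and 1.80 ± 1.60 normalized CPM. The log2FC was 3.15 (SE 0.907, adjusted p 0.0102), with 2 of 3 samples above all of Phase I. With replicate block the adjusted p was 0.0545 (same-numbered deviations 0.226).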

Overall, in iBAT, the effector T cell and innate signaling were reduced, suggesting an anti-inflammatory state during STF.

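In BRN, 4 samples of each of Phases I and III were compared. Fas, the receptor gene, averaged 1.79 ± 0.827 and 6.31 ± 3.21 normalized CPM (log2FC 1.88, SE 0.613, adjusted p 0.0356), and 4 of 4 Phase III samples lay above all of Phase I. The adjusted p was 0.0975 with transcript length offsets. Counting all alternatives and the fits that each left out 1 sample, Fas stayed a DEG in 6 and fell short in 10. Fasl, the ligand gene, had 0 counts in every Phase III library and at most 9 in those of Phase II, too few for a fold (adjusted p 0.163). Ly96 held at most 1 count in Phase III libraries and 17 in Phase II, and averaged 1.16 ± 1.32 normalized CPM there. It was at least 1.05-fold lower in Phase III, with an adjusted p of 0.0729 and 0 of 4 samples below all of Phase II.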

In BRN, we observed higher expression of FAS ligand (1.9 log_2_FC) and lower expression (−4.1 log_2_FC) of *Ly96* (assists immune response via TLR4; Additional file 1: Fig. S10), suggesting immune response priming in the absence of MCHII-antigen peptide presentation. Given the increase in *Gata3* (1.9 log_2_FC), Cd4 activation was deemed reduced, and T2 differentiation was favored. 

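Gata3 in BRN averaged 0.993 ± 0.676 normalized CPM in Phase I and 3.81 ± 1.54 in Phase III, on 0 to 29 counts per library. The log2FC was 1.89 (SE 0.856, adjusted p 0.123), and 4 of 4 Phase III samples lay above all of Phase I. DESeq2 gave an adjusted p of 0.0445.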

*Ctla2a* expression also increased (3.2 log_2_FC), supporting the bias toward memory and regulated immune response in the brain. 

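Ctla2a in BRN (chromosome 13, 60934155 to 60936625 in GRCm38) averaged 1.32 ± 0.536 normalized CPM in Phase I and 12.2 ± 10.9 in Phase III. The log2FC was 3.17 (SE 0.690, adjusted p 0.00369), with 4 of 4 samples above all of Phase I, and it was a DEG in 8 of 8 fits that each left out 1 sample. Counting these and the other alternatives, 15 fits gave the same result. It fell short in 1, with library series as a covariate, a fit that rests on 1 Phase I sample.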

Collectively, these immune gene changes suggest that in BRN, STF induced the maintenance of higher innate cell activity, which will probably preserve organ integrity, through the promotion of less destructive effector mechanisms.

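In LIV Cd4 averaged 3.71 ± 0.823 normalized CPM in 5 Phase II samples and 1.53 ± 0.718 in 6 Phase III samples (log2FC -1.28, SE 0.309, adjusted p 0.016, 5 of 6 samples below all of Phase II). Its log2FC between Phases I and III was -0.97 (adjusted p 0.0961). Lcn2 (chromosome 2, 32384633 to 32388252 in GRCm38) averaged 43.9 ± 71.6 in 7 Phase I samples and 5.24 ± 2.84 in Phase III (log2FC -3.06, SE 1.21, adjusted p 0.136). It was 0.0256 with DESeq2. For Lcn2 1 of 6 Phase III samples lay below all of Phase I, and counts in Phase I reached 2377 in 1 library.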

In LIV, the expression of *Cd4* and *Lcn2* (mediators of the innate immune response to bacteria) decreased with the fasting time (−1.2 and −3.7 Log_2_FC, respectively, Additional file 1: Fig. S10). By contrast, the expression of *Myc*, which affects cell growth, B cell proliferation, and stem cell renewal, was increased 2.7 Log_2_FC. 

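Myc in LIV (chromosome 15, 61985391 to 61990374 in GRCm38) averaged 4.77 ± 2.59 normalized CPM in 7 Phase I samples and 32.7 ± 19.2 in 5 Phase II samples. The log2FC was 2.77 (SE 0.428, adjusted p 0.00159), and 5 of 5 samples lay above all of Phase I. With lane in the fit the adjusted p was 0.0134. Between Phases I and III the log2FC of Myc was 1.23 (adjusted p 0.181).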

The *Gadd45* family proteins are upregulated under cellular stress [57] and are involved in the activation of S and G2/M checkpoints [58]. Both the gamma and beta forms are critical in the development of pathogenic effector T cells, and their deficiency in mice leads to lymphoproliferative syndrome and systemic lupus erythematosus [59]. Downregulation of *Gadd45g* contributes to the pathogenesis of hepatocellular carcinoma in both mice and humans [60]. In T cells, *Gadd45b* is a critical mediator for Th1 response to infection [61]. We observed increased expression of 2.07 and 1.54 Log_2_FC for *Gadd45g* and *Gadd45b*, respectively, which is likely an attempt to diminish cellular metabolic activities in response to the stress induced by STF. 

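Gadd45g in LIV averaged 26.6 ± 16.7 normalized CPM in Phase I and 111.5 ± 98.9 in Phase III (log2FC 2.06, SE 0.656, adjusted p 0.0737, 4 of 6 samples above all of Phase I; 0.0107 with DESeq2). Gadd45b averaged 1.38 ± 0.682 in Phase II and 3.96 ± 0.897 in Phase III, on 8 to 57 counts (log2FC 1.52, SE 0.307, adjusted p 0.00529, 6 of 6 samples above all of Phase II). Its log2FC between Phases I and III was 0.65 (adjusted p 0.143).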

Fasting-induced increases in *Gadd45b* expression are a liver-specific molecular event promoting adaptive metabolic function in mice [62] and are well in line with the role that *Gadd45g* plays as a cold-induced activator of BAT thermogenesis [63].

Finally, to obtain a second line of evidence that STF affects the transcriptional dynamics of the immune system, we assessed the literature on the collective topics of fasting-related processes, mouse, gene expression, and immune-related processes (see Methods). This search yielded 241 peer-reviewed articles published over ten years. Upon manual inspection, we selected 52 relevant articles for which we then extracted the tagged/associated genes by using Gene Retriever™ (Additional file 9: Table S8). The 151 referenced genes tagged in more than one article included 10% of the genes in the *brain-liver-fats* organ network and 23% of the DEGs for BRN, LIV, iBAT, and psWAT. In other words, a small fraction of the immune transcriptional dynamics we observe during STF in mouse has been reported in a range of other fasting studies, suggesting that some of the molecular processes triggered by fasting might be independent of its duration. This analysis also shows that the vast majority of our findings are novel, highlighting the tremendous discovery potential of the experimental approach we used in this study. In summary, our study expands the knowledge of the molecular processes and pathways shared and modulated in a multiorgan network during short-term energy loss.

## 4 Discussion

Here, we performed mRNA-seq on multiple organs of mice subjected to various periods of STF to understand the molecular mechanisms and biological processes related to short-term energy loss. Our results provide a comprehensive resource on the global mRNA expression changes during STF. We recapitulated some reported physiological/molecular effects from a wide range of longer-term or intermittent fasting studies while providing additional insights into new molecular modulators of fasting in a multiorgan network. Additionally, we present an intuitive analytical method to extrapolate meaningful biological implications from dynamic transcriptomic changes at the organ and system level.

### 4.1 The analytical approach

Gene expression is highly dynamic, in part because of organ-specific expression patterns and biological variation among individuals [64]. The conventional approach to analyzing dynamic transcriptional responses is to infer the enrichment of biological pathways from gene expression changes at multiple time points by analyzing each time point individually. The implicit assumption that the biological processes are independent—the lack of biological dependency across the time points—limits the ability to pinpoint changes at a pathway level in a biological system [65]. To circumvent this limitation, we used HVGs across our dataset as determinants to group samples that best represent their temporal characteristics induced by STF. This data-driven approach allowed us to maximize the detection of the differential temporal gene expression changes informative of, but not constrained by, the experimental time points, which are of particular importance at the multiorgan level. Given the differential prioritization in energetic re-allocation between organs during short-term energy loss [49,50], we logically assume a certain level of asynchrony in their temporal gene expression. Using this approach, we characterized the differential temporal effects of STF on the global gene expression patterns among the nine mouse tissues.

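Fgf21 in LIV had 0 to 23 counts per library and averaged 0.489 ± 0.386 normalized CPM in Phase I and 1.42 ± 0.940 in Phase III (log2FC 1.51, SE 0.586, adjusted p 0.109, 4 of 6 samples above all of Phase I). With library series as a covariate, chosen after seeing the data, the log2FC was 1.84 and passed the threshold.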

Although we observed FC direction and magnitude in some genes that have been reported in the literature, we did not observe some known changes, such as a significant increase of *Fgf21* transcript in LIV with increased fasting duration. FGF21 has been shown to act as a negative feedback signal to terminate growth hormone (GH)-stimulated regulation of glucose and lipid metabolism under fasting conditions [66]. In mice, high levels of FGF21 suppress the activity of GH and reduce the production of insulin-like growth factors (IGF) [67]. 

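Gh in BRN had 0 counts in all 4 Phase III libraries and at most 24 in the 4 of Phase I, where it averaged 1.03 ± 1.07 normalized CPM (adjusted p 0.0355, 4 of 4 samples below all of Phase I). In the shallowest Phase III library that level is under 3 counts, so no fold is given. Between Phases II and III the adjusted p of Gh was 0.192. Among retained BRN libraries, Gh counts and pituitary marker genes (1.432) were both highest in 2 h replicate 1, of Phase II. Pituitary markers differed by -0.22 in mean log2 level between Phases I and III, with 3 of 4 samples below all of Phase I. A smaller share of pituitary RNA thus cannot be told apart from lower Gh expression. Igf2 averaged 1.43 ± 0.690 in Phase I and 0.120 ± 0.241 in Phase III (log2FC -2.97, SE 1.14, adjusted p 0.0704, 3 of 4 samples), and DESeq2 gave 0.0683. In LIV Fgf21 by hours averaged 0.448 ± 0.232 at 0 h, 0.377 ± 0.515 at 2 h, 0.686 ± 0.253 at 8 h, 0.511 ± 0.478 at 12 h, 1.65 ± 1.36 at 18 h and 1.18 ± 0.473 at 22 h, with 3 mice each. Its rho with hours over the 18 samples was 0.473 (two-sided permutation p 0.0498) and its r 0.527 (permutation p 0.0235), or 0.465 without the 2 farthest samples. Adjusted over these 2 coefficients, p was 0.0498 and 0.047.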

In line with the literature, we observed drastic reductions in *Gh* (−4.68 log_2_FC) and *Igf2* (−3.06 log_2_FC) expressions in BRN and a trend of increasing raw expression of *Fgf21* in LIV with STF (Additional file 2: Table S1). Recently, FGF21 was demonstrated to be partially required for appropriate gene expression during the fed to fasted transition in mice [68]. FGF21-KO mice and pharmacological blockage of the FGF21 axis did not profoundly disrupt the physiological response to fasting. Additionally, STF (<60 h) did not affect plasma FGF21 level in lean human subjects; however, the mRNA expression of FGF21 receptors (KLB) was decreased in the subcutaneous WAT from both lean and obese subjects [69]. 

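Klb (chromosome 5, 65348314 to 65384007 in GRCm38) averaged 13.6 ± 8.80 normalized CPM in Phase I of psWAT and 1.34 ± 1.02 in Phase II. The log2FC was -3.31 (SE 0.574, adjusted p 3.49e-04; 0.0113 with lane in the fit), and all 10 Phase II samples lay below every Phase I sample. Adipocyte marker genes differed by -3.09 in mean log2 level in the same comparison.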

In concordance, we observed a −3.30 log_2_FC decrease in *Klb* expression in psWAT by STF. Thus, both study heterogeneity and biology may have contributed to these observed gene expression differences in the context of fasting.

An analysis of multiple CR studies in mice detected relatively few genes that exhibited a consistent expression response across numerous experimental conditions [10]. Thus, relying on specific subsets of DEGs is unlikely to be a method to find common biological processes and to provide a meaningful representation of systemic effects. By contrast, a high-level approach, for example, GO enrichment analysis, is more likely to reveal common biological pathways [70]. Gene set analyses are now standard practice for the functional annotation of gene lists. However, the enrichment bias for multifunctional genes (i.e., frequently represented in GO terms) is an inherent challenge [71] and drives the generation of biologically non-specific and highly fragile significances in genomic studies [72]. Additionally, the amount of redundancy and overlaps in GO terms can make result summarization challenging.

To address these issues, we clustered the experimentally derived gene list from each organ by using the semantic similarity of their functional annotations (i.e., subcDEGs). We then reduced the redundancy of the resulting GO terms by using semantic uniqueness and retained only the most relevant and profoundly affected biological pathways (see Methods). Despite the stringency of our enrichment methods, we obtained increased and sufficient organ overlaps that allowed for the investigation of the biologically relevant events occurring at the multiorgan level.

### 4.2 A *brain-liver-fats* organ network modulated by STF

We hypothesized that the systemic effects of STF would be, at some level, exerted through biological perturbations shared among multiple organs. We identified four organs that highly overlapped in their enriched biological processes, which we called the *brain-liver-fats* organ network. Evidence for crosstalk between different pairs of these four organs has been shown in the context of fasting. For example, during prolonged fasting, PPARα and FGF21 signaling between the brain and liver mediates glucose homeostasis [73]. In mice, fasting-induced glycogen shortage activates a liver-brain-adipose neurocircuitry to facilitate fat utilization [74], and the regulation of food intake and glucose homeostasis by liver glycogen is dependent on the hepatic branch of the vagus nerve [75]. In addition, leptin-mediated interactions between the brain and adipose depots related to the maintenance of systemic energy balance were recently reviewed [76]. These other studies have provided additional lines of evidence for the existence of our proposed *brain-liver-fats* organ network in the context of STF.

Within the organ network, we identified immune-related pathways, muscle contraction, neuronal systems, and signal transductions as the top conserved pathways affected by STF. Additionally, with LitLab™, we found strong associations between the genes that comprised our organ network and pain signaling and physiological response to pain. In line with this, fasting and calorie restriction have an analgesic effect in murine models [[77], [78], [79]], and intermittent fasting was proposed as a non-invasive, inexpensive, and implementable strategy to chronic pain treatment (reviewed in [80]). Key underlying mechanisms in fasting-enhanced neuroplasticity include a short-term corticosterone increase, a reduction in GABAergic inhibition, and an increase in protein chaperons and neurotrophic growth factors such as brain-derived neurotrophic factor (BDNF), which exerts positive effects on neuronal survival and synaptogenesis [[81], [82], [83]]. 

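Bdnf in BRN averaged 21.6 ± 3.79 normalized CPM in Phase I and 7.01 ± 3.49 in Phase III (log2FC -1.52, SE 0.354, adjusted p 0.00566, 4 of 4 samples below all of Phase I). Ntrk2 averaged 485 ± 8.95 and 359 ± 46.4 (log2FC -0.41, SE 0.118, adjusted p 0.0206, 4 of 4), which is under the fold threshold. Fold changes in BRN followed transcript length, and with that trend taken out Bdnf had a log2FC of -1.25 and Ntrk2 one of 0.36.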

The BDNF pathway showed a strong association with our organ network gene list, driven by the presence of both *Bdnf* and its receptor, *Ntrk2b* (Additional file 7: Table S6).

As our gene-MeSHs association queries (over 30 million abstracts) went beyond single-study comparisons, the results provided unbiased and statistically significant support for our experimental observations. We recapitulated several known genes reported in literature associated with fasting, gene expression, immunity, and mouse. As a result of the synthesis of the multiorgan transcriptome, we observed that 90% of the genes encompassing the organ network might represent potential novel molecular modulators of the dynamic biological and immunological perturbations in mice subjected to STF.

### 4.3 Immune system during homeostatic perturbations

The physiological response to STF is a consortium of organ adaptation, aimed to preserve the most critical functions amidst a systemic decrease in energy availability. The topic of the immune system acting as a regulator of organismal homeostasis in the absence of infection has been recently reviewed [[84], [85], [86]]. Non-infectious signals, such as physiological perturbation (e.g., cold exposure) and diet metabolites, can regulate the equilibrium between types of immune responses (e.g., intracellular, parasitic, extracellular) [87,88]. These non-canonical modulations of cytokines in the innate and adaptive immune systems have an essential role in regulating complex organ physiology (reviewed in [85]). These studies suggest that immune cells are well-positioned and equipped to sense homeostatic perturbations and relay signals at the systems level in the absence of infection.

In this context, many studies have focused on the neuronal regulation of inflammation, neuroimmune circuits in interorgan communication, and the role immune cells play in the systemic regulation of metabolism and obesity (recently reviewed in [89,90]). For example, macrophage polarization toward a classically (M1-like) activated state is a characteristic of obese adipose tissue [91], and adipose tissue macrophages have remained the primary immune participant studied in the context of obesity since their discovery [92,93]. Non-canonical pathways of macrophage activation through metabolites (i.e., glucose, insulin, and palmitate) also result in a continuum of proinflammatory phenotypes [90]. Moreover, sympathetic neuron-associated macrophages were recently identified and shown to affect norepinephrine (NE)-mediate regulation of thermogenesis of adipose tissue by facilitating NE clearance and shifting to a more proinflammatory state [94]. Furthermore, liver macrophages contribute to insulin resistance independently of their inflammatory status, through the secretion of IGFBP7, a non-inflammatory factor with a high capacity to bind the insulin receptor and induce lipogenesis and gluconeogenesis through the activation of ERK signaling [95].

### 4.4 Immune system in the context of STF

The *brain-liver-fats* organ network described in this study highlights the importance of the immune processes modulated by STF. However, the mechanisms underlying fasting-induced effects on the immune system remain largely unknown, and researchers have only recently started to elucidate this topic [96]. Three studies have demonstrated that monocytes, naïve B cells, and memory CD8 T cells use bone marrow as a refuge during periods of energy reduction to maintain systemic immune-responsiveness [[4], [5], [6]]. These studies also provided new insights into the integrated immunometabolic response in a state of energy deprivation (Fig. 5D).

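Tff2 in BRN held at most 1 count in Phase I libraries and 17 in Phase II, and was at least 1.60-fold higher in Phase II (adjusted p 0.0400 without the threshold on expression, 8 of 8 samples above all of Phase I). Across the 16 BRN samples the summed level of Tff2, Reg1 and Dmbt1 rose with that of pancreatic acinar marker genes (rho 0.821, two-sided permutation p 2.3e-04, a family of 1; r 0.761, and 0.756 without the 2 farthest samples). Fzd9 in iBAT averaged 0.210 ± 0.197 normalized CPM in Phase I and 3.70 ± 1.69 in Phase III (log2FC 4.10, SE 0.600, adjusted p 1.09e-04, 3 of 3 samples; 0.00635 with replicate block, same-numbered deviations 0.226). Its log2FC was 3.52 between Phases I and II (adjusted p 1.18e-04) and 0.67 between Phases II and III (0.273). Mean fasting time was 9.00 h in Phase I and 4.50 h in Phase II. Skeletal muscle marker genes were higher than in Phase I by 3.80 in Phase II and 3.70 in Phase III, so muscle RNA cannot be excluded for Fzd9. S100a8 in psWAT averaged 2.26 ± 2.18 in Phase I and 45.0 ± 74.9 in Phase II (log2FC 4.26, SE 1.14, adjusted p 0.00745, 6 of 10 samples), and S100a9 averaged 2.94 ± 4.58 and 51.9 ± 79.2 (4.09, SE 1.12, 0.00852, 5 of 10). With lane in the fit their adjusted p was 0.274 and 0.180. Cxcl2 in psWAT held at most 33 counts and lay under the threshold on expression (log2FC 1.48, SE 0.990, adjusted p 0.289, 2 of 10).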

Among the organ network, we found increased expression of genes that negatively regulate monocyte and macrophage activation (*Tiff2* and *Myc*) and promote regulatory T cell differentiation (*Ctla2a*), B cell differentiation in the bone marrow (*Fzd9*), cytotoxic T cell differentiation (*Cd8a*), suppression of type 2 immunity and inflammation (*Wnt4*), and modulation of neuroinflammation and priming of innate immunity (*S100a8* and *S100a9*; Fig.5D). Moreover, we found that the immune genes showing lower expression values with higher durations of fasting time are involved in the promotion of inflammation (*Ly96*), activation of the innate immune response (*lfi203* and *Lcn2*), negative regulation of T cell proliferation (*Btn1a1*), inhibition of innate immune response to virus infection (*Trim29*), and mediation of inflammasome activation (*Aim2*). 

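Ifi203 in BRN held at most 2 counts in Phase III libraries and 16 in Phase I, and was at least 1.13-fold lower in Phase III (adjusted p 0.0777, 3 of 4 samples below all of Phase I). Trim29 in psWAT averaged 2.68 ± 4.99 normalized CPM in Phase I and 0.846 ± 1.98 in Phase II (log2FC -1.62, SE 1.19, adjusted p 0.286, 0 of 10 samples below all of Phase I). Its log2FC ran from -3.48 to 0.08 as each sample was left out. The authors take these directions from a gene's expression in each organ and its reported function. From the number of genes and the share of raised genes in each group of immune GO terms by organ (Fig. S7c), the paper reasons that immune processes are modulated differently among the 4 organs.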

Intuitively, the direction or amplitude of the immunological responses to STF in different organs is unlikely to be the same. Notably, we found enriched expression for genes contributing to T cells and the innate response in psWAT, but lower expression levels for inflammation-related genes in iBAT.

Overall, we observed significant increases in the expression of genes involved in T and B cell differentiation and proliferation, suggesting these immune cells are differentiated within the organ network or in circulation. Decreased expression levels of inflammatory markers support a systemic effort to reduce innate immune signals to the adaptive, possibly by blocking cytokine signals and antigen presentation. Intermittent fasting alters T cells’ differentiation bias in the gut, reducing IL-17 producing T cells, and increasing regulatory T cells [97]. Fasting-mimicking diets lessen the severity and symptoms in a multiple sclerosis mouse model and are associated with increased regulatory T cells and reduced levels of proinflammatory cytokines, Th1 and Th17 cells, and antigen-presenting cells [98]. Recently, CR was shown to reverse aging-related proinflammatory effects in old rats [99]. Several proinflammatory markers, such as *Cxcl2*, *S100a8,* and *S100a9*, were downregulated in 30 different cell types by CR in iBAT and psWAT of aging-mice compared with controls, and these results are consistent with the observed regulatory features (i.e., attenuated T_eff_ cell and innate immunity) of iBAT in our study. In psWAT, we observed an increased abundance of the markers with STF; however, increased *Foxp3* and decreased *Fasn* and *Btn1a1* expression levels indicate a coordinated regulation/control of the immune response in the organ. Differences in the sample type studied (single cell vs. bulk tissue) and dietary interventions can explain part of the divergences at the gene level. Thus, investigation of cellular abundance in organs with different STF durations is warranted in further research.

Neutrophils *Lcn2* expression in rats undergoing CR was upregulated compared with rats fed *ad libitum* and was suggested to correspond to the translocation of neutrophils to the bone marrow [99]. In our study, *Lcn2* was markedly reduced by STF in LIV and was interpreted in relation to other studies performed in mice. In mice, *Lcn2* is expressed in multiple tissues, including liver and immune cells (reviewed in [100]), and its decrease may indicate a reduction in neutrophils recruitment [101]. However, the decrease in *Lcn2* can also suggest increased immune sensitivity (i.e., perhaps a step toward a “priming state”), because *Lcn2*−/− mice secreted significantly more proinflammatory mediators in response to LPS compared with the wild type [102]. In longer-term fasting experiments (24 or 48 h), *Lcn2* expression in mice WAT and BAT was upregulated compared with that of the *ad libitum* fed mice [103]. An explanation might be that the state of metabolism is more similar between a longer period of fasting and CR, compared with STF.

In line with the literature, the observed changes in our multiorgan immune-transcriptome are such that the effects of STF reprogram the immune system, allowing a spectrum of cellular differentiation to occur but restricting immediate reactivity. In summary, our study provides evidence of a consortium of organ adaptation to short-term energy deprivation, in which the immune system plays a central role. Furthermore, we added insights into the molecular events of fasting-induced priming of T cell-mediated immunity, underlining a putative multiorgan effort to support the recently reported egress of T cells and B cells to the bone marrow during periods of systemic energy reduction [5,6].

## 5 Conclusions

Although the purpose of our study was not to decipher the molecular communication between organs or investigate the migratory behaviors or composition of immune cells under fasting conditions [[4], [5], [6]], our study highlights the centrality of immune-transcriptomic modulations during STF. Using a combinatorial data analysis approach, we provide evidence for the existence of an organ network, formed by the similarities of their biological processes, and the prominent role of the immune system in sensing and modulating systemic homeostatic perturbations in the absence of infection. Additionally, we provide a valuable transcriptome resource to further expand on the knowledge of the molecular events occurring across multiple organs during short-term energy loss.

## Ethics statement

The use and care of animals used in this study were in accordance with UK Home Office regulations and under a project license approved by the Wellcome Sanger Institute Animal Welfare and Ethical Review Body.

## Data availability

The raw RNA-seq data (Fastq and raw counts files) from the 162 samples were deposited into GEO, under the study accession number GSE149468.

## Funding

This work was supported by Sidra Medicine and Qatar National Research Fund (a member of 10.13039/100007458Qatar Foundation) Program grant JSREP07-016-1-006 (awarded to LRS). The findings herein reflect the work and are solely the responsibility of the authors.

## Author's contributions

LRS, MG, and SSY designed and led the study. LRS, EHA, LSM, KW, MCL performed experiments. SSYH, MM, MLRTS, AS, MG, and LRS analyzed data and SSYH, MG, and LRS interpreted data. DWL, and DC contributed analysis tools and interpreted data. SSYH, MG, and LRS wrote and MM, AS, DC, and DWL commented on the manuscript. All authors have read and approved the final manuscript.

## References

[1] Longo V.D., Panda S. (2016). Fasting, circadian rhythms, and time-restricted feeding in healthy lifespan. Cell Metabolism.

[2] Mattson M.P., Longo V.D., Harvie M. (2017). Impact of intermittent fasting on health and disease processes. Ageing Research Reviews.

[3] Stockman M.-C., Thomas D., Burke J., Apovian C.M. (2018). Intermittent fasting: is the wait worth the weight?. Current Obesity Reports.

[4] Nagai M., Noguchi R., Takahashi D., Morikawa T., Koshida K., Komiyama S. (2019). Fasting-Refeeding impacts immune cell dynamics and mucosal immune responses. Cell.

[5] Collins N., Han S.-J., Enamorado M., Link V.M., Huang B., Moseman E.A. (2019). The bone marrow protects and optimizes immunological memory during dietary restriction. Cell.

[6] Jordan S., Tung N., Casanova-Acebes M., Chang C., Cantoni C., Zhang D. (2019). Dietary intake regulates the circulating inflammatory monocyte pool. Cell.

[7] Intermountain Health Care, Inc. (2017). The fasting II study. https://clinicaltrials.gov/ct2/show/NCT01792986.

[8] Kessler C.S., Stange R., Schlenkermann M., Jeitler M., Michalsen A., Selle A. (2018). A nonrandomized controlled clinical pilot trial on 8 wk of intermittent fasting (24 h/wk). Nutrition.

[9] Stekovic S., Hofer S.J., Tripolt N., Aon M.A., Royer P., Pein L. (2019). Alternate day fasting improves physiological and molecular markers of aging in healthy, non-obese humans. Cell Metabolism.

[10] Swindell W.R. (2009). Genes and gene expression modules associated with caloric restriction and aging in the laboratory mouse. BMC Genomics.

[11] Kim K.-H., Kim Y.H., Son J.E., Lee J.H., Kim S., Choe M.S. (2017). Intermittent fasting promotes adipose thermogenesis and metabolic homeostasis via VEGF-mediated alternative activation of macrophage. Cell Research.

[12] Goldstein I., Baek S., Presman D.M., Paakinaho V., Swinstead E.E., Hager G.L. (2017). Transcription factor assisted loading and enhancer dynamics dictate the hepatic fasting response. Genome Research.

[13] Kinouchi K., Magnan C., Ceglia N., Liu Y., Cervantes M., Pastore N. (2018). Fasting imparts a switch to alternative daily pathways in liver and muscle. Cell Reports.

[14] Rennert C., Vlaic S., Marbach-Breitrück E., Thiel C., Sales S., Shevchenko A. (2018). The diurnal timing of starvation differently impacts murine hepatic gene expression and lipid metabolism – a systems biology analysis using self-organizing maps. Frontiers in Physiology.

[15] Derous D., Mitchell S.E., Green C.L., Wang Y., Han J.D.J., Chen L. (2018). The effects of graded levels of calorie restriction: X. Transcriptomic responses of epididymal adipose tissue. The Journals of Gerontology. Series A, Biological Sciences and Medical Sciences.

[16] Ng G.Y.-Q., Kang S.-W., Kim J., Alli-Shaik A., Baik S.-H., Jo D.-G. (2019). Genome-wide transcriptome analysis reveals intermittent fasting-induced metabolic rewiring in the liver. Dose-Response.

[17] Smith R.L., Soeters M.R., Wüst R.C.I., Houtkooper R.H. (2018). Metabolic flexibility as an adaptation to energy resources and requirements in health and disease. Endocrine Reviews.

[18] Jensen T.L., Kiersgaard M.K., Sørensen D.B., Mikkelsen L.F. (2013). Fasting of mice: a review. Laboratory Animals.

[19] Hakvoort T.B.M., Moerland P.D., Frijters R., Sokolović A., Labruyère W.T., Vermeulen J.L.M. (2011). Interorgan coordination of the murine adaptive response to fasting. Journal of Biological Chemistry.

[20] Schupp M., Chen F., Briggs E.R., Rao S., Pelzmann H.J., Pessentheiner A.R. (2013). Metabolite and transcriptome analysis during fasting suggest a role for the p53-Ddit4 axis in major metabolic tissues. BMC Genomics.

[21] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology.

[22] Wang L., Wang S., Li W. (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[23] Carlson M. (2019). org.Mm.eg.db. Genome wide annotation for Mouse.

[24] Yu G., Wang L.-G., Han Y., He Q.-Y. (2012). clusterProfiler: an R Package for comparing biological themes among gene clusters. OMICS: A Journal of Integrative Biology.

[25] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Research.

[26] Supek F., Bošnjak M., Škunca N., Šmuc T. (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PloS One.

[27] Yu G., Li F., Qin Y., Bo X., Wu Y., Wang S. (2010). GOSemSim: an R package for measuring semantic similarity among GO terms and gene products. Bioinformatics.

[28] Croft D., Mundo A.F., Haw R., Milacic M., Weiser J., Wu G. (2014). The Reactome pathway knowledgebase. Nucleic Acids Research.

[29] Bindea G., Mlecnik B., Hackl H., Charoentong P., Tosolini M., Kirilovsky A. (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics (Oxford, England).

[30] Breuer K., Foroushani A.K., Laird M.R., Chen C., Sribnaia A., Lo R. (2013). InnateDB: systems biology of innate immunity and beyond—recent updates and continuing curation. Nucleic Acids Research.

[31] Bult C.J., Blake J.A., Smith C.L., Kadin J.A., Richardson J.E. (2019). Mouse genome database group, 2019. mouse genome database (MGD). Nucleic Acids Research.

[32] Febbo P.G., Mulligan M.G., Slonina D.A., Stegmeir K., Di Vizio D., Martinez P.R. (2007). Literature Lab: a method of automated literature interrogation to infer biology from microarray analysis. BMC Genomics.

[33] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Research.

[34] Pan Q., Shai O., Misquitta C., Zhang W., Saltzman A.L., Mohammad N. (2004). Revealing global regulatory features of mammalian alternative splicing using a quantitative microarray platform. Molecular Cell.

[35] Su A.I., Wiltshire T., Batalov S., Lapp H., Ching K.A., Block D. (2004). A gene atlas of the mouse and human protein-encoding transcriptomes. Proceedings of the National Academy of Sciences.

[36] Zhang W., Morris Q.D., Chang R., Shai O., Bakowski M.A., Mitsakakis N. (2004). The functional landscape of mouse gene expression. Journal of Biology.

[37] Caba M., Pabello M., Moreno M.L., Meza E. (2014). Main and accessory olfactory bulbs and their projections in the brain anticipate feeding in food-entrained rats. Chronobiology International.

[38] Mercer S.W., Williamson D.H. (1988). The influence of starvation and natural refeeding on the rate of triacylglycerol/fatty acid substrate cycling in brown adipose tissue and different white adipose sites of the rat in vivo. The role of insulin and the sympathetic nervous system. Bioscience Reports.

[39] Nolasco N., Juárez C., Morgado E., Meza E., Caba M. (2012). A circadian clock in the olfactory bulb anticipates feeding during food anticipatory activity. PloS One.

[40] Palou M., Sánchez J., Priego T., Rodríguez A.M., Picó C., Palou A. (2010). Regional differences in the expression of genes involved in lipid metabolism in adipose tissue in response to short- and medium-term fasting and refeeding. The Journal of Nutritional Biochemistry.

[41] Schoettl T., Fischer I.P., Ussar S. (2018). Heterogeneity of adipose tissue in development and metabolic function. Journal of Experimental Biology.

[42] Lambrecht N.W.G., Yakubov I., Sachs G. (2007). Fasting-induced changes in ECL cell gene expression. Physiological Genomics.

[43] Sokolović M., Sokolović A., Wehkamp D., van Themaat E.V.L., de Waart D.R., Gilhuijs-Pederson L.A. (2008). The transcriptomic signature of fasting murine liver. BMC Genomics.

[44] Tang H.-N., Tang C.-Y., Man X.-F., Tan S.-W., Guo Y., Tang J. (2017). Plasticity of adipose tissue in response to fasting and refeeding in male mice. Nutrition & Metabolism.

[45] Wu V., Sumii K., Tari A., Sumii M., Walsh J.H. (1991). Regulation of rat antral gastrin and somatostatin gene expression during starvation and after refeeding. Gastroenterology.

[46] Bolshakova N., Azuaje F., Cunningham P. (2005). A knowledge-driven approach to cluster validity assessment. Bioinformatics.

[47] Wolting C., McGlade C.J., Tritchler D. (2006). Cluster analysis of protein array results via similarity of Gene Ontology annotation. BMC Bioinformatics.

[48] Chi Y., Youn D.Y., Xiaoli A.M., Liu L., Pessin J.B., Yang F. (2020). Regulation of gene expression during the fasting–feeding cycle of the liver displays mouse strain specificity. Journal of Biological Chemistry.

[49] Książek A., Konarzewski M. (2012). Effect of dietary restriction on immune response of laboratory mice divergently selected for basal metabolic rate. Physiological and Biochemical Zoology: PBZ.

[50] Chausse B., Vieira-Lara M.A., Sanchez A.B., Medeiros M.H.G., Kowaltowski A.J. (2015). Intermittent fasting results in tissue-specific changes in bioenergetics and redox state. PloS One.

[51] Carroll R.G., Zasłona Z., Galván-Peña S., Koppe E.L., Sévin D.C., Angiari S. (2018). An unexpected link between fatty acid synthase and cholesterol synthesis in proinflammatory macrophage activation. Journal of Biological Chemistry.

[52] Moon J.-S., Lee S., Park M.-A., Siempos I.I., Haslip M., Lee P.J. (2015). UCP2-induced fatty acid synthase promotes NLRP3 inflammasome activation during sepsis. Journal of Clinical Investigation.

[53] Dyer D.P., Nebot J.B., Kelly C.J., Medina-Ruiz L., Schuette F., Graham G.J. (2019). The chemokine receptor CXCR2 contributes to murine adipocyte development. Journal of Leukocyte Biology.

[54] Kusuyama J., Komorizono A., Bandow K., Ohnishi T., Matsuguchi T. (2016). CXCL3 positively regulates adipogenic differentiation. Journal of Lipid Research.

[55] Faris R., Fan Y.-Y., De Angulo A., Chapkin R.S., deGraffenried L.A., Jolly C.A. (2014). Mitochondrial glycerol-3-phosphate acyltransferase-1 is essential for murine CD4(+) T cell metabolic activation. Biochimica Et Biophysica Acta.

[56] Hung L.-Y., Johnson J.L., Ji Y., Christian D.A., Herbine K.R., Pastore C.F. (2019). Cell-intrinsic Wnt4 influences conventional dendritic cell fate determination to suppress type 2 immunity. Journal of Immunology (Baltimore, Md: 1950).

[57] Takekawa M., Saito H. (1998). A family of stress-inducible GADD45-like proteins mediate activation of the stress-responsive MTK1/MEKK4 MAPKKK. Cell.

[58] Vairapandi M., Balliet A.G., Hoffman B., Liebermann D.A. (2002). GADD45b and GADD45g are cdc2/cyclinB1 kinase inhibitors with a role in S and G2/M cell cycle checkpoints induced by genotoxic stress. Journal of Cellular Physiology.

[59] Liu L., Tran E., Zhao Y., Huang Y., Flavell R., Lu B. (2005). Gadd45 beta and Gadd45 gamma are critical for regulating autoimmunity. Journal of Experimental Medicine.

[60] Zhang L., Yang Z., Ma A., Qu Y., Xia S., Xu D. (2014). Growth arrest and DNA damage 45G down-regulation contributes to Janus kinase/signal transducer and activator of transcription 3 activation and cellular senescence evasion in hepatocellular carcinoma. Hepatology (Baltimore, Md.).

[61] Lu B., Ferrandino A.F., Flavell R.A. (2004). Gadd45beta is important for perpetuating cognate and inflammatory signals in T cells. Nature Immunology.

[62] Fuhrmeister J., Zota A., Sijmonsma T.P., Seibert O., Cıngır Ş., Schmidt K. (2016). Fasting-induced liver GADD45β restrains hepatic fatty acid uptake and improves metabolic health. EMBO Molecular Medicine.

[63] Gantner M.L., Hazen B.C., Conkright J., Kralli A. (2014). GADD45γ regulates the thermogenic capacity of brown adipose tissue. Proceedings of the National Academy of Sciences of the United States of America.

[64] Tan M.H., Li Q., Shanmugam R., Piskol R., Kohler J., Young A.N. (2017). Dynamic landscape and regulation of RNA editing in mammals. Nature.

[65] Khatri P., Sirota M., Butte A.J. (2012). Ten years of pathway analysis: current approaches and outstanding challenges. PLoS Computational Biology.

[66] Chen W., Hoo R.L., Konishi M., Itoh N., Lee P.-C., Ye H. (2011). Growth hormone induces hepatic production of fibroblast growth factor 21 through a mechanism dependent on lipolysis in adipocytes. Journal of Biological Chemistry.

[67] Inagaki T., Lin V.Y., Goetz R., Mohammadi M., Mangelsdorf D.J., Kliewer S.A. (2008). Inhibition of growth hormone signaling by the fasting-induced hormone FGF21. Cell Metabolism.

[68] Antonellis P.J., Hayes M.P., Adams A.C. (2016). Fibroblast growth factor 21-null mice do not exhibit an impaired response to fasting. Frontiers in Endocrinology.

[69] Nygaard E.B., Ørskov C., Almdal T., Vestergaard H., Andersen B. (2018). Fasting decreases plasma FGF21 in obese subjects and the expression of FGF21 receptors in adipose tissue in both lean and obese subjects. Journal of Endocrinology.

[70] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America.

[71] Gillis J., Pavlidis P. (2011). The impact of multifunctional genes on “guilt by association” analysis. PloS One.

[72] Ballouz S., Pavlidis P., Gillis J. (2017). Using predictive specificity to determine when gene set analysis is biologically meaningful. Nucleic Acids Research.

[73] Liang Q., Zhong L., Zhang J., Wang Y., Bornstein S.R., Triggle C.R. (2014). FGF21 maintains glucose homeostasis by mediating the cross talk between liver and brain during prolonged fasting. Diabetes.

[74] Izumida Y., Yahagi N., Takeuchi Y., Nishi M., Shikama A., Takarada A. (2013). Glycogen shortage during fasting triggers liver–brain–adipose neurocircuitry to facilitate fat utilization. Nature Communications.

[75] López-Soldado I., Fuentes-Romero R., Duran J., Guinovart J.J. (2017). Effects of hepatic glycogen on food intake and glucose homeostasis are mediated by the vagus nerve in mice. Diabetologia.

[76] Caron A., Lee S., Elmquist J.K., Gautron L. (2018). Leptin and brain–adipose crosstalks. Nature Reviews Neuroscience.

[77] Hargraves W.A., Hentall I.D. (2005). Analgesic effects of dietary caloric restriction in adult mice. Pain.

[78] Liu Y., Ni Y., Zhang W., Sun Y.-E., Ma Z., Gu X. (2017). Antinociceptive effects of caloric restriction on post-incisional pain in nonobese rats. Scientific Reports.

[79] Lee J.-Y., Lee G.J., Lee P.R., Won C.H., Kim D., Kang Y. (2019). The analgesic effect of refeeding on acute and chronic inflammatory pain. Scientific Reports.

[80] Sibille K.T., Bartsch F., Reddy D., Fillingim R.B., Keil A. (2016). Increasing neuroplasticity to bolster chronic pain treatment: a role for intermittent fasting and glucose administration?. The Journal of Pain: Official Journal of the American Pain Society.

[81] Spolidoro M., Baroncelli L., Putignano E., Maya-Vetencourt J.F., Viegi A., Maffei L. (2011). Food restriction enhances visual cortex plasticity in adulthood. Nature Communications.

[82] Mattson M.P., Duan W., Guo Z. (2003). Meal size and frequency affect neuronal plasticity and vulnerability to disease: cellular and molecular mechanisms. Journal of Neurochemistry.

[83] van Praag H., Fleshner M., Schwartz M.W., Mattson M.P. (2014). Exercise, energy intake, glucose homeostasis, and the brain. Journal of Neuroscience: The Official Journal of the Society for Neuroscience.

[84] Caputa G., Castoldi A., Pearce E.J. (2019). Metabolic adaptations of tissue-resident immune cells. Nature Immunology.

[85] Rankin L.C., Artis D. (2018). Beyond host defense: emerging functions of the immune system in regulating complex tissue physiology. Cell.

[86] Veiga-Fernandes H., Freitas A.A. (2017). The S(c)ensory immune system theory. Trends in Immunology.

[87] Shibata N., Kunisawa J., Kiyono H. (2017). Dietary and microbial metabolites in the regulation of host immunity. Frontiers in Microbiology.

[88] Macpherson A.J., de Agüero M.G., Ganal-Vonarburg S.C. (2017). How nutrition and the maternal microbiota shape the neonatal immune system. Nature Reviews Immunology.

[89] Huh J.R., Veiga-Fernandes H. (2019). Neuroimmune circuits in inter-organ communication. Nature Reviews Immunology.

[90] Larabee C.M., Neely O.C., Domingos A.I. (2020). Obesity: a neuroimmunometabolic perspective. Nature Reviews Endocrinology.

[91] Lumeng C.N., Bodzin J.L., Saltiel A.R. (2007). Obesity induces a phenotypic switch in adipose tissue macrophage polarization. Journal of Clinical Investigation.

[92] Weisberg S.P., McCann D., Desai M., Rosenbaum M., Leibel R.L., Ferrante A.W. (2003). Obesity is associated with macrophage accumulation in adipose tissue. Journal of Clinical Investigation.

[93] Xu H., Barnes G.T., Yang Q., Tan G., Yang D., Chou C.J. (2003). Chronic inflammation in fat plays a crucial role in the development of obesity-related insulin resistance. Journal of Clinical Investigation.

[94] Pirzgalska R.M., Seixas E., Seidman J.S., Link V.M., Sánchez N.M., Mahú I. (2017). Sympathetic neuron–associated macrophages contribute to obesity by importing and metabolizing norepinephrine. Nature Medicine.

[95] Morgantini C., Jager J., Li X., Levi L., Azzimato V., Sulen A. (2019). Liver macrophages regulate systemic metabolism through non-inflammatory factors. Nature Metabolism.

[96] Buono R., Longo V.D. (2019). When fasting gets tough, the tough immune cells get going—or die. Cell.

[97] Cignarella F., Cantoni C., Ghezzi L., Salter A., Dorsett Y., Chen L. (2018). Intermittent fasting confers protection in CNS autoimmunity by altering the gut microbiota. Cell Metabolism.

[98] Choi I.Y., Piccio L., Childress P., Bollman B., Ghosh A., Brandhorst S. (2016). A diet mimicking fasting promotes regeneration and reduces autoimmunity and multiple sclerosis symptoms. Cell Reports.

[99] Ma S., Sun S., Geng L., Song M., Wang W., Ye Y. (2020). Caloric restriction reprograms the single-cell transcriptional landscape of Rattus norvegicus aging. Cell.

[100] Abella V., Scotece M., Conde J., Gómez R., Lois A., Pino J. (2015). The potential of lipocalin-2/NGAL as biomarker for inflammatory and metabolic diseases. Biomarkers.

[101] Shashidharamurthy R., Machiah D., Aitken J.D., Putty K., Srinivasan G., Chassaing B. (2013). Differential role of lipocalin 2 during immune complex–mediated acute and chronic inflammation in mice. Arthritis & Rheumatism.

[102] Guo H., Jin D., Chen X. (2014). Lipocalin 2 is a regulator of macrophage polarization and NF-κB/STAT3 pathway activation. Molecular Endocrinology.

[103] Zhang Y., Foncea R., Deis J.A., Guo H., Bernlohr D.A., Chen X. (2014). Lipocalin 2 expression and secretion is highly regulated by metabolic stress, cytokines, and nutrients in adipocytes. PloS One.

# Supplementary material for: Differential regulation of the immune system in a brain-liver-fats organ network during short-term fasting
**Source:** Mol Metab. 2020 Jun 8;40:101038. doi: 10.1016/j.molmet.2020.101038
**Supplement:** Multimedia component 1

**SUPPLEMENTARY INFORMATION**

**Additional file 1: Figure S1-S10.**

**Additional file 2: Table S1.** Gene expression estimates as normalized counts (NCs) for all filtered genes and all samples.

**Additional file 3: Table S2.** Phase cluster analysis results based on the high variable genes (HVGs).

**Additional file 4: Table S3.** Differential expression analysis for all pairwise Phase comparisons for OB, BRN, CBL, BST, STM, LIV, iBAT, and psWAT.

**Additional file 5: Table S4.** Gene expression estimates as a log_2_ (x+1) normalized counts (NCs) for the filtered DEGs for all samples. Median, mean and SEM are also displayed.

**Additional file 6: Table S5.** Reduced gene ontology (GO) enrichment terms for all subcDEGs in all organs.

**Additional file 7: Table S6.** The overlapping enriched gene ontology (GO) terms for all subcDEGs that were used for the *brain-liver-fats* organ network analysis.

**Additional file 8: Table S7.** Enriched categories for the Reactome pathway enrichment of the *brain-liver-fats* organ network.

**Additional file 9: Table S8.** Gene list compiled from 52 triaged PubMed articles, using Gene Retriever™.

# Supplementary material for: Differential regulation of the immune system in a brain-liver-fats organ network during short-term fasting
**Source:** Mol Metab. 2020 Jun 8;40:101038. doi: 10.1016/j.molmet.2020.101038
**Supplement:** Multimedia component 10

**Differential regulation of the immune system in a *brain-liver-fats* organ network during short term fasting**

Susie S.Y. Huang^1,#,^*; Melanie Makhlouf^1,#^; Eman H. AbouMoussa^1^; Mayra L. Ruiz Tejada Segura^2,3,4^; Lisa S. Mathew^1^; Kun Wang^1^; Man C. Leung^1^; Damien Chaussabel^1^; Darren W. Logan^5^; Antonio Scialdone^2,3,4^; Mathieu Garand^1,†^; Luis R. Saraiva^1,6, †,^*

^#^ equal contribution (co-first)

^†^ equal contribution (co-senior)

**Additional file 1: Supplementary Figures S1-S10**

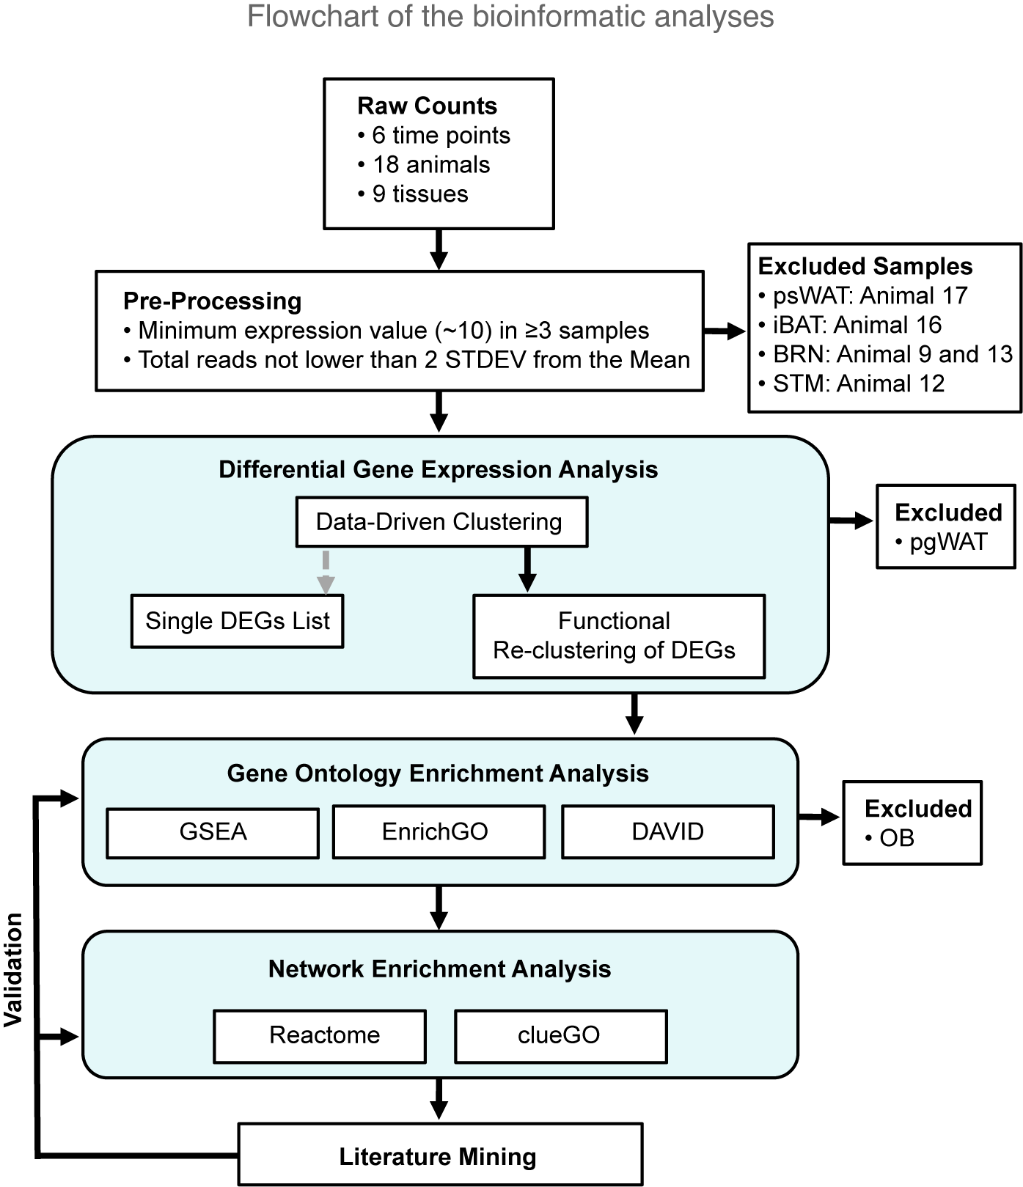

**Additional file 1: Figure S1. Schematic of the bioinformatic workflow.**

Genes and samples were filtered for minimum expression threshold, replicate numbers, and outlier exclusion. A data-driven approach was then used to group samples into Phases to derive the differentially expressed genes which were then functionally clustered by their semantic similarities prior to gene ontology analysis. A group of four highly overlapping organs (BRN, LIV, iBAT and psWAT) was carried forward to protein enrichment analyses and the enriched processes were validated using literature mining.

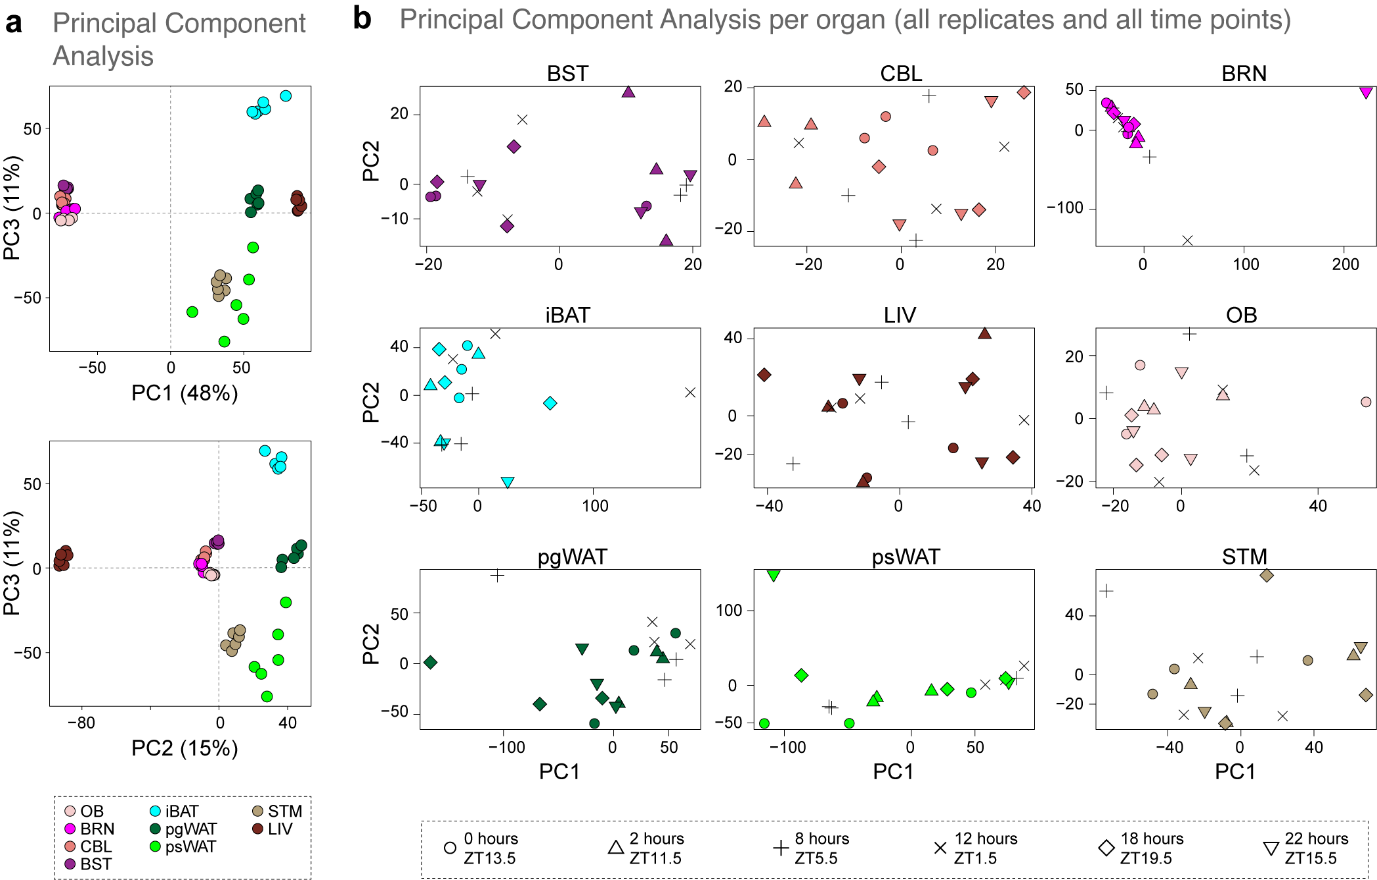

**Additional file 1: Figure S2. Principal component analysis of all organs across all fasting times.**

**a)** PCA analysis of PC1 vs PC3 (top) and PC2 vs PC3 (bottom) of the 9420 expressed genes in all samples. Each dot represents the gene expression profile of an organ (indicated by the colour) at a specific time point. Percentages of the variance explained by the PCs are indicated in parentheses.

**b)** PCA analysis of PC1 vs PC2 of the non-zero expressed genes in the nine different organs. Each symbol represents the overall gene expression of a sample at a specific time point

Organ abbreviations: OB - olfactory bulb, BRN - brain, CBL - cerebellum, BST - brainstem, STM - stomach, LIV - liver, iBAT - interscapular brown adipose tissue, pgWAT - perigonadal white adipose tissue, and psWAT - posterior-subcutaneous white adipose tissue.

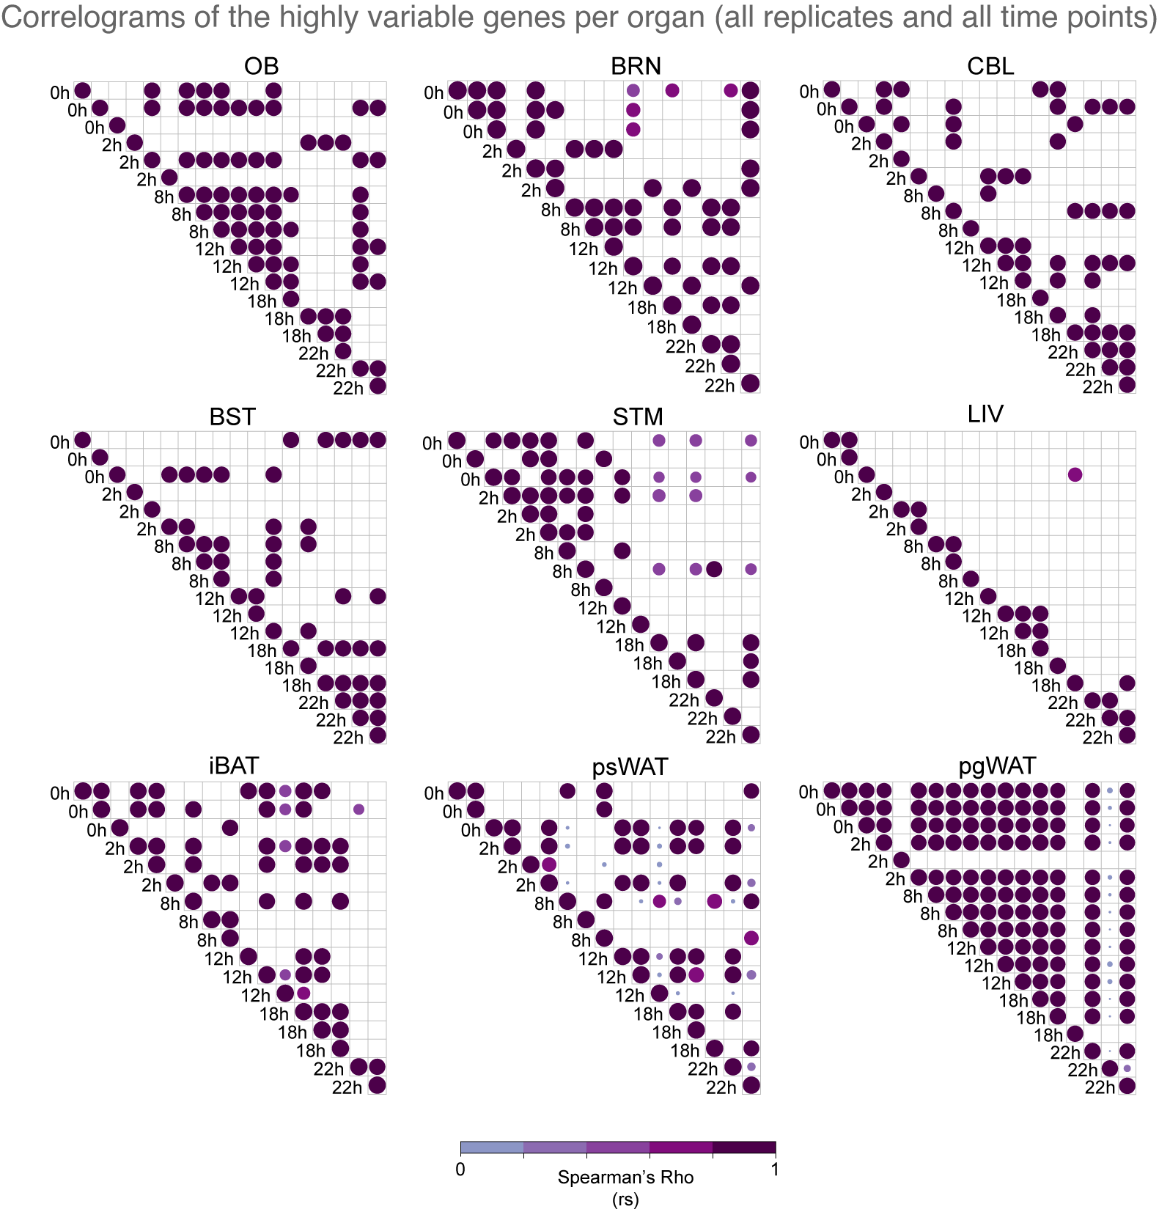

**Additional file 1: Figure S3. Spearman’s correlation matrix of the expressions of the highly variable genes among each sample in the nine organs.**

In the correlogram, only significant (p.adusjst < 0.05) correlations are plotted, and the circle size and color indicate the magnitude and direction of the correlation (Spearman rho, rs).

Organ abbreviations: OB - olfactory bulb, BRN - brain, CBL - cerebellum, BST - brainstem, STM - stomach, LIV - liver, iBAT - interscapular brown adipose tissue, pgWAT - perigonadal white adipose tissue, and psWAT - posterior-subcutaneous white adipose tissue.

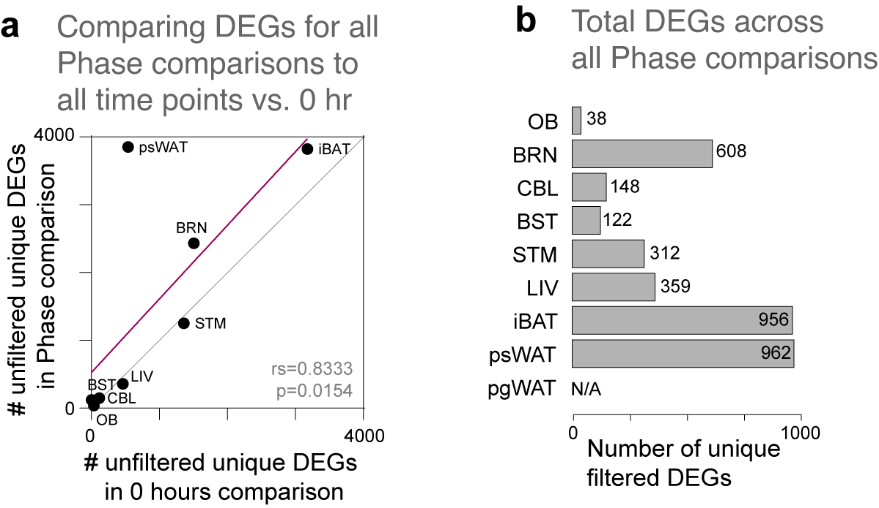

**Additional file 1: Figure S4. Differential expression analysis.**

**a)** A comparison between the differentially expressed genes (DEGs) determined in a pairwise manner between the Phases (y-axis) and between each time point against zero (x-axis) yielded similar numbers of DEGs. Spearman’s correlation coefficients (rs) and associated p-values (p) are noted on the bottom right of the graph. The purple line represents the linear regression.

**b)** Number of the filtered DEGs from the all pairwise fasting Phase comparisons in all organs that were used in the downstream analyses (see Methods). Since samples from pgWAT did not split into fasting Phases, no DEGs for the organ were available (N/A).

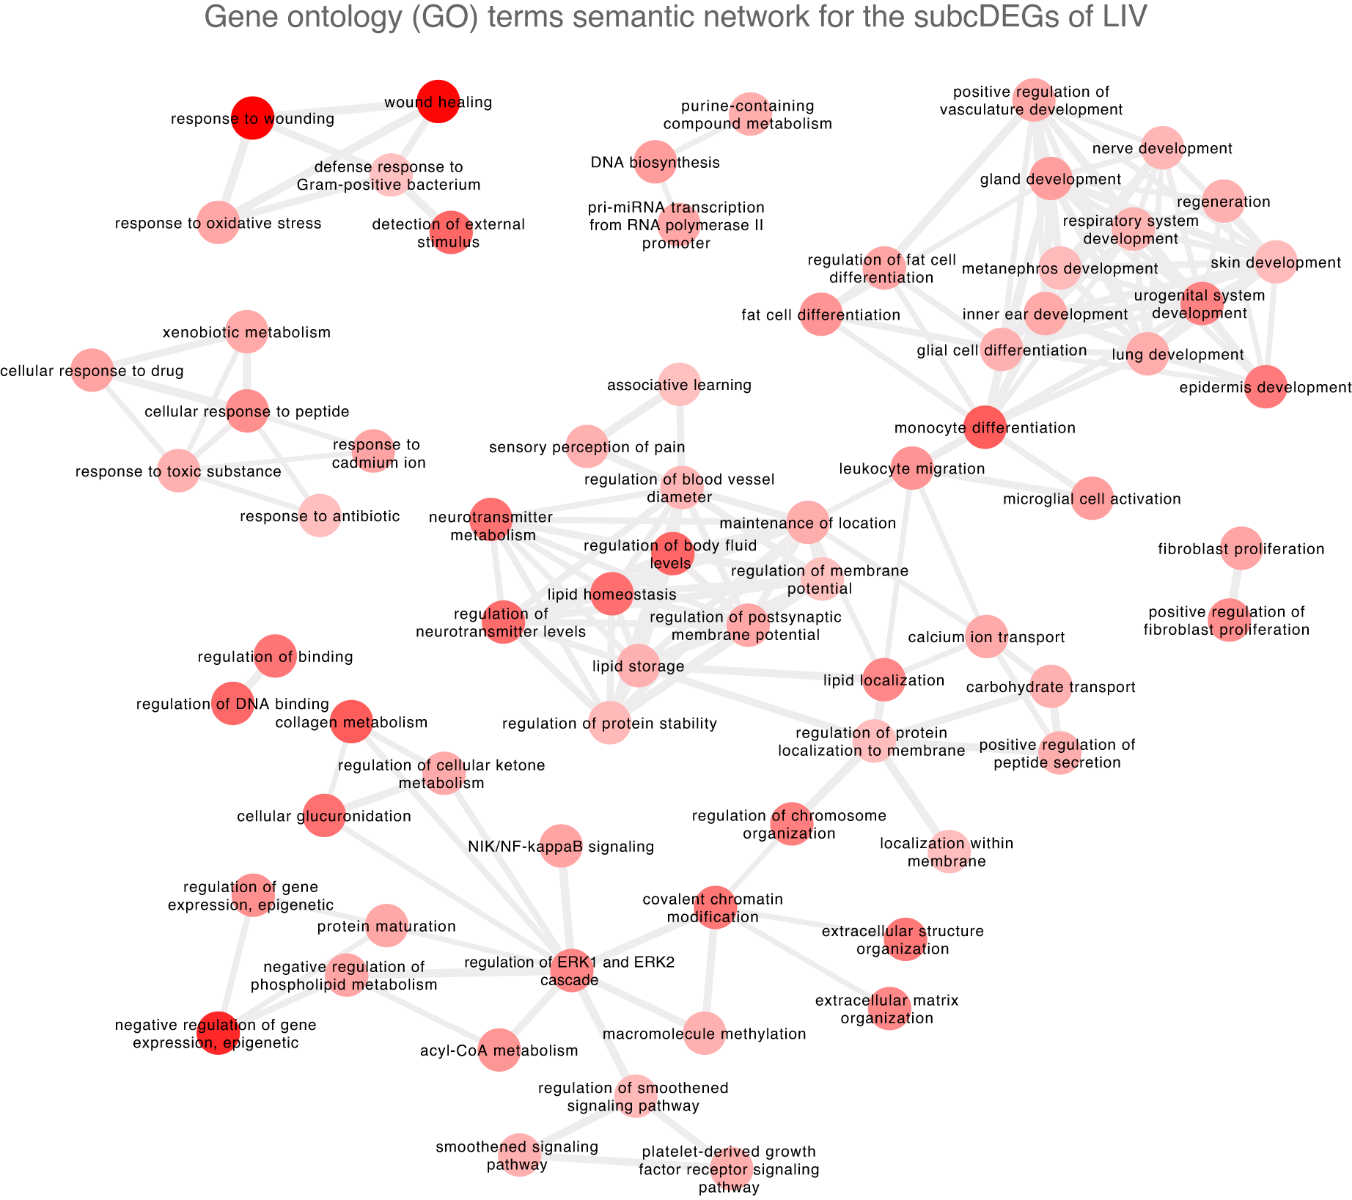

**Additional file 1: Figure S5. Semantic network of the gene ontology (GO) terms enriched in the liver.**  Nodes are GO terms and the intensity of the colour indicates enrichment (-log_10_ p-value, darker shade indicates lower p-values). Highly similar GO terms are linked by edges, where the line width indicates the degree of similarity.

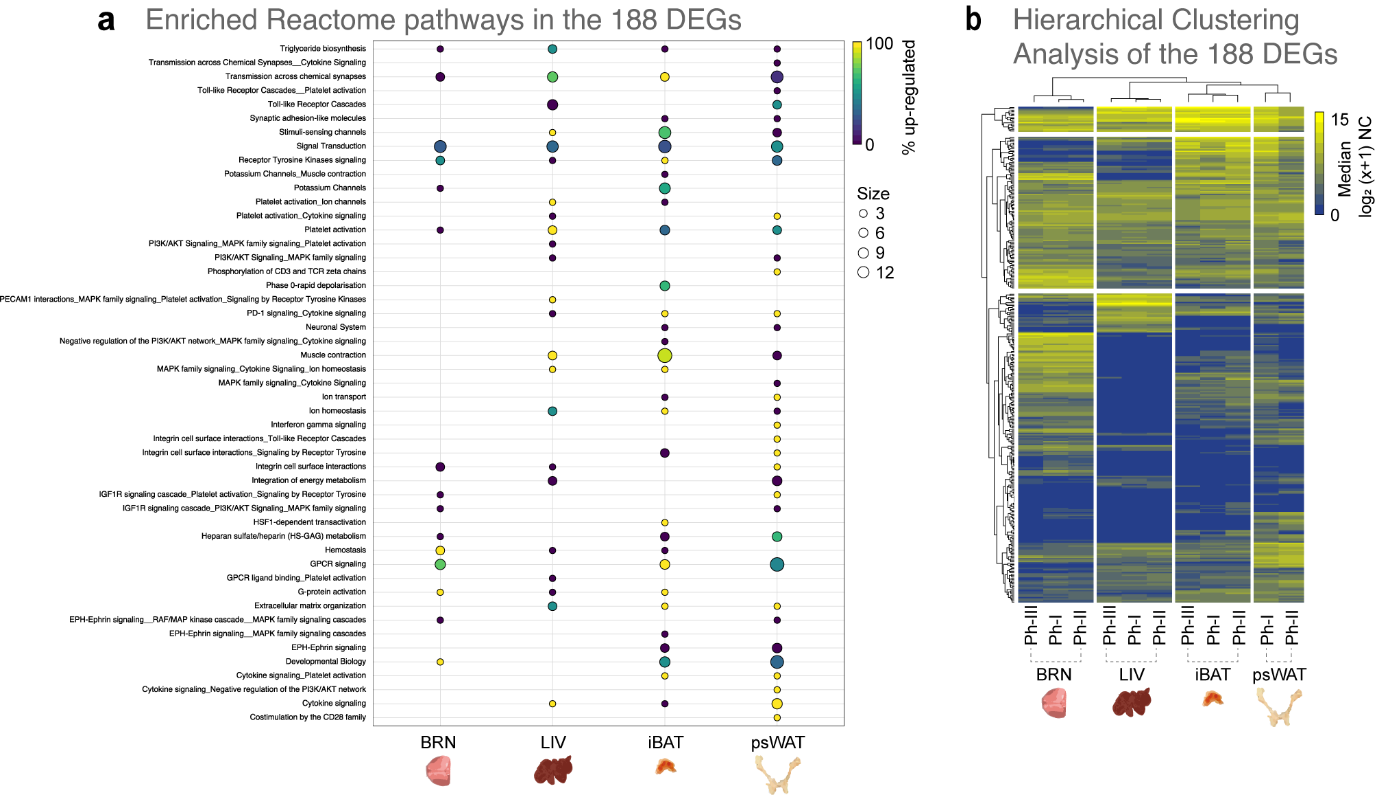

**Additional file 1: Figure S6. Gene expression of the *brain-liver-fats* organ network.**

**a)** Percent of genes up-regulated in the summarized enriched Reactome terms of the *brain-liver-fats* organ network (Fig. 4a) in BRN, LIV, iBAT, and psWAT. Similar/redundant Reactome terms were combined for simplicity of representation.

**b)** Hierarchical clustering analysis of the 188 genes from the *brain-liver-fats* organ network. Median mRNA expression levels are represented on a log_2_ (x+1) scale of normalized counts (NC) (0 - not expressed; 15 - highly expressed) per fasting Phases (Ph) and across the four organs.

Organ abbreviations: BRN - brain, LIV - liver, iBAT - interscapular brown adipose tissue, and psWAT - posterior-subcutaneous white adipose tissue.

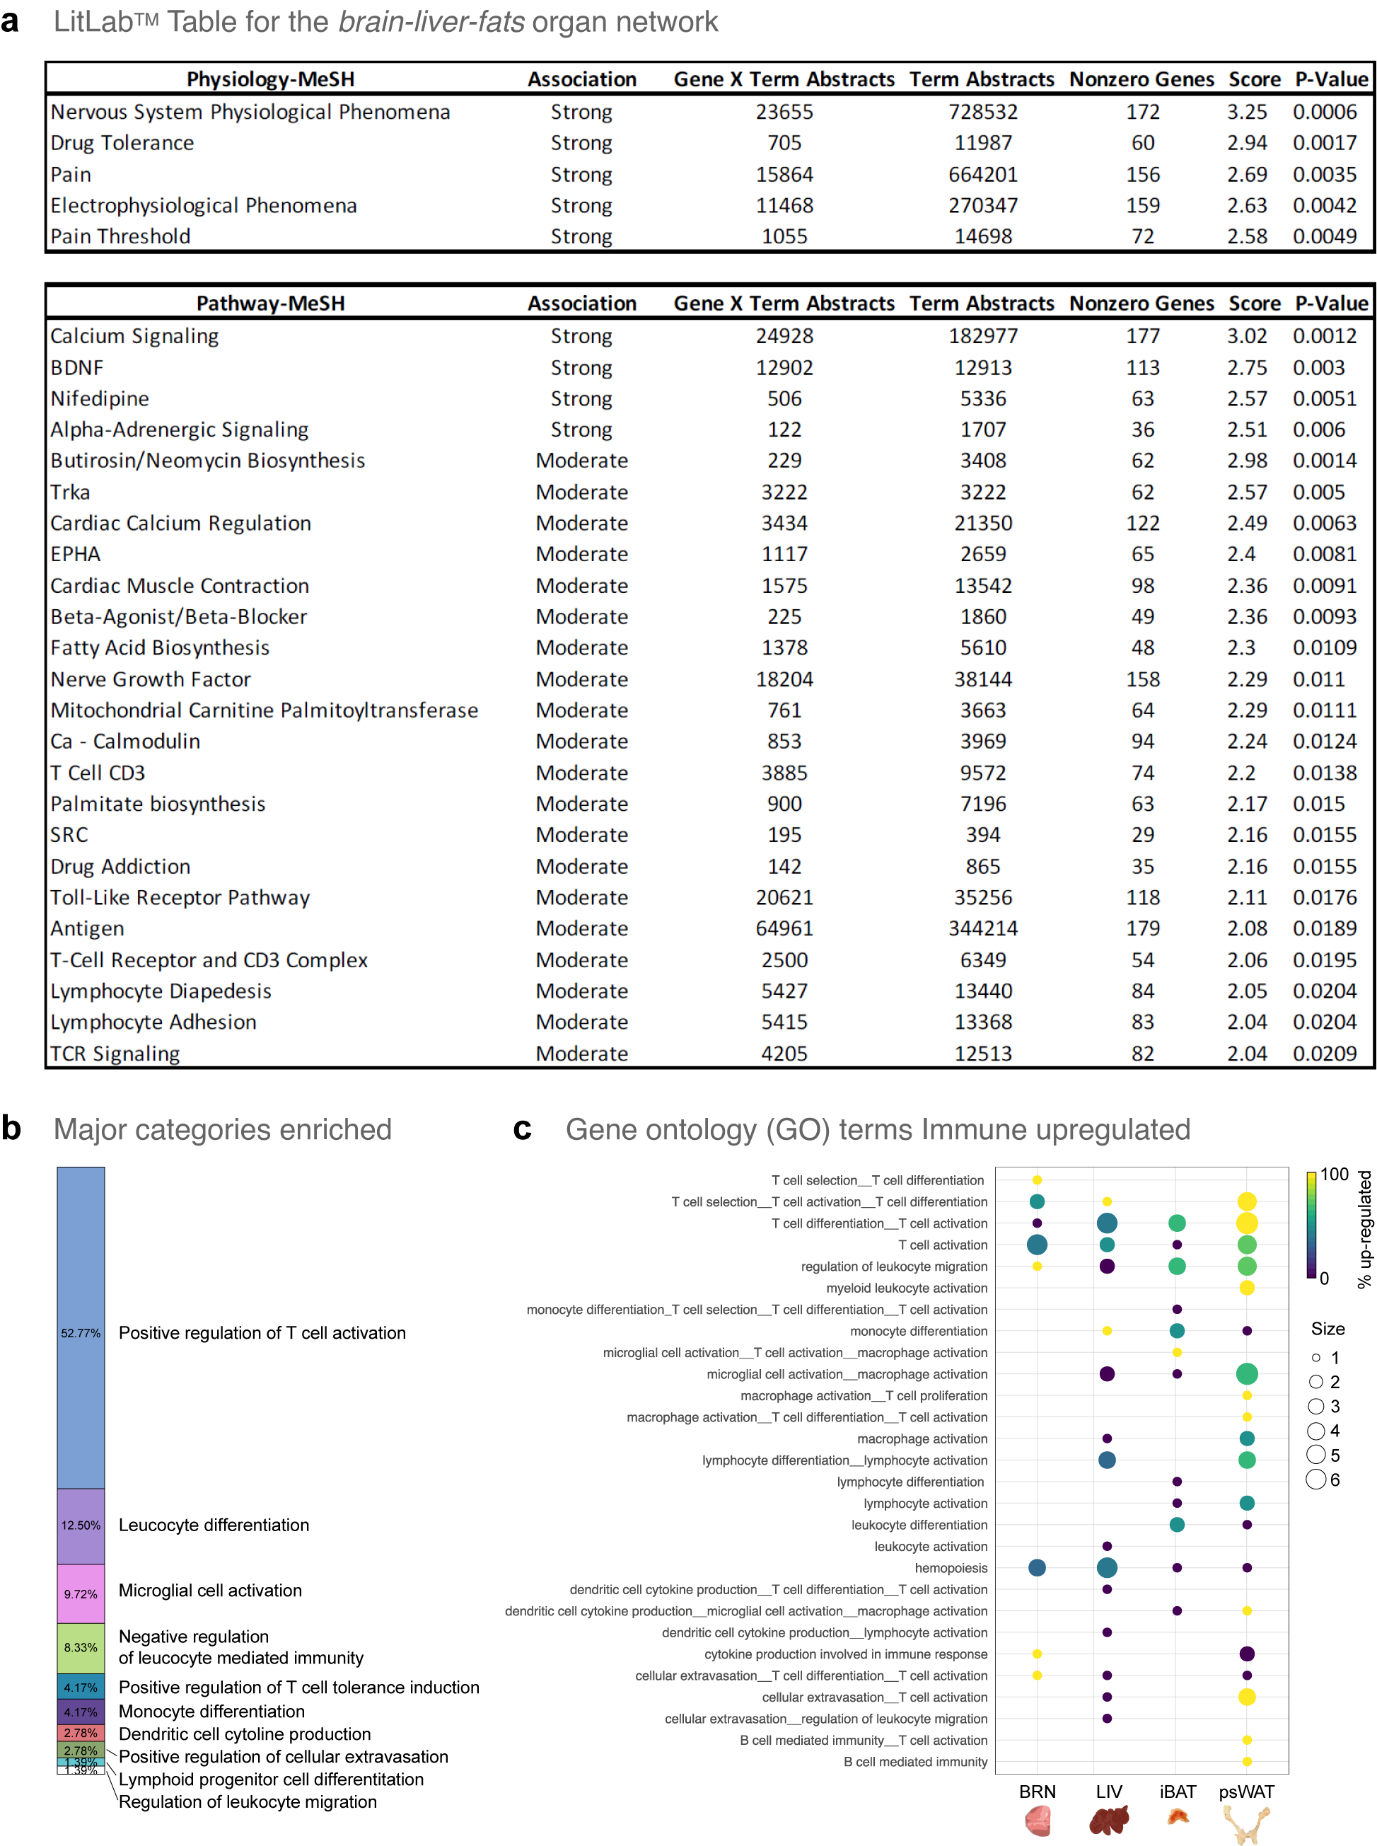

**Additional file 1: Figure S7. Short-term fasting modulates immune processes in the *brain-liver-fats* organ network.**

**a)** Summary of the significant Physiology and Pathway-specific Medical Subject Headings (MeSHs) associated with the 188 organ network genes resulting from the association analysis performed using LitLab™.

**b)** The representative categories and percentages of the immune-specific GO terms enriched from the 96 genes extracted from the 37 overlapping GO terms from BRN, LIV, iBAT and psWAT that passed the significant threshold set.

**c)** Proportion of the up-regulated gene from the 96 genes from the organ network that resulted in a significant immune-specific GO network enrichment.

Organ abbreviations: BRN - brain, LIV - liver, iBAT - interscapular brown adipose tissue, and psWAT - posterior-subcutaneous white adipose tissue.

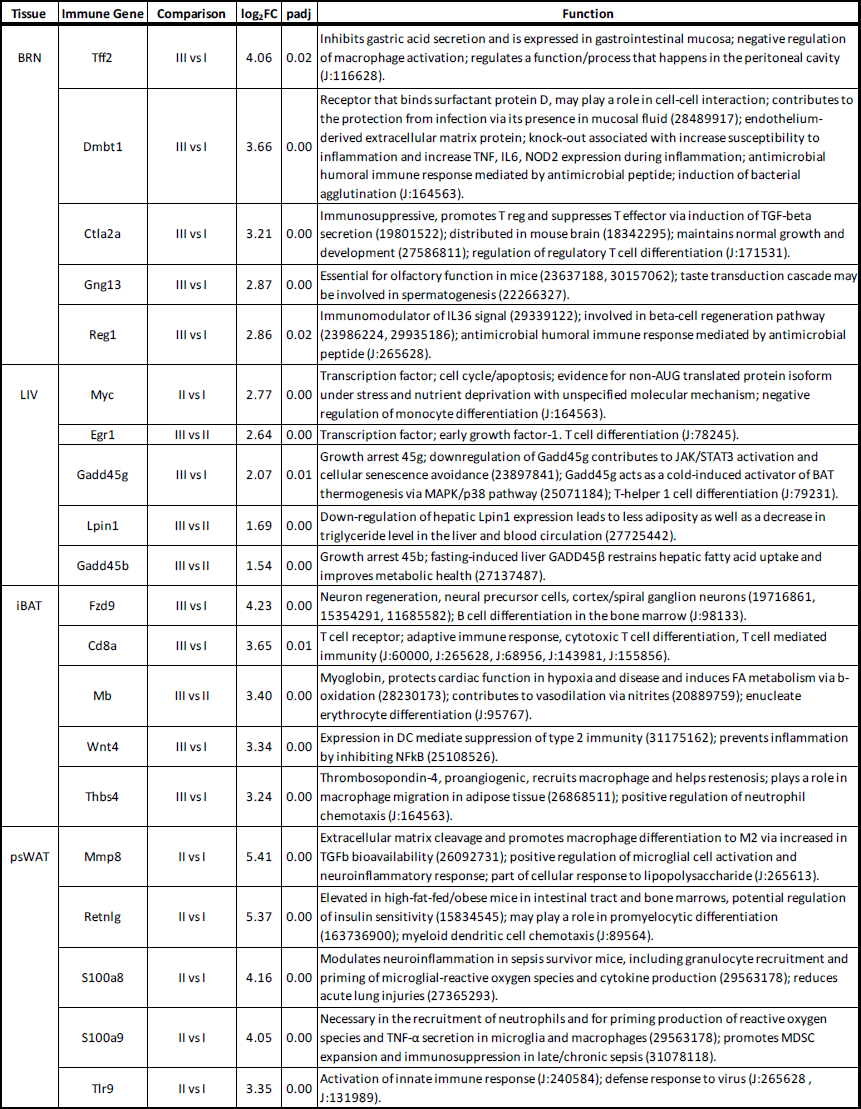

**Additional file 1: Figure S8. Immune-related DEGs in BRN, LIV, iBAT and psWAT.**

Top five up-regulated immune-related genes among DEGs of the four organs (BRN, LIV, iBAT and psWAT) and their literature-supported functions. The immune-related functions of each gene were extracted from NCBI and MGI databases, as indicated by their PubMed IDs and reference IDs.

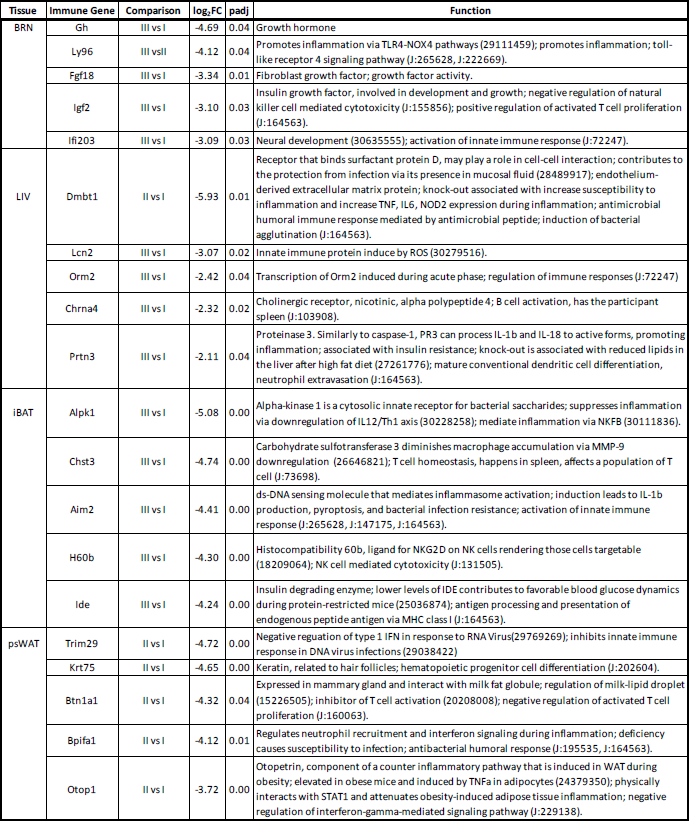

**Additional file 1: Figure S9. Immune-related DEGs in BRN, LIV, iBAT and psWAT.**

Top five down-regulated immune-related genes among DEGs of the four organs (BRN, LIV, iBAT and psWAT) and their literature-supported functions. The immune-related functions of each gene were extracted from NCBI and MGI databases, as indicated by their PubMed IDs and reference IDs.

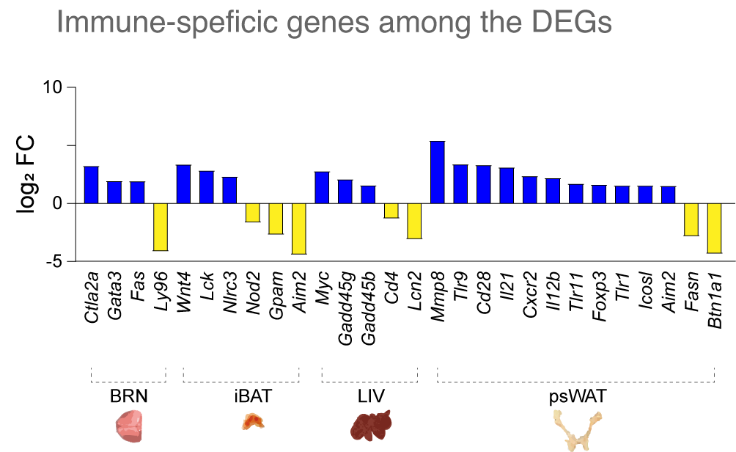

**Additional file 1: Figure S10. Log_2_FC of select immune genes in the *brain-liver-fats* organ network in response to fasting time.** Yellow and blue bars depict genes with decreased and increased expression with fasting time, respectively.

Organ abbreviations: BRN - brain, LIV - liver, iBAT - interscapular brown adipose tissue, and psWAT - posterior-subcutaneous white adipose tissue.

How the deposited data were processed for this re-analysis (not part of the article)

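The authors prepared stranded mRNA libraries, sequenced them in pairs on an Illumina instrument, aligned the reads to the mouse genome with TopHat2, kept uniquely mapped reads and counted them over Gencode genes with HTSeq-count, and the count values were deposited as they came from that program, for every gene and all 162 libraries. No normalization, filter or sample removal had been applied to the deposited counts. The 53686 rows carry gene symbols, and all 162 columns were matched to samples by the library name in the sample descriptions.

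Replicate numbers come from the sample titles, and the same number stands for the same mouse in all organs of a time point. Phases come from Table S2, and the 5 libraries that it lacks were left out. For OB animal 13 and psWAT animal 12, Table S2 gives a further cluster under the paper's bootstrap threshold that Fig. 2A draws in Phase II, and for BST animal 14 Tables S2 and S4 give Phase II while Fig. 2A draws none. All 3 were placed in Phase II. pgWAT has no Phases and enters the comparisons of time points only.

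Genes were kept in an organ at a CPM equal to 10 counts in a library of the organ's median size, in at least 3 retained samples. Differential expression was tested genome-wide with edgeR 4.0.16 (TMM factors, robust dispersions, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment within each comparison, at an adjusted p under 0.05 and an absolute log2FC over 1. DESeq2 1.42.0 was the alternative tool, with its own size factors and default independent filtering. HVGs were called with scran 1.30.0, and limma 3.58.1 is a part of edgeR. Permutation tests used 10000 permutations for time labels and 100000 for Phases, and bootstrap values 1000 resamplings. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

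A gene at 3 counts or fewer in every library of a group is taken to lie at the floor, and its fold is then a lower bound from 3 counts in the shallowest library of that group. Across organs 3 counts equal 0.108 to 0.985 CPM in a retained library. Genes named in the text are those the paper names with an organ in its text or in Fig. 2D, Fig. S8 and Fig. S9, and genes among those with the smallest adjusted p. Where the paper gives no pair of Phases, the pair was that of Table S3 in BRN, Phases I and III for the genes named with Fig. 2, and otherwise the pair with the smallest adjusted p. Alternatives in tool, normalization, filter, replicate block and samples were run for the comparisons set in the plan. A covariate for lane or library number series was set in the plan for 5 organs and run where both Phases held samples of both levels of it, in OB (lane), psWAT (lane 7 against the others), and Phases I and II of BRN (series) and LIV (lane). Library series in BST and in the BRN and LIV comparisons with Phase III, and lane in Phases I and II of iBAT, were added as covariates after seeing the data.

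The code was tested on simulated data with 200 changed genes: with 4 samples in each group 198 were called along with 6 unchanged genes, and with 7 and 10 samples 200 and 4. For a time point against 0 h, with 2 against 3 samples, 162 were called along with 8 unchanged genes, and for the 6 time points 160 and 9. Genes were changed 4-fold. In data without a change 0 genes were called. GO, Reactome, literature and immune gene list enrichments were not run, since those databases were not at hand. Gene coordinates and lengths come from Gencode release M21 of GRCm38, and the authors counted on release M16.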

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

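A library was marked out when, in a Phase group of 4 to 10 libraries, a named gene's value stood farther from its nearest neighbour than Dixon's ratio test allows (two-sided p 0.05, normalized CPM). All tests of a cause in this part were chosen after these values were seen. Of 204 groups tested 39 (19.1%) had such a library, where about 10 would by chance. On the log2 scale 27 had one, so that the skew of the CPM scale accounts for part of them. In 6 of the 38 gene groups the library held at most 10 counts, so few counts do not account for most of them. Of the 39, 20 lay in psWAT, and 7 of these in 1 library, psWAT 12 h replicate 3.

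psWAT 12 h replicate 3 was the lowest of Phase II for Icosl (37.8 normalized CPM), Aim2 (7.98) and Foxp3 (4.40), and the highest for Krt75 (3.10), Bpifa1 (5.86) and Cxcl2 (5.38). Its variance of log2FCs against 0 h, 11.6, stood apart from 1.32 to 4.38 in the other Phase II libraries. It was also marked out by genes of another organ: genes specific to CBL reached 63.7% of their median level in CBL, while the highest other retained psWAT library reached 0.615%. Genes specific to psWAT were at 15.9% of the median of the other Phase II libraries. Both values are those that a mixture of psWAT and cerebellar RNA would give. The CBL library of the same animal was only 14th among 18 CBL libraries in its correlation with the cerebellar genes of this library (rank 14, r -0.110, against 0.469 for the highest), so that the test was negative for that animal as the source. The sample is in the paper's Phase II, and in the fits without it the psWAT comparison called 4168 DEGs.

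psWAT 18 h replicate 1 was the highest of Phase II for S100a8 (241.0), S100a9 (255.3) and Mmp8 (12.9). The mean log2 level of 4 other neutrophil marker genes was also the highest of the Phase there, 0.95 above the next library, which is what a larger share of neutrophil RNA would give. Whether the neutrophils were in the tissue or in its blood cannot be told apart with these data. psWAT 18 h replicate 2 was the highest of Phase II for Btn1a1 (16.1), Trim29 (6.28) and Nrg4 (70.8), and psWAT 18 h replicate 3 the highest of Phase I for Btn1a1 (22.6) and Trim29 (13.7). Marker genes of skin and mammary epithelium other than these lay -0.25 and -1.37 from the highest other library of the Phase in these 2 libraries, so neither was the highest of its Phase. In Phase II the only library above was 12 h replicate 3, which looked mixed, and by all marker genes of the set 18 h replicate 2 held 1.99, 12 h replicate 3 1.93 and the other Phase II libraries 0.38 to 0.52. Epithelial RNA thus cannot be excluded for 18 h replicate 2. In Phase I, 8 h replicate 2 held 3.315, 18 h replicate 3 2.21 and the other libraries 0.48 to 1.345. Epithelial RNA cannot be excluded for 18 h replicate 3 either. In Phase I of psWAT, single libraries stood apart for Bpifa1 (22 h replicate 3, 16.1), Khnyn (8 h replicate 2, 105.7), S100a9 (0 h replicate 2, 13.2), Mmp8 (0 h replicate 1, 0.361) and Retnlg (0 h replicate 2, 0.314). The last 2 rest on 2 counts each, and no cause was tested for any of the 5.

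In LIV, 2 h replicate 2 was the highest of Phase I for Lcn2 (198.1) and Egr1 (34.7). Its mean log2 level of neutrophil marker genes was the highest of the Phase, by 0.66, as a larger share of neutrophil RNA would give. LIV 18 h replicate 3 was the highest of Phase III for Egr1 (58.6), and other immediate early genes lay -0.05 from the highest other library there, so a test for handling before tissue collection was negative. LIV 12 h replicate 1 stood apart in Phase III for Cd4 (2.86) and Chrna4 (2.06), LIV 2 h replicate 3 in Phase I for Map3k6 (8.87), LIV 12 h replicate 3 in Phase II for 2810013P06Rik (39.7) and LIV 12 h replicate 2 in Phase II for Dmbt1 (0.0942, on 1 count). No cause was tested for these.

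In OB, 0 h replicate 3 held 342.8 normalized CPM of Ttr, while the other Phase II libraries held 0.916 to 8.92. Marker genes of choroid plexus other than Ttr were the highest of the Phase there by 0.99, under the difference of 1 set for this test alone. The neutrophil test above had no such limit, and without it this test would be positive too, so choroid plexus RNA cannot be excluded. OB 22 h replicate 2 was the highest of Phase II for Gm38020 (6.57), and BST 18 h replicate 1 the highest of Phase III for Abca4 (17.3). STM 2 h replicate 1 was the highest of Phase I for Reg1 (61.1), STM 8 h replicate 3 the highest of Phase III for Gast (27.6) and STM 22 h replicate 2 the lowest of Phase III for Fam25c (94.8). iBAT 12 h replicate 1 was the highest of Phase I for Cd8a (0.767, on 8 counts). These were not tested further.

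In BRN, 12 h replicate 1 was the highest of Phase II for Tff2 (2.02), 2 h replicate 3 the highest of Phase II for Reg1 (1.99), 22 h replicate 2 the only Phase III library with Ly96 (0.124, on 1 count) and 22 h replicate 1 the only one with Igf2 (0.482, on 4 counts). Across the 16 BRN libraries the summed level of Reg1, Tff2 and Dmbt1 rose with the summed level of pancreatic acinar marker genes (Spearman rho 0.821), which is what traces of stomach or pancreas RNA or reads would give. Changed expression of these 3 genes by brain cells cannot be told apart from that.

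BRN 8 h replicate 3, which the authors left out, was marked out by genes specific to the stomach, with 2823 summed CPM where the highest retained BRN library held 175.4. That sum rests on 369 counts in a library of 130701, fewer than in any retained BRN library, which was the test set for low depth. Low depth alone does not account for it, since the other shallow library, 18 h replicate 1, held 32 such counts (114.3 CPM), and acinar markers reached 16620 CPM in 8 h replicate 3 and at most 127.6 in retained libraries.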

How the results depend on the processing

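The alternatives were set before the data were examined, except transcript length offsets, the genes of the RefSeq table, leaving out the 0 h samples and the added series and lane covariates, which were chosen after seeing the data. A number of genes was taken as changed when it moved by more than 1.5-fold. Counts written with an exponent, such as 1.1e+02, are rounded to 2 digits. For each change below the cause was not tested, unless a test is named among the other observations.

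Numbers of DEGs between Phases stayed within 1.5-fold in all 26 comparisons and unions with RLE normalization, and in all 5 that hold them without the 3 samples of unsettled Phase. With DESeq2, 5 of 26 changed: BRN III against II 648 (from 378), CBL II against I 14 (from 30), BST III against I 15 (from 4), STM II against I 39 (from 0) and STM III against II 543 (from 101). Without the low-count filter, 9 of 26 changed: OB II against I 2.4e+02 (from 75), BRN II against I 782 (from 476), CBL II against I 97 (from 30), CBL III against I 279 (from 178), CBL III against II 45 (from 21), CBL union 385 (from 216), BST II against I 1.3e+02 (from 54), BST III against I 58 (from 4) and BST union 217 (from 101). With all Phases of an organ in one fit, 3 of 24 changed: CBL III against II 10 (from 21), BST III against I 23 (from 4) and STM III against II 362 (from 101). With lane or library series as a covariate, 3 of 4 changed: BRN II against I 259 (from 476), LIV II against I 1.4e+02 (from 291) and psWAT II against I 1306 (from 3016).

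With replicate number as a block, 6 of 26 changed: BRN III against II 1 (from 378), BST II against I 9 (from 54), BST III against I 1 (from 4), STM III against II 934 (from 101), STM union 1513 (from 992) and iBAT II against I 179 (from 403). Without the fold change threshold, 22 of 26 changed: OB II against I 4742 (from 75), BRN II against I 3590 (from 476), BRN III against I 4408 (from 2189), BRN III against II 1985 (from 378), BRN union 5395 (from 2355), CBL II against I 2332 (from 30), CBL III against I 2827 (from 178), CBL III against II 275 (from 21), CBL union 3879 (from 216), BST II against I 1.9e+02 (from 54), BST III against I 51 (from 4), BST III against II 404 (from 85), BST union 560 (from 101), STM III against I 3225 (from 956), STM union 3237 (from 992), LIV II against I 3296 (from 291), LIV III against I 1303 (from 1.2e+02), LIV III against II 1230 (from 1.8e+02), LIV union 4256 (from 510), iBAT III against I 6460 (from 3396), iBAT union 6857 (from 4156) and psWAT II against I 6765 (from 3016). With transcript length offsets, 7 of 26 changed: BRN II against I 194 (from 476), BRN III against I 1207 (from 2189), BRN III against II 230 (from 378), BRN union 1336 (from 2355), iBAT III against I 1795 (from 3396), iBAT III against II 1122 (from 2913) and iBAT union 2222 (from 4156). With the genes of the RefSeq table, 2 of 26 changed: OB II against I 42 (from 75) and CBL III against I 1.1e+02 (from 178). With library series in BST and in the BRN and LIV comparisons with Phase III, and lane in Phases I and II of iBAT, as added covariates, 2 of 9 changed: BRN III against I 467 (from 2189) and BRN III against II 176 (from 378).

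For DEGs against 0 h, with DESeq2, 5 organs changed: OB 53 (from 91), BRN 2124 (from 994), BST 1 (from 0), pgWAT 862 (from 1) and psWAT 491 (from 0). Without the low-count filter, 6 organs changed: OB 327 (from 91), BRN 2081 (from 994), CBL 242 (from 108), BST 36 (from 0), LIV 1145 (from 583) and pgWAT 6 (from 1). With 2 time points per fit, 6 organs changed: OB 18 (from 91), BRN 1828 (from 994), BST 2 (from 0), STM 619 (from 1424), pgWAT 44 (from 1) and psWAT 1 (from 0). With all 162 samples, 2 organs changed: BRN 61 (from 994) and psWAT 188 (from 0).

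For genes that differ among the 6 time points, with DESeq2, 7 organs changed: BRN 1577 (from 1), CBL 1772 (from 477), BST 219 (from 18), STM 2802 (from 1066), LIV 3585 (from 2241), pgWAT 550 (from 0) and psWAT 2053 (from 0). Without the low-count filter, 6 organs changed: OB 4388 (from 2570), BRN 2015 (from 1), CBL 2397 (from 477), BST 749 (from 18), LIV 4055 (from 2241) and pgWAT 1 (from 0). With replicate number as a block, 2 organs changed: BRN 0 (from 1) and BST 33 (from 18). With all 162 samples, 2 organs changed: BRN 5 (from 1) and psWAT 379 (from 0).

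The adjusted Rand index between clusters of samples and the paper's Phases moved by more than its spread with 500 genes in 6 organs (OB 0.0233 from 0.501, CBL 0.299 from 0.442, BST 0.425 from 0.669, STM 0.173 from 0.578, iBAT 0.908 from 1 and psWAT 0.161 from 0.867); with 2000 genes in 5 organs (BRN 0.444 from 0.166, CBL 0.267 from 0.442, STM 0.173 from 0.578, LIV 0.335 from 0.105 and psWAT 0.645 from 0.867); with 2 clusters in 5 organs (OB 0 from 0.501, CBL 0.681 from 0.442, BST 0.588 from 0.669, iBAT 0.455 from 1 and psWAT 0.764 from 0.867); with 4 clusters in 4 organs (BST 0.82 from 0.669, LIV 0.271 from 0.105, iBAT 0.655 from 1 and psWAT 0.748 from 0.867); with average linkage in 2 organs (STM 0.267 from 0.578 and LIV -0.023 from 0.105); with Pearson correlation in 4 organs (OB 0.201 from 0.501, CBL 0.309 from 0.442, STM 0.848 from 0.578 and LIV -0.0127 from 0.105).

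The percent of variance held by time points no longer passed an adjusted p of 0.05 with the top 1000 genes in BRN 41.9 (from 42.1), BST 34.3 (from 34.1) and iBAT 45 (from 51.2), and with all 162 samples in BRN 31.8 (from 42.1). Without the 0 h samples, the correlation of expression variance with Phase became BST 0.742 (from 0.454), CBL 0.462 (from 0.612) and psWAT -0.24 (from 0.0244), where it passed the threshold only then in BST, no longer passed in CBL and changed sign in psWAT, where it passed in neither.

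Among named genes the direction changed for Btn1a1 with lane or library series as a covariate (log2FC 2.28 from -1.30), Ntrk2 with transcript length offsets (log2FC 0.36 from -0.41) and Mt1 with replicate number as a block (log2FC 0.29 from -0.25), and in fits without one sample for Btn1a1 (0.58 without 18 h replicate 3), Trim29 (0.076 without 18 h replicate 3), Mt1 (0.75 without 2 h replicate 2) and Mt1 (0.08 without 2 h replicate 3). The log2FC in these fits ranged from -5.80 to 0.58 across the 17 fits for Btn1a1, from -3.48 to 0.076 across the 17 fits for Trim29 and from -0.45 to 0.75 across the 13 fits for Mt1.

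Leaving out one sample at a time, DEGs against 0 h ranged from 0 to 2123 across the 12 fits in BRN, from 0 to 21 across the 18 fits in BST, from 2 to 1.7e+02 across the 18 fits in CBL, from 317 to 721 across the 18 fits in LIV, from 6 to 178 across the 18 fits in OB, from 503 to 2233 across the 15 fits in STM, from 1 to 86 across the 18 fits in pgWAT and from 0 to 1 across the 15 fits in psWAT. DEGs between Phases ranged from 241 to 742 across the 12 fits in BRN III against II, from 23 to 75 across the 11 fits in BST II against I, from 1 to 43 across the 11 fits in BST III against I, from 9 to 39 across the 10 fits in CBL III against II, from 70 to 151 across the 13 fits in LIV III against I, from 1.2e+02 to 257 across the 11 fits in LIV III against II, from 52 to 1.2e+02 across the 18 fits in OB II against I, from 0 to 99 across the 10 fits in STM II against I, from 0 to 379 across the 11 fits in STM III against II and from 1583 to 4535 across the 7 fits in iBAT III against II. Genes that differ among time points ranged from 0 to 951 across the 12 fits in BRN, from 1 to 218 across the 18 fits in BST, from 22 to 1673 across the 18 fits in CBL, from 1277 to 2886 across the 18 fits in LIV, from 1036 to 3676 across the 18 fits in OB, from 1.1e+02 to 1739 across the 15 fits in STM, from 0 to 11 across the 18 fits in pgWAT and from 0 to 6 across the 15 fits in psWAT. In 18 other numbers no such fit moved past 1.5-fold.

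For the 94 named genes 1267 fits left out one sample, of which 1159 gave the same direction and side of the threshold, 87 fell short of it, 17 passed it only then and 4 changed the direction. Replicate number was shared by libraries of different time points, and the mean correlation of their deviations was 0.0254 in OB, -0.00852 in BRN, 0.0152 in CBL, 0.0248 in BST, -0.00315 in STM, -0.0269 in LIV, 0.226 in iBAT, 0.000743 in pgWAT and -0.0844 in psWAT.

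The share of DEGs that rose moved by more than 10 percentage points with transcript length offsets in BRN II against I from 65.1% to 43.3%, BRN III against I from 57.5% to 68.4%, BRN III against II from 36.8% to 48.7% and CBL II against I from 70% to 57.1% and with DESeq2 in CBL III against II from 19% to 3.7%.

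Depth limits genes of low expression: 3 counts, taken as the floor, correspond to 0.365 CPM in the smallest retained library of OB, 0.985 in BRN, 0.462 in CBL, 0.429 in BST, 0.438 in STM, 0.431 in LIV, 0.951 in iBAT, 0.519 in pgWAT and 0.732 in psWAT. Ly96 and Igf2 in BRN Phase III and Mmp8 and Retnlg in psWAT Phase I, with at most 4 counts in the libraries that hold them, lie at this limit.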

Differences from the paper's values

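Numbers of DEGs between Phases differed from the paper's in 8 comparisons, here with the paper's value and the alternatives set before the data were examined. Counts written as 1.1e+02 or 1.4e+02 are rounded to 2 digits. In OB 75 were called against the paper's 38. Leaving out the 3 samples of unsettled Phase (52) and 1 of the 18 fits that each left out one sample came within 1.5-fold of it, while DESeq2 (64), RLE normalization (77), no low-count filter, the lane covariate (85), the replicate block (90) and no fold change threshold (4742) did not. With only genes of the RefSeq table, chosen after seeing the values, 42 were called.

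In BRN Phase II against I, 476 were called against the paper's 303. All Phases in one fit (332), the library series covariate (259) and 7 of 12 fits without one sample closed the gap, and DESeq2 (515), RLE normalization (482), no low-count filter (782), the replicate block (660) and no fold change threshold (3590) did not. The RefSeq genes, chosen after seeing the values, gave 410. CBL Phase II against I had 30 DEGs against the paper's 19. DESeq2 (14), the replicate block (23) and 4 of 14 fits without one sample closed the gap. RLE normalization (30), no low-count filter (97), all Phases in one fit (29) and no fold change threshold (2332) did not. Transcript length offsets (28) and the RefSeq genes (23), both chosen after seeing the values, did.

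For CBL Phase III against I, 178 were called against the paper's 1.1e+02. Among the alternatives set before the data were examined, 4 of 12 fits without one sample closed the gap, and DESeq2, RLE normalization (180), no low-count filter (279), all Phases in one fit (209), the replicate block and no fold change threshold (2827) did not. The RefSeq genes, chosen after seeing the values, did (1.1e+02). In BST Phase III against I, 4 were called against the paper's 23. All Phases in one fit (23) closed the gap, and DESeq2 (15), RLE normalization (4), no low-count filter (58), the replicate block (1), no fold change threshold (51) and the fits without one sample (0 of 11) did not.

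In STM Phase II against I, 0 were called, with 2192 genes at p under 0.05, against the paper's 26. DESeq2 (39) closed the gap, and RLE normalization, no low-count filter, all Phases in one fit, the replicate block and no fold change threshold (0 each) and the fits without one sample (0 of 10) did not. STM Phase III against II gave 101 against the paper's 533. DESeq2 (543), all Phases in one fit (362) and 1 of 11 fits without one sample (379) closed the gap, and RLE normalization (102), no low-count filter, the replicate block (934) and no fold change threshold did not. In LIV Phase II against I, 291 were called against the paper's 1.4e+02. The lane covariate (1.4e+02) and 1 of 12 fits without one sample closed the gap, and DESeq2 (319), RLE normalization (292), no low-count filter (293), all Phases in one fit (268), the replicate block (317) and no fold change threshold (3296) did not.

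For the other values that differed no alternative was set, except for the last. With the top and bottom 12.5% of the ranked log2FC kept in each comparison of more than 500 DEGs, 955 DEGs were left in BRN, against the paper's 608. The paper's total is 25.0% of its union, so it follows another rule, and by that rule 588 would be left here. Highly variable genes reached 2773 in an organ, against the paper's 1190. Samples held 9.40 M counts on average in the deposited table, against the paper's 39.98 M reads (SEM 1.05 M). The Spearman rho of DEG numbers between Phases and against 0 h across 8 organs was 0.515, against the paper's about 0.83 in Fig. S4, read by eye. The log2FC of Btn1a1 in psWAT was -1.30 against the paper's -4.3. The error here is the SE of each fit, which for edgeR was derived from the F statistic of the test. By it the replicate block (-1.69) came within the error, and DESeq2 (-1.36), RLE normalization (-1.32), no low-count filter (-1.32), the lane covariate (2.28), leaving out the samples of unsettled Phase (-1.16) and the fits without one sample (0 of 17) did not. The nearest value was -5.80, in the fit without 18 h replicate 2, and a fit with a larger SE passes more easily.

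Several genes that the paper lists as DEGs were not called here. DESeq2 called Tlr11 (adjusted p 0.0227), Gata3 (0.0445), Lcn2 (0.0256), Gadd45g (0.0107) and Orm2 (0.0189). All Phases in one fit called Igf2 and Ifi203. Leaving out the samples of unsettled Phase called Tlr11 (1.48), Krt75 (-3.99) and Bpifa1 (-4.19). In psWAT the sample of unsettled Phase is 12 h replicate 3, the library that looked mixed with cerebellar RNA. No low-count filter called Prtn3 (-2.21), and so did transcript length offsets (-2.28), chosen after seeing the values. Fits without one sample called Tlr11 (3 of 17), Btn1a1, Trim29, Krt75 and Bpifa1 (1 of 17 each), Igf2 and Ifi203 (1 of 8 each), Reg1 in BRN (2 of 12), Gadd45g (2 of 13), Map3k6 (1 of 13) and Prtn3 (2 of 11). Egr1, Fam107a and Mt1 were called in none of these settings for the pair of Phases compared, I and III of LIV. These settings were not run for Ly96, Fasl and Cxcl2, which the main fit did not call. Between Phases II and III of LIV edgeR called Egr1 (log2FC 2.64, adjusted p 0.0227), Fam107a (2.37, 0.0100) and Map3k6 (1.06, 0.00474), and DESeq2 called Mt1 too (1.76, adjusted p 0.0419). The paper reports Mt1 as raised in LIV, and its log2FC here was -0.25, or 0.29 with the replicate block.

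The paper ranks Phases II against III highest in LIV and iBAT. Here LIV had the most DEGs between Phases I and II (291), and iBAT between Phases I and III (3396, against 2913 between II and III). With the lane covariate LIV had 1.4e+02 between Phases I and II, under the 1.8e+02 between II and III, where lane was not in the fit, or 151 with library series in the fit, a choice made after seeing the data. In iBAT DESeq2 gave 3533 between Phases II and III and 3522 between I and III, all Phases in one fit 3686 and 3473, and the fit without 12 h replicate 3 gave 4535 and 4337.

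The paper places the psWAT samples in one cluster with the other adipose tissues, and here 16 of 17 fell in the cluster of the STM samples, as did 2 of 18 from pgWAT. The paper sees no separation of the samples of an organ by fasting time. Time points held 42.6% of the variance in OB, 42.1% in BRN, 38.0% in CBL, 34.1% in BST, 43.2% in STM, 43.8% in LIV and 51.2% in iBAT, with adjusted permutation p from 9e-04 to 0.0379, but not more than permuted labels in pgWAT (30.5%, adjusted p 0.372) and psWAT (37.5%, adjusted p 0.184).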

Other observations

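The explanations weighed here were written down before they were tested. Those for muscle markers between Phases I and II of iBAT, adipocyte markers in psWAT, acinar markers between Phases I and II of BRN, the shares of other tissue within a Phase, reads of stomach and pancreas, transcript length offsets and permutation of time labels within replicate numbers for shares of variance were chosen after the results were seen. Marker levels are mean log2 (CPM + 1) values, their differences were tested by exact permutation of the Phase labels, two-sided, and p was adjusted over the 12 comparisons planned or the 3 added.

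In psWAT several technical or anatomical differences went with Phase. Library totals differed before adjustment over 4 comparisons (exact permutation p 0.0298, adjusted 0.119), with means of 7.51 M in Phase II and 5.84 M in Phase I. Lane differed too, and with lane 7 against the other lanes in the fit 1306 DEGs were left of 3016, of which 1267 were among the 3016. Log2FCs followed transcript length weakly (Spearman rho 0.160), which was too weak to decide, and 3044 DEGs were called with length offsets, so length alone was negative as an explanation. The replicate block left the number of psWAT DEGs within 1.5-fold.

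Marker genes of other cell types also differed between the psWAT Phases. Lymph node B and T cell markers were higher in Phase II by 1.38 (adjusted p 0.0465, 9 of 10 samples above all of Phase I), neutrophil markers by 2.05 (0.028, 7 of 10), and brown adipocyte and adipocyte markers differed by -2.98 (6.17e-04) and -3.09 (6.18e-04), with 10 of 10 samples below all of Phase I. Skin and mammary epithelium markers (-0.66, 0.159) and skeletal muscle markers (-2.79, 0.114) gave negative tests. Within Phase I alone, the slope of each DEG on the lymph node markers correlated with its log2FC between Phases (rho 0.744 over 3012 DEGs), but 1000 random sets of genes gave a median of 0.497 and up to 0.784, with 94.4% below, so this test was negative. In lane 7 the lymph node markers averaged 6.30 in 5 Phase I samples and 8.52 in the 1 Phase II sample. In lane 5 the 1 Phase I sample held 7.66, within the range of the 9 Phase II samples (mean 8.05, 5.27 to 8.59). The 1 Phase I sample of lane 4 held 7.89. A larger share of the inguinal lymph node in the Phase II pieces could thus raise Cd28, Foxp3, Icosl and other lymphocyte genes and lower Lep, Fasn and Klb without a change in any cell, and neither this nor immune activation in adipose tissue is excluded by these data. The lymph node markers held 4.47 to 7.89 in the Phase I libraries of psWAT, against 1.065 to 1.815 in pgWAT. This argues against a lymph node that was present in Phase II alone. A hypothesis to test is that the amount of lymph node left in the psWAT pieces sets the 2 Phases. No piece with a known amount of lymph node was at hand to test it.

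In iBAT, skeletal muscle markers were higher by 3.70 between Phases I and III (adjusted p 0.028, 3 of 3 samples above all of Phase I) and by 3.80 between Phases I and II (0.0015, 4 of 4). Within Phase I alone, the slope of each of 393 DEGs of Phase II on the muscle markers correlated with its log2FC at 0.449, above 97.2% of random gene sets but under the 0.5 set for a positive test. Lymph node markers differed by 0.26 (adjusted p 0.114), a negative test. Muscle attached to the tissue could thus account for Mb, Thbs4 and part of the 399 genes that rose between Phases I and II, and muscle genes expressed by brown fat cannot be told apart from it. Library totals averaged 7.06 M in Phase III and 12.5 M in Phase I of iBAT (exact permutation p 0.178), and with 3 samples in Phase III a difference in totals cannot be excluded.

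Fold changes in BRN and iBAT followed transcript length. Between Phases I and III the Spearman rho of log2FC with length was -0.489 in BRN and -0.565 in iBAT, with median lengths of 1134 and 1230 bases in genes that rose and 5758 and 5499 in genes that fell. With each library's trend on length taken out, 1207 of 2189 DEGs were called in BRN (917 of them the same genes) and 1795 of 3396 in iBAT (1345 the same). These are 55.1% and 52.9% of the numbers without offsets, above the 50% set as the limit, but they include genes called only with offsets. Fewer than 50% of the DEGs without offsets were called again, so these DEGs cannot be told apart from the trend. In the other comparisons of the same organs 194 of 476 (151 the same genes) were called between Phases I and II of BRN, 230 of 378 between Phases II and III of BRN (43.4% of the 378 were called again), 1122 of 2913 (759 the same) between Phases II and III of iBAT and 402 of 403 (392 the same) between Phases I and II of iBAT. The log2FC of Syne1 in BRN went from -1.52 to -0.18 with offsets, and that of Ntrk2 from -0.41 to 0.36. Degraded RNA or a change in library size selection could give such a trend, and so could regulation that favours short genes, and the data do not separate them. In STM the rho was -0.155 between Phases I and III, too weak to decide, and offsets gave 906 of 956 DEGs. Between Phases I and II of STM, where 0 DEGs were called and 2192 genes had p under 0.05, it was -0.489. In OB the rho between Phases was -0.541, and 75 DEGs were called with offsets and 75 without, 64 of them the same genes.

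Library totals averaged 6.03 M in Phase III and 8.80 M in Phase I of BRN (exact permutation p 0.200), and with 4 against 4 samples a difference in totals cannot be excluded. Markers of pancreatic acinar cells (1.13, adjusted p 0.159), pituitary (-0.22, 0.114), choroid plexus (-0.17, 0.629), neutrophils (-0.12, 0.629) and red blood cells (0.65, 0.172) did not pass. With 4 against 4 samples the smallest exact p was 0.0286, or 0.0686 after adjustment beside the other tests. None of the 5 could thus pass alone, and their p-values do not decide. The choroid plexus and neutrophil differences were smaller than the SDs within Phases III and I (0.460 and 0.525, 0.277 and 0.480). They give no sign that these cell types account for the 2189 DEGs. Acinar, pituitary and red blood cell RNA cannot be told apart from the pattern. Summed CPM of genes specific to the other organs were 747 and 704 (exact permutation p 0.257). Between Phases I and II acinar markers were higher by 1.25 (adjusted p 0.00404, 8 of 8 samples above all of Phase I). Of the library number series that held 3 of 4 Phase I samples, 0 Phase III samples were part. The other series held 1 Phase I sample, 2 h replicate 2, and all 4 of Phase III. With series as a covariate, a fit chosen after seeing the data that rests on this 1 sample, 467 DEGs were called of 2189, of which 461 were among the 2189, and Fas, Ctla2a, Gh, Fgf18 and Bdnf no longer passed. Values of that sample lay near those of Phase I in the variance of log2FCs (0.385, Phase III 3.09 to 9.84) and in the rho of its values with transcript length (0.378, Phase III -0.427 to -0.0895). A fit on 1 sample loses power, so series cannot be told apart from Phase as a cause of the other DEGs. Between Phases II and III the same covariate left 176 of 378. In STM and in iBAT 0 lanes held samples of both Phases I and III, so lane and Phase cannot be told apart there (Fisher's exact p of Phase and lane in iBAT 0.0409). In STM library totals averaged 8.66 M in Phase III and 10.4 M in Phase I (exact permutation p 0.167), which did not pass.

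Random splits of the samples of a comparison into groups of the Phases' sizes, drawn without regard to replicate numbers, show how many DEGs a grouping without meaning gives. The Phases themselves count as 1 split. Of 100 splits, 1 gave as many DEGs as the Phases in OB, in BRN II against I, BRN III against II, CBL II against I, CBL III against I, BST II against I, BST III against II, STM III against I, all 3 LIV comparisons, iBAT II against I, iBAT III against I and psWAT. It was 2 of 100 in CBL III against II, 3 of 100 in BST III against I, 4 of 100 in STM III against II and, with 0 DEGs (2192 genes at p under 0.05), 100 of 100 in STM II against I. In BRN III against I and iBAT III against II 35 splits exist and 1 gave as many. Since the Phases were called by clustering these samples, a low number here is built in and tells nothing about fasting.

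Time labels are not built in. Permuted within replicate numbers, they gave as many DEGs against 0 h as the true labels in 1 of 100 permutations in CBL and LIV, 2 of 100 in OB, BRN, STM and iBAT, 8 of 100 in pgWAT, and 100 of 100 in BST and psWAT. In BST and psWAT 0 were called, with 958 to 1579 and 535 to 1971 genes at p under 0.05 at single time points. For the joint test of the 6 time points it was 1 of 100 in OB, CBL, STM, LIV and iBAT, 2 of 100 in BST, 5 of 100 in BRN and 100 of 100 in pgWAT and psWAT, where 0 genes were called and 1693 and 3195 had p under 0.05. Time effects in BRN by the joint test and in pgWAT against 0 h, with 1 gene each, thus cannot be told apart from chance, while the numbers of both kinds in OB, CBL, STM, LIV and iBAT were reached by at most 2 of 100 permutations. These permutations took no account of transcript length or lane. Log2FCs against 0 h followed length at 22 h in iBAT (Spearman rho -0.571), 18 h in OB (-0.512) and 12 to 22 h in BRN (-0.519 to -0.347). The rho was weaker at 18 h in STM (0.153) and 22 h in CBL (-0.0966), and lay between -0.1015 and 0.0977 in LIV. Time points went with lane in OB, STM and LIV (Fisher's exact p 0.00411 each). In OB and STM the 0 h libraries shared a lane and those of 12, 18 and 22 h another. Against 0 h, 12 h (2 mice in STM) gave 0 DEGs in both, 18 h 89 and 1419, and 22 h 6 and 38. This argues against lane alone for the DEGs of 18 h. For other time effects there, and in LIV, time and lane cannot be told apart. In iBAT 22 h gave 4309 of 4334 DEGs. Its libraries lay in lanes 1 and 3, without other retained iBAT libraries, so lane cannot be told apart from time.

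All 162 libraries held Ddx3y at 3.57 CPM or more, and 0 combined Xist above 1 CPM with Ddx3y under 1 CPM, so the male labels stood the test. In LIV, 9 genes known to rise in fasted liver had a mean log2 level of 6.02 at 0 h and 6.65 at 22 h, and its rho with hours was 0.367 (two-sided permutation p 0.136; r 0.308, or 0.212 without the 2 farthest samples). For 9 genes known to fall it was -0.511 (permutation p 0.0323; r -0.473, or -0.247 without the 2 farthest), and adjusted over these 2 sets p was 0.136 and 0.0646. Mislabelled fasting times could weaken the former, by the limit set (0.367 with p above 0.05), and so could mice that ate little before food was removed, which the labels do not tell.

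Same-numbered libraries of an organ share a position in the time series of mice, and in iBAT they deviated alike from their time point means (mean correlation 0.226, against -0.114 for other pairs). With time labels permuted within replicate numbers, the adjusted p of the share of variance by time points in iBAT was 9e-04, and that of the sample correlations 0.00612. No 2 libraries of an organ held identical counts.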
